# Probing pathways by which rhynchophylline modifies sleep using spatial transcriptomics

**DOI:** 10.1186/s13062-023-00377-7

**Published:** 2023-05-05

**Authors:** Maria Neus Ballester Roig, Tanya Leduc, Julien Dufort-Gervais, Yousra Maghmoul, Olivier Tastet, Valérie Mongrain

**Keywords:** Slow wave sleep, Sleep induction, Electrocorticographic oscillations, Molecular profiling, Hypothalamus, Sex

## Abstract

**Background:**

Rhynchophylline (RHY) is an alkaloid component of Uncaria, which are plants extensively used in traditional Asian medicines. Uncaria treatments increase sleep time and quality in humans, and RHY induces sleep in rats. However, like many traditional natural treatments, the mechanisms of action of RHY and Uncaria remain evasive. Moreover, it is unknown whether RHY modifies key brain oscillations during sleep. We thus aimed at defining the effects of RHY on sleep architecture and oscillations throughout a 24-h cycle, as well as identifying the underlying molecular mechanisms. Mice received systemic RHY injections at two times of the day (beginning and end of the light period), and vigilance states were studied by electrocorticographic recordings.

**Results:**

RHY enhanced slow wave sleep (SWS) after both injections, suppressed paradoxical sleep (PS) in the light but enhanced PS in the dark period. Furthermore, RHY modified brain oscillations during both wakefulness and SWS (including delta activity dynamics) in a time-dependent manner. Interestingly, most effects were larger in females. A brain spatial transcriptomic analysis showed that RHY modifies the expression of genes linked to cell movement, apoptosis/necrosis, and transcription/translation in a brain region-independent manner, and changes those linked to sleep regulation (e.g., *Hcrt*, *Pmch*) in a brain region-specific manner (e.g., in the hypothalamus).

**Conclusions:**

The findings provide support to the sleep-inducing effect of RHY, expose the relevance to shape wake/sleep oscillations, and highlight its effects on the transcriptome with a high spatial resolution. The exposed molecular mechanisms underlying the effect of a natural compound should benefit sleep- and brain-related medicine.

**Graphical Abstract:**

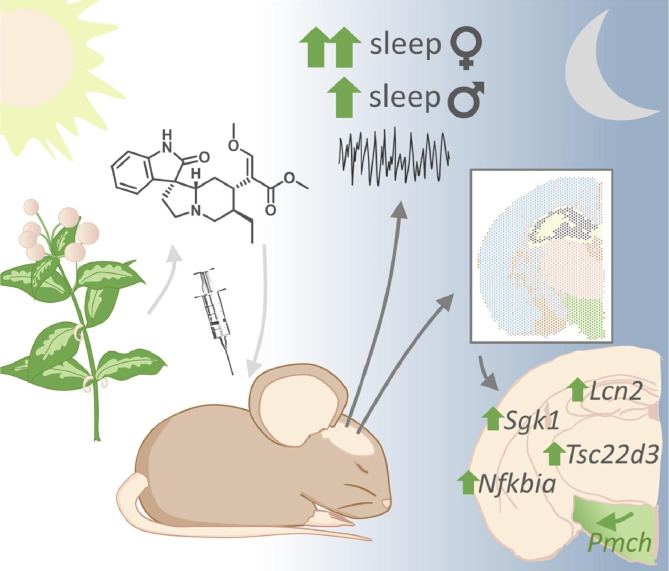

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13062-023-00377-7.

## Background

Traditional Asian medicines have been used for centuries/millennia to alleviate psychiatric disease symptoms and ameliorate behaviors and states such as sleep [1]. Their natural origin is appealing for the general population, but the absence of solid empirical evidence and mechanisms of action has prevented their widespread use in the medical context [2]. Uncaria plants, in particular, were shown to have anticonvulsant, sedative and hypnotic effects, including positive impacts on psychiatric symptoms, sleep amount and quality in humans and mice [3–6]. Rhynchophylline (RHY) is an alkaloid component of Uncaria plants, and studies in rodents tend to support its hypnotic properties. For instance, RHY reduces locomotor activity, and was shown to increase sleep time when co-administered with pentobarbital in mice [7, 8]. Determining how RHY precisely affects wake/sleep states and their characteristic brain oscillations, and identifying the underlying mechanisms of action has definite value to support the use of Uncaria plants or RHY for sleep disturbances or other brain ailments.

Some studies have reported that RHY impacts neuronal firing in the rodent hippocampus and cerebral cortex [9–13], which suggests an effect on synchronized neuronal activity of the cerebral cortex occurring during wakefulness and sleep. Neuronal synchronization is generally reflected in the activity measured in slower frequencies of the electrocorticogram (ECoG); slow wave activity (SWA; 0.5–4.5 Hz) predominates during slow wave sleep (SWS), and theta activity (4–9 Hz) during paradoxical sleep (PS) [14–17]. Oscillatory activities not only represent defining features of sleep but also underly the role of sleep in brain function given, for instance, the established contributions of SWA during SWS and of theta activity during PS to memory consolidation [18–20]. Accordingly, it is crucial to determine the impact of sleep-inducing drugs on key oscillatory activities during sleep, and no such research exists for RHY.

RHY was shown to alter the cerebral cortex transcriptome in the APP/PS1 mouse model of Alzheimer’s disease, targeting molecular pathways related to the ubiquitin system, microglial function, and angiogenesis [21]. The effect of RHY on the genome-wide gene expression landscape of different brain regions in normal/healthy organisms remains to be established to adequately define the underlying mechanisms of its effect on the brain. Transcriptomic studies have proven particularly useful in the context of sleep research revealing gene expression signatures of wakefulness and sleep with, for instance, the mRNA level of genes linked to protein translation being increased by sleep, whereas that of immediate early genes associated to neurotransmission (e.g., *Fos*, *Arc*, *Homer1a*, *Egr1*), and of genes involved in stress responses (e.g., chaperones, heat shock proteins) being increased by sleep deprivation/extended wakefulness [22–30]. Moreover, the wake/sleep-dependent gene expression signature was shown to depend on the brain region [30–32]. Understanding effects of sleep-inducing compounds on the transcriptomic profile of brain regions controlling wake/sleep alternations and characteristic oscillations, such as the lateral hypothalamus (LH*)* [33–35], is required to understand the suitability of these compounds for sleep medicine.

We have here investigated how RHY modifies wake/sleep amount, alternation and ECoG oscillations, and interrogated underlying molecular mechanisms using a high spatial resolution transcriptomic approach. We uncovered that RHY increases the time spent in SWS at the expense of wakefulness, and changes the dynamics of key brain oscillations during SWS and wakefulness, with globally larger effects found in female in comparison to male mice. The spatial transcriptome revealed that RHY alters the expression of genes related to inflammation, apoptosis and the response to glucocorticoids; with some transcripts modified throughout the brain, and others for which changes were restricted to specific brain regions (e.g., genes linked to sleep regulation in the hypothalamus). This study demonstrates the relevance of traditional medicine for sleep disturbances, and of spatial transcriptomics to identify brain region-specific and sleep-relevant mechanisms.

## Results

### RHY increases SWS and state fragmentation

Mice were submitted to ECoG recording before and after RHY treatment to investigate effects on vigilance states. Two doses of RHY were studied, 50 mg/kg (RHY50) and 100 mg/kg (RHY100), and compared to vehicle administration. Similar doses were previously reported to impact behavior, synaptic plasticity, and brain protein levels in mice [11]. Given the short (3–4 h) half-life/availability of RHY reported for the mouse and rat brain tissue [21, 36, 37], animals received two i.p. injection during the 24-h cycle, the first at light onset (Zeitgeber time 0: ZT0) and the second one hour before light offset (ZT11; with ZT12 representing light offset). This strategy also allowed to investigate time of day-dependent effects of RHY. Importantly, experiments were conducted in both female and male mice, and the effects of RHY was assessed in each sex to take into consideration the well-known sex differences in wake/sleep amount, alternation, and ECoG activity [38–40]. Sleep distribution and consolidation were equivalent between groups before RHY administration (Fig. 1A left column, and Fig. S1).

**Fig. 1:**
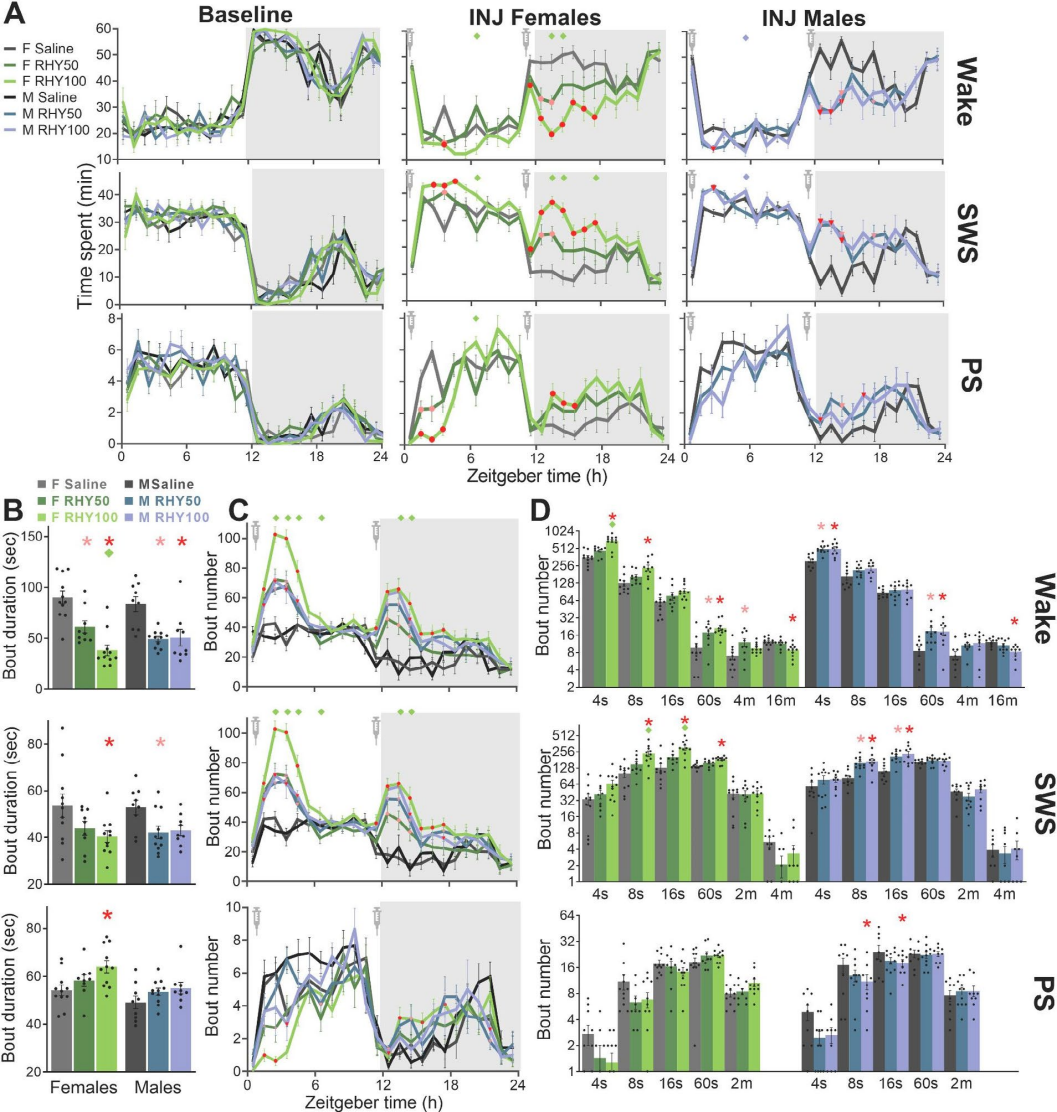
RHY increases SWS time, reduces wake time, and promotes wake and SWS fragmentation (**A**) Time course of minutes spent in each vigilance state (wake, SWS and PS) per hour during the baseline (BL) and injection (INJ) 24-h recordings. Significant interactions between RHY treatment and hour were found for wake, SWS and PS for both females (rANOVA: F_46,644_ > 2.0, p_adj_ < 0.01) and males (rANOVA: F_46,598_ > 1.9, p_adj_ < 0.05). Red and pink datapoints indicate significant differences compared to the saline group for each hour for the RHY100 and RHY50 groups, respectively (post hoc comparisons p < 0.05; same for panel C). Diamonds at the top of graphs indicate significant differences between RHY100 and RHY50 (green diamonds for females and blue diamonds for males, post hoc comparison p < 0.05; also in panels B to D). Grey backgrounds represent the dark period (also in C). (**B**) Mean duration of individual vigilance state bouts during the INJ day. Significant treatment effects were found for wake and SWS (females: F_2,28_ > 3.6, p < 0.05; males: F_2,26_ > 4.6, p < 0.02), and for PS in females (F_2,28_ = 4.4, p = 0.02). Red and pink stars indicate significant differences compared to the saline group of the same sex for RHY100 and RHY50, respectively (post hoc comparison p < 0.05; same for panel D). (**C**) Time course of the number of state bouts per hour for the INJ day. Significant interactions were found between RHY treatment and hour for all three states for females (rANOVA: F_46,644_ > 2.2, p_adj_ < 0.01) and males (rANOVA: F_46,598_ > 1.8, p_adj_ < 0.01). (**D**) Number of bouts of different durations for the INJ day. Significant treatment effects were found for specific duration during wake, SWS and PS (females: F_2,28_ > 3.7, p < 0.05; males: F_2,26_ > 3.8, p < 0.05).

RHY was found to decrease time spent awake and increase time spent in SWS for 2 to 7 h after injection in both females and males (Fig. 1A). These effects were more prominent during the dark period (i.e., active period) for the two sexes (Fig. 1A and S1B), and larger in females than males when considering the early dark period (Fig. S1A). Interestingly, a dose-dependent effect was found for females, with RHY100 showing larger wake-suppressing and SWS-inducing effects than RHY50, while both doses impacted wake and SWS in a mostly similar manner in males (Fig. 1A and S1A). The effect of RHY on PS was highly dependent on time of day; with RHY reducing time spent in PS during the light period and increasing it during the dark period (Fig. 1A; in males, only significant for the dark period).

The mean duration and the number of individual bouts of wakefulness/sleep were interrogated to identify whether SWS was enhanced by prolonging individual bouts of SWS, by increasing the occurrence of SWS bouts or both. RHY was observed to significantly reduce the mean duration of wake and SWS bouts in both female and male mice (Fig. 1B). In parallel, RHY increased the number of wake and SWS bouts for 4 to 7 h after injection (Fig. 1C), with a highly similar time course for wakefulness and SWS. This effect was more prominent for shorter wake and SWS bouts (≤ 60 s; Fig. 1D) in comparison to longer SWS bouts (Fig. 1D and S1E), and also showed a dose-dependent effect for females in particular (Fig. 1B to D). Interestingly, RHY100 increased the duration of PS bouts only in females (Fig, 1B), and decreased the number of short PS bouts only in males (Fig. 1D). In sum, RHY shows wake-suppressing and SWS-inducing effects in mice, and impacts PS in a time of day-dependent manner. The SWS-inducing effect is driven by a higher occurrence of short individual bouts of SWS, resulting in an overall fragmentation of SWS. These effects are generally larger during the dark period and in females.

### RHY impacts the ECoG in a state-dependent manner

ECoG activity during wake, SWS or PS defines state quality and contributes to cognitive functioning, but has never been investigated after Uncaria or RHY treatments. Spectral analysis of the ECoG signal was here used to assess the impact of RHY on the 24-h power spectrum between 0.75 and 30 Hz of the three vigilance states. The ECoG spectral signature of wakefulness, SWS and PS was unaltered by saline in both females and males (Fig. 2A, first column). However, RHY100 was found to significantly affect the spectral composition of the ECoG during wakefulness in both females and males, and during SWS and PS in females (Fig. 2A, third column). In particular, the contribution of high theta/low alpha activity during wake was decreased by RHY100 (i.e., 8.0-12.25 Hz in females and 8.5–9.75 Hz in males) together with that in higher frequencies in females. In females, RHY100 also decreased the relative activity in delta frequencies (1–3 Hz) during SWS but generally increased activity in the theta/alpha (6.25–11.75 Hz) and beta (16–30 Hz) ranges during SWS and PS. RHY50 was also found to significantly impact PS power spectrum in males in a manner similar to that of RHY100 in females (Fig. 2A). Thus, RHY globally impacted the wake ECoG in frequencies generally linked to active wakefulness [41–43], as well as the sleep ECoG in frequencies contributing to cognitive processing [18–20].

**Fig. 2:**
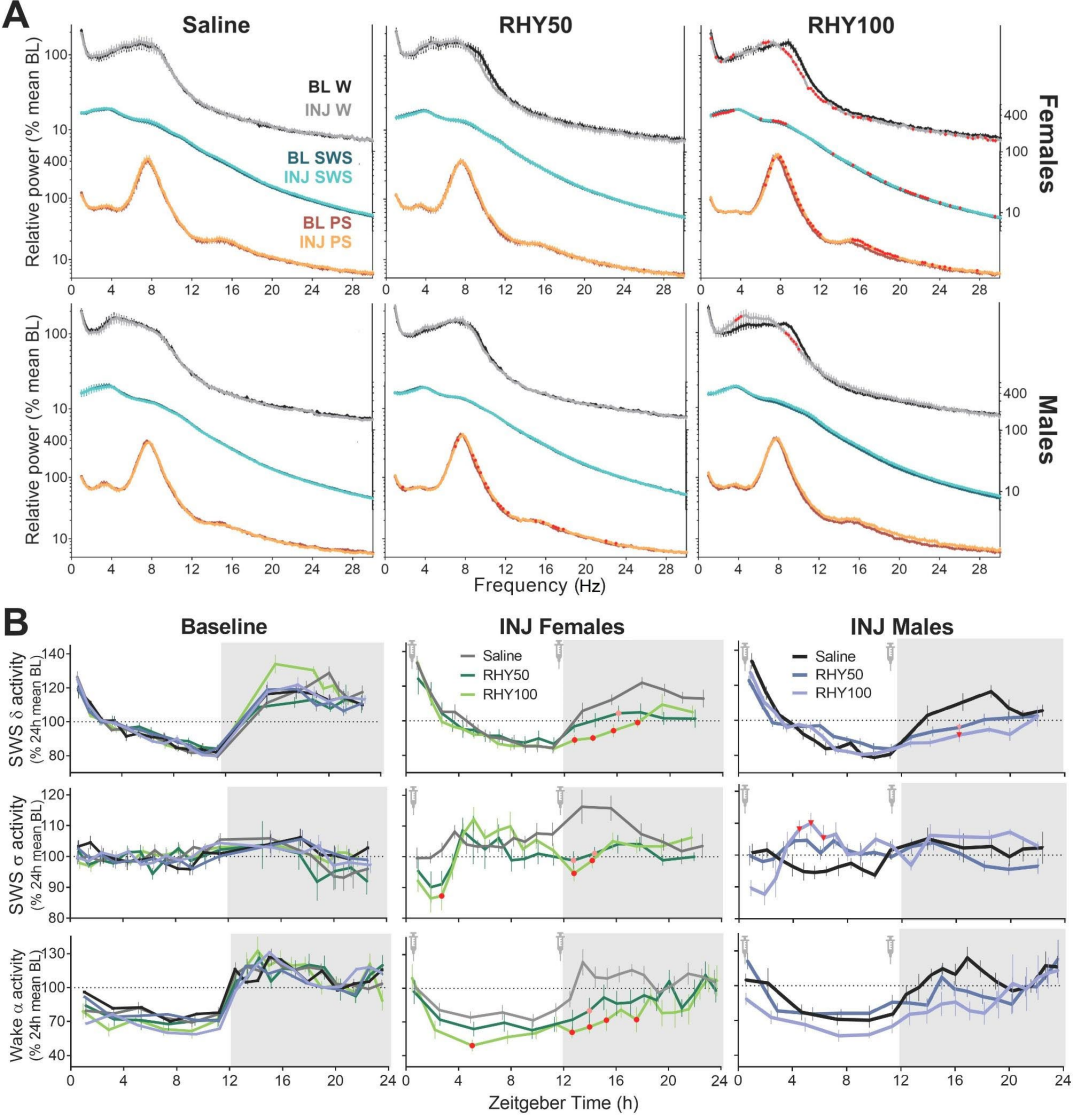
RHY modifies ECoG activity in a vigilance state-dependent manner (**A**) 24-h power spectra for each vigilance state during baseline (BL) and injection (INJ) recordings. Significant interactions between recording day (BL vs. INJ) and frequency bin were found for RHY100 wake (rANOVA females: F_116,928_ = 6.1, p_adj_ < 0.01; males: F_116,928_ = 4.8, p_adj_ < 0.05), for RHY100 SWS in females (F_116,928_ = 5.9, p_adj_ < 0.001), for RHY100 PS in females (F_116,928_ = 7.0, p_adj_ < 0.01) and for RHY50 PS in males (F_116,1044_ = 3.4, p_adj_ < 0.05). Red datapoints indicate significant differences between BL and INJ (planned comparisons p < 0.05). (**B**) 24-h time course of SWS delta activity (1–4 Hz; first row), SWS sigma activity (10–13 Hz; second row), and wake alpha activity (8–12 Hz; third row). For SWS, significant treatment by interval interactions were found for both sexes (delta: females F_34,442_ = 2.7, p_adj_ = 0.001; males F_34,391_ = 3.1, p_adj_ = 0.002; sigma: females F_34,442_ = 2.5, p_adj_ = 0.008; males F_34,391_ = 3.0, p_adj_ < 0.001). For wake alpha activity, a significant treatment by interval interaction was only found for females (females F_34,442_ = 1.6, p_adj_ = 0.03; males treatment by interval interaction F_34,357_ = 1.2, p_adj_ = 0.3 and main treatment effect F_2,21_ = 1.9, p = 0.2). Red and pink datapoints indicate significant differences compared to the saline group for each interval for the RHY100 and RHY50 groups, respectively (post hoc comparisons p < 0.05).

The 24-h dynamics of ECoG activity in different frequency bands were then analyzed after RHY treatment. RHY significantly modified the dynamics of delta (1–4 Hz), theta (6–9 Hz) and sigma (10–13 Hz) activity during SWS (Fig. 2B and S1F). More precisely, SWS delta activity was decreased by RHY at a time matching with the strongest SWS-inducing effect (i.e., first half of the dark period). A dose-dependent effect was particularly prominent for females (and for faster delta; Fig. 2B and S1F). RHY impacted SWS theta and sigma activity in a similar manner: decreasing activity at the beginning of the light and dark periods in females, and increasing activity in the mid-light period in males (Fig. 2B and S1F). With regard to wakefulness, RHY modified the time course of alpha (8–12 Hz) activity by generally decreasing it throughout the 24-h cycle (only significant in females; Fig. 2B, bottom row). In sum, RHY alters ECoG activity during SWS and wakefulness in a manner that depends on time of day and sex.

### A specific RHY target correlates with sleep variables

To identify mechanisms underlying the widespread effects of RHY on wake/sleep quantity and quality, specific targets of RHY were investigated in the same mice submitted to ECoG recording, which were sacrificed 24 h after the first RHY injection. Total and synaptic protein levels were quantified for three brain regions selected for their contribution to the regulation of ECoG activity and/or sleep amount (i.e., cerebral cortex, hippocampus, and a region covering the thalamus and hypothalamus). Four targets, recently proposed as contributor of sleep-related effects of RHY [44], were examined (i.e., EPHA4, NR2B, GLUR1, and CDK5) together with GLT1, an astrocytic glutamate transporter regulated by EPHA4 [45, 46]. RHY did not significantly impact the protein level of these targets neither the phosphorylated level of EPHA4 in both total and synaptic fractions (Fig. 3A, S2A and S2B, and Table S1). However, the ratio between total phosphorylated GLUR1 (Ser845) and total GLUR1 was significantly increased by RHY100 in comparison to RHY50 in the hippocampus of male mice (Fig. 3A and S2A).

**Fig. 3:**
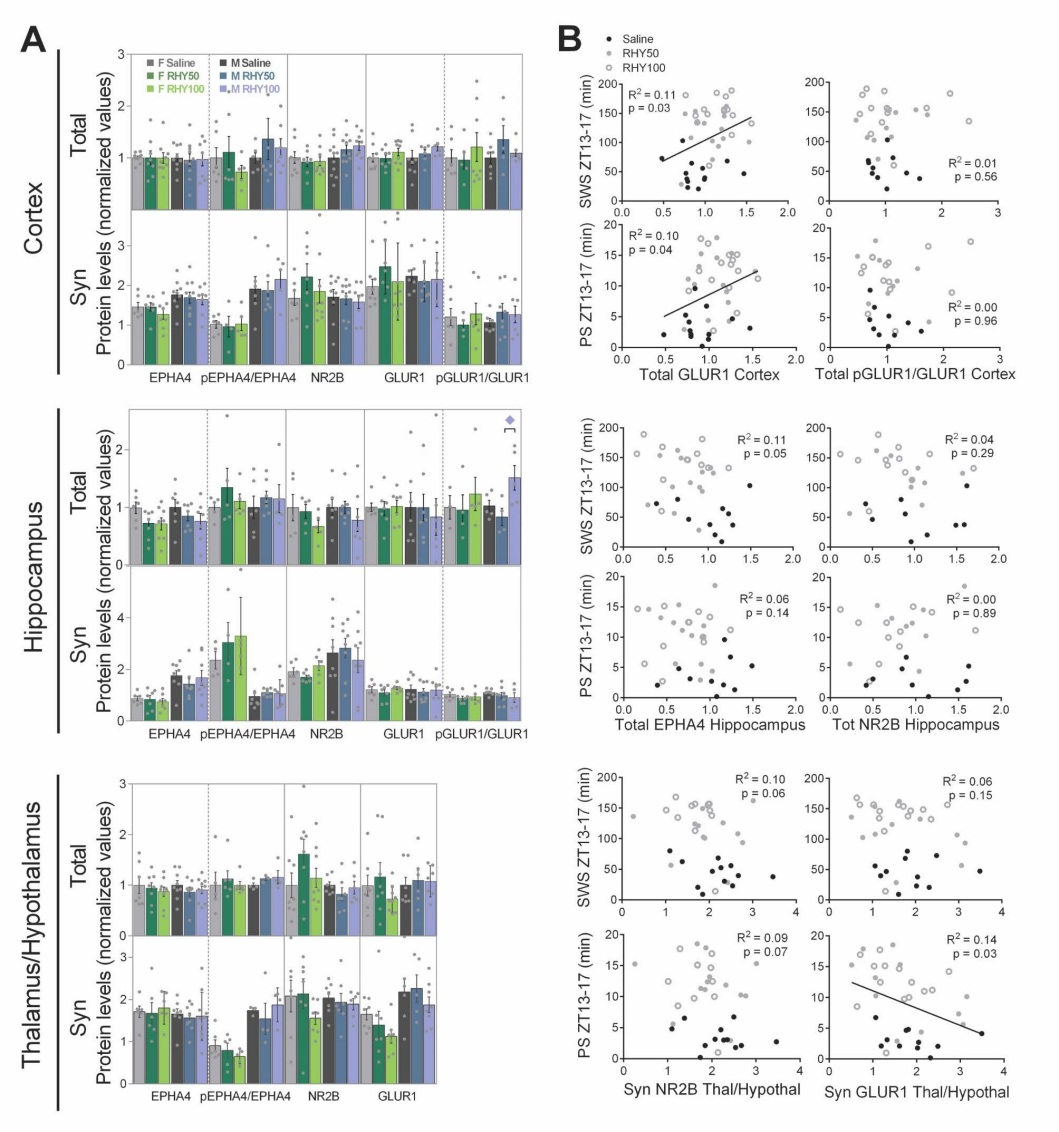
Target protein levels are generally not modified by RHY but correlated with sleep variables (**A**) Protein levels in total and synaptoneurosomal (Syn) fractions were quantified for the cerebral cortex, hippocampus, and a thalamus/hypothalamus spanning region. Except for the pGLUR1/GLUR1 ratio of the total protein fraction in the male hippocampus (F_2,11_ = 4.7, p = 0.03), no significant effect of treatment was found (see Fig. S2A for one way ANOVA results; n = 3–11 per group). The blue diamond at the top of a graph indicates a significant difference between RHY100 and RHY50 in males (post hoc comparison p < 0.05). (**B**) Correlations (including both female and male data) between protein levels and sleep variables showed significant correlations between cerebral cortex GLUR1 level (total fraction) and time spent in SWS or PS between ZT13 and ZT17; and between thalamic/hypothalamic GLUR1 (Syn fraction) and time spent in PS between ZT13 and ZT17.

To tackle the large variability in protein measurements and simultaneously investigate relationships with specific sleep features, protein levels were correlated with sleep variables selected for their considerable/highest alteration by RHY (e.g., time spent in SWS between ZT13 and ZT17). Total GLUR1 level in the cerebral cortex was significantly associated with more time spent in SWS or PS at the beginning of the dark period, whereas synaptic GLUR1 in the thalamus/hypothalamus was found to be significantly associated with less time spent in PS at the same time (Fig. 3B). The ratio between phosphorylated GLUR1 and GLUR1 in total protein of the cerebral cortex was also negatively correlated with wake alpha activity measured in the first two-thirds of the dark period (Fig. S2C). In brief, even if the effect of RHY may not be captured by the targeted proteins when measured more than 12 h after the last RHY administration, GLUR1 could still contribute to alterations in specific sleep variables, including ECoG activity, under RHY treatment.

### RHY shapes the brain transcriptome in a time- and sex-dependent way

To precisely capture the mechanisms by which RHY impacts sleep, the experimental design was repeated in a second cohort of mice (not instrumented for ECoG recording) for which it was combined with a spatial transcriptomic approach. This was performed only with the higher dose of RHY, because of the stronger impact on sleep phenotypes. Mice were sacrificed 3 to 4 h after RHY100 (administered at ZT0 and ZT11) corresponding to the peak time of RHY effects (Fig. 1 and 2). Brains were thus sampled at ZT4 and ZT14 in females (F) and males (M) administered with saline (S) or RHY (R) (i.e., ZT4FS, ZT4FR, ZT14FS, ZT14FR, ZT4MS, ZT4MR, ZT14MS, ZT14MR). 

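Each of the 8 conditions is 1 mouse and 1 coronal section, so that each comparison of RHY100 with saline (ZT4F, ZT14F, ZT4M, ZT14M) sets 1 section against 1 section. Spots of a section come from the same mouse and are not replicates, which is why the comparisons of single pairs carry no test here. Across time points and sexes, 4 mice given 100 mg/kg of RHY stand against 4 mice given saline, and these 4 against 4 carry the tests. In the Visium assay, each barcoded spot captures polyadenylated RNA from the tissue above it, and a unique molecular identifier (UMI) marks each captured molecule. The authors aligned the reads to the mouse genome (mm10, GRCm38) with Space Ranger and deposited raw UMI counts per gene and spot under tissue. The sections hold 2108 (ZT4MS) to 3128 (ZT14MR) spots and 16475972 (ZT14MR) to 43240164 (ZT4MR) UMIs. The median spot holds 3271.5 UMIs in ZT14MR and 15560 UMIs in ZT4MR, the lowest and the highest of the 8 sections. For the pairs, UMIs were summed over a section, scaled to the section total (CPM), and compared as log2 ratios with exact binomial 95% intervals, which cover counting error only. For the 4 against 4, the sums were normalized by TMM and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with sex and time as covariates, over the 16757 genes that passed edgeR's filter on low counts. The paper gives depth in reads, while every value added here rests on UMIs.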

Coronal sections covering the cerebral cortex, hippocampus, and sleep-regulatory regions of the hypothalamus (e.g., LH) were processed using the 10x Genomics Visium Spatial Gene Expression kit coupled to RNA sequencing (RNAseq). The total number of reads and the mean number of reads per spatial spot under tissue were in the same order of magnitude between the eight different conditions (188 to 258 M, and 40 to 85 K, respectively), as well as the percent reads mapping to the genome (96.7 to 97.3 %).

Transcriptome-wide gene expression data were first compared between RHY and saline for the full slice (i.e., all spatial spots, hereafter identified as bulk) for each time point and sex, resulting in four different sets of comparisons (i.e., ZT4F, ZT14F, ZT4M, ZT14M). This generated four sets of significant (i.e., Benjamini-Hochberg False Discovery Rate [FDR] < 0.05) differentially expressed genes (DEGs). RHY administration in the early light period resulted in 575 DEGs in females (ZT4F: 247 increased by RHY100, 328 decreased) and 457 DEGs in males (ZT4M: 126 increased, 331 decreased), and RHY administration in the evening generated 117 DEGs in females (ZT14F: 77 increased by RHY, 44 decreased), and 641 in males (ZT14M: 464 increased, 177 decreased; Fig. 4A and S3A, Table S2). 

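Lcn2, Serpina3f and Tmem252 were among the increases with RHY100, and Sox10, Sox2, Tshb and Cga were among the decreases. Over the 4 mice given RHY100 and the 4 given saline, 57 genes passed an FDR of 0.05 from edgeR, 40 higher and 17 lower, and 56 of them had the same sign in all 4 pairs. The higher genes included Klf15, a transcription factor of glucocorticoid-controlled metabolism, with a log2 fold change of 0.72 (SE 0.11, FDR = 0.0295 from edgeR). Hif3a, an inhibitory hypoxia-inducible factor subunit, rose with a log2 fold change of 1.06 (SE 0.13, FDR = 0.0168 from edgeR). Ada, which codes for adenosine deaminase and so for a regulator of the sleep-promoting nucleoside adenosine, had a log2 fold change of 1.96 (SE 0.24, FDR = 0.0168 from edgeR), with pair ratios of 2.23 (ZT4F), 2.26 (ZT14F), 2.15 (ZT4M) and 0.97 (ZT14M). Among the lower genes, Sox10, the transcription factor of the oligodendrocyte lineage (GRCm38 chromosome 15 from 79154908 to 79165240), went from 35.6 ± 3.62 CPM (SD, n = 4) under saline to 22.1 ± 1.83 CPM (SD, n = 4), a log2 fold change of -0.68 (SE 0.07, FDR = 0.0106 from edgeR). Nkx2-2, another oligodendrocyte lineage factor, fell by 0.89 (SE 0.13, FDR = 0.0287) and Sox21, of neural progenitors, fell by 0.93 (SE 0.15, FDR = 0.0415) on the log2 scale. Of the 57 genes, 53 are also DEGs of the study in at least 1 pair. All 575 study DEGs of ZT4F, all 117 of ZT14F, all 457 of ZT4M and 640 of the 641 of ZT14M had the same sign in the CPM ratios of the same sections. The count of 57 changes by more than 1.5 times without ZT4FS (5), ZT4FR (12), ZT14FS (10), ZT14FR (2), ZT4MS (8) or ZT14MR (160).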

A clustered heatmap compiling the fold change in expression of DEGs for ZT4F, ZT4M, ZT14F, and ZT14M identified seven distinct clusters (C1-C7; Fig. 4B and S3B). C1 and C4 comprised genes generally increased by RHY in the four comparisons (Fig. 4C and S3B); C3 featured six genes decreased by RHY in most comparisons (*Tshb*, *Cga*, *Prl*, *Oxt*, *Gh*, *Avp*; Fig. 4D and S3B); C2 and C7 genes generally increased or decreased by RHY in only one comparison or changed in opposite directions between ZT4 and ZT14; and C5 and C6 genes modified by RHY in different directions between ZT4 and ZT14 mainly for males (Fig. S3B). For instance, *Sgk1* and *Lcn2* belonging to cluster C1 were increased by RHY100 throughout the brain, with a particularly striking increase of *Sgk1* expression in white matter tracts (Fig. 4E). 

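The genes of C3 code for hormones and hormone subunits, of the anterior pituitary in the case of Tshb, Cga, Prl and Gh and of hypothalamic neurosecretory neurons in the case of Oxt and Avp. Over the 4 pairs, Tshb (thyrotropin beta subunit) and Cga (the alpha subunit shared by thyrotropin and the gonadotropins) fell, while the other 4 genes did not pass the test. Tshb lies on GRCm38 chromosome 3 from 102775465 to 102782718 and was at 10.3 ± 17.4 CPM (SD, n = 4) under saline and 0.108 ± 0.0606 CPM (SD, n = 4) under RHY100, a log2 fold change of -6.52 (SE 0.82, FDR = 0.0168 from edgeR). Cga lies on chromosome 4 from 34893779 to 34907370 and was at 81.3 ± 141 CPM (SD, n = 4) under saline and 0.527 ± 0.559 CPM (SD, n = 4) under RHY100, a log2 fold change of -7.13 (SE 0.99, FDR = 0.0226 from edgeR). For Prl the log2 fold change was -6.14 (SE 1.66, FDR = 0.188 from edgeR), for Gh -3.73 (SE 2.48, FDR = 0.591), for Avp -1.52 (SE 0.80, FDR = 0.487) and for Oxt -1.22 (SE 1.09, FDR = 0.700). The saline means of the pituitary genes rest mostly on ZT4FS, at 293 CPM of Cga and 36.2 CPM of Tshb, and Pitx1, a transcription factor of pituitary cells, was lower together with them.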

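Sgk1 codes for the serum- and glucocorticoid-regulated kinase, which acts downstream of PI3K, and Lcn2 for lipocalin 2, an acute-phase protein that binds bacterial iron carriers. Both rose over the 4 pairs and in each of the 5 brain regions tested (cerebral cortex, hippocampus, thalamus, hypothalamus and white matter). Sgk1 (ENSMUSG00000019970) lies on GRCm38 chromosome 10 from 21882184 to 21999903. Its level was 71.0 ± 18.0 CPM (SD, n = 4) in saline mice and 254 ± 71.2 CPM (SD, n = 4) in RHY100 mice, a log2 fold change of 1.85 (SE 0.25, FDR = 0.0193 from edgeR). The log2 ratio of Sgk1 was 2.60 in ZT4F, 2.09 in ZT14F, 1.80 in ZT4M and 0.86 in ZT14M. In white matter, Sgk1 went from 270 ± 139 CPM (SD, n = 4) to 1636 ± 494 CPM (SD, n = 4), a log2 fold change of 2.73 (SE 0.31, FDR = 1.69e-05 from edgeR). The change of Sgk1 in the other regions was smaller, with log2 fold changes of 1.40 in cerebral cortex, 1.03 in hippocampus, 1.65 in thalamus and 1.89 in hypothalamus, and the effect of RHY100 on it differed between regions (interaction FDR = 6.50e-06 from edgeR). Lcn2 (ENSMUSG00000026822) lies on chromosome 2 from 32384633 to 32388252 and went from 0.687 ± 0.482 CPM (SD, n = 4) to 37.2 ± 28.7 CPM (SD, n = 4), a log2 fold change of 5.87 (SE 0.53, FDR = 0.00593 from edgeR). Its log2 ratio was 7.23 in ZT4F, 7.71 in ZT14F, 3.96 in ZT4M and 3.40 in ZT14M.

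**Figure D1:**
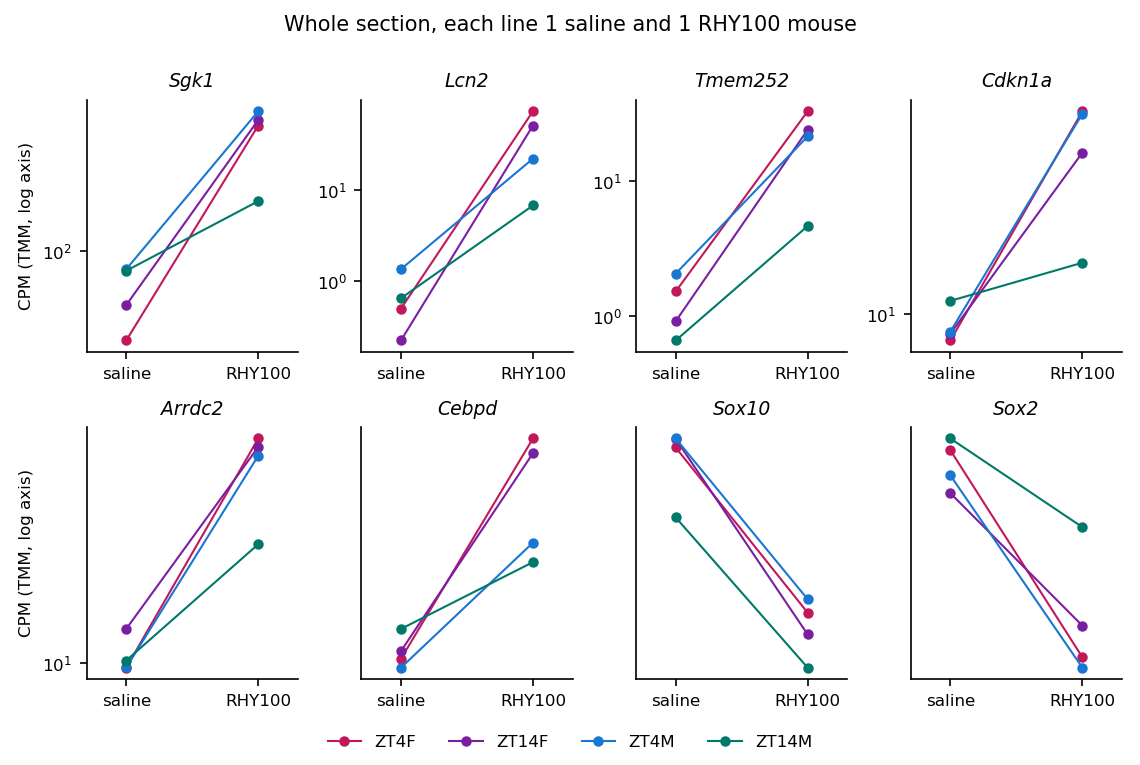
Expression of 8 genes in each mouse (TMM-normalized CPM, log axis) under saline and under RHY100, 1 panel per gene, with each line joining the 2 mice of 1 pair (ZT4F, ZT14F, ZT4M, ZT14M). Sgk1 rises from 71.0 to 254 CPM on average, and Sox10 and Sox2 are lower under RHY100 in all 4 pairs.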

*Tsc22d3*, an example of C4 genes, was increased for ZT4F and ZT4M; while *Uba52* from C2 was decreased by RHY at ZT4 and increased at ZT14 (Fig. 4E).

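Tsc22d3 codes for the glucocorticoid-induced leucine zipper, an anti-inflammatory protein. It rose at ZT4 and did not pass the test at ZT14. Tsc22d3 (GRCm38 chromosome X from 140539528 to 140600659) had a log2 fold change of 1.17 at ZT4 (SE 0.15, FDR = 0.0193 from edgeR) and of 0.19 at ZT14 (SE 0.15, FDR = 0.815). Its log2 ratio was 1.29 in ZT4F, 1.11 in ZT4M, 0.47 in ZT14F and -0.13 in ZT14M. The difference of Tsc22d3 between the time points did not pass the test (interaction FDR = 0.409 from edgeR).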

**Fig. 4:**
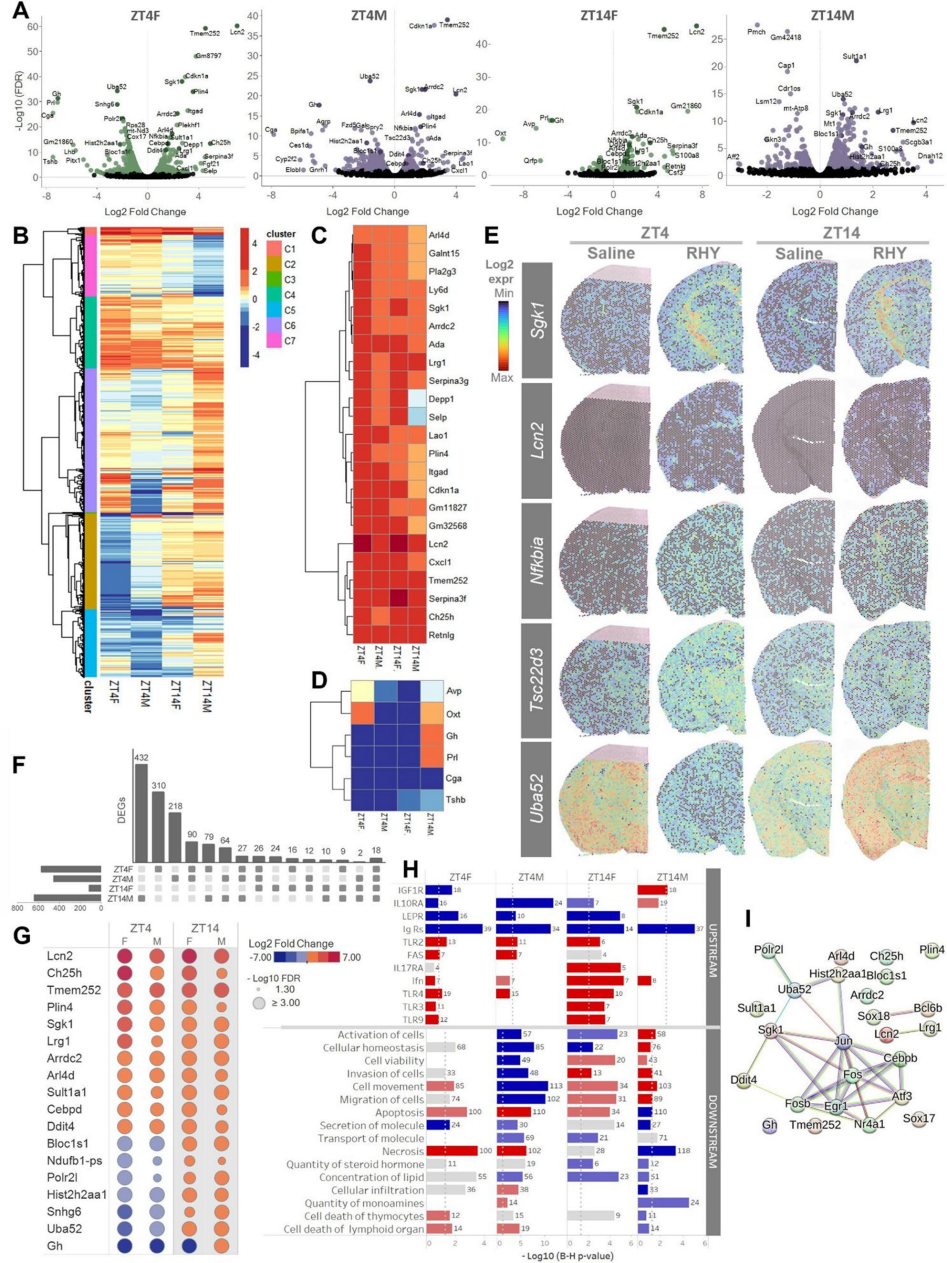
RHY modifies the mouse brain transcriptome (**A**) Volcano plots showing gene expression changes between RHY and saline conditions in female (F) and male (M) mice at ZT4 or ZT14. Green (female) and purple (males) datapoints indicate differentially expressed genes (DEGs; FDR < 0.05) between RHY100 and saline. Note that RHY changes gene expression in both directions. Black datapoints indicate transcripts without significant change. (**B**) Heatmap of the Log2 fold change in expression of the DEGs found for ZT4F, ZT4M, ZT14F, and ZT14M. The 1324 DEGs found in at least one of the four comparisons are shown. Automated hierarchical clustering showing seven DEG clusters (C1-C7) is also represented. (**C**) Zoom of cluster C1 showing 23 DEGs generally increased by RHY for ZT4F, ZT4M, ZT14F, and ZT14M. (**D**) Zoom of cluster C3 showing 6 DEGs generally decreased by RHY for ZT4F, ZT4M, ZT14F, and ZT14M. (**E**) Spatial maps of Log2 gene expression under saline and RHY treatments for female mice shown for *Sgk1*, *Lcn2*, *Nfkbia, Tsc22d3*, and *Uba52.* (**F**) Bar diagram illustrating the number of overlapping and non-overlapping DEGs among ZT4F, ZT4M, ZT14F, and ZT14M. (**G**) Table showing the fold change and significance level of the 18 DEGs common in all four comparisons. Hot colors indicate increases by RHY, and cold colors decreases. (**H**) Functional analysis of ZT4F, ZT4M, ZT14F and ZT14M DEGs showing enrichment of upstream receptors (top 11) and biological functions (bottom 16) extracted from Ingenuity pathway analysis (IPA). Hot colors indicate pathways predicted to be increased by RHY, and cold colors those decreased. Grey indicates no specific direction. The number of DEGs associated with each specific term is shown. Dotted grey lines indicate the significance threshold for enrichment (FDR < 0.05). (**I**) Representation of the protein-protein interaction network of the most enriched transcription factors (i.e., overlapping in 3 comparisons) made together with the 18 DEGs common in the ZT4F, ZT4M, ZT14F and ZT14M comparisons.

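At ZT4, RHY100 raised Zbtb16, a glucocorticoid-response gene, and the glucose transporter gene Slc2a1 and lowered the tight-junction gene Cldn5. At ZT14, S100a9, which codes for a calcium-binding protein of neutrophils, was the gene that passed the test, and in males Lcn2 was. At ZT4, 153 genes passed an FDR of 0.05 from edgeR in the mice of both sexes, 87 higher and 66 lower. Zbtb16 had a log2 fold change at ZT4 of 2.18 (FDR = 0.0367 from edgeR), Slc2a1 of 0.84 (FDR = 0.0367) and Cldn5 of -1.12 (FDR = 0.0367). S100a9 (GRCm38 chromosome 3 from 90692632 to 90695721) had a log2 fold change at ZT14 of 2.84 (SE 0.25, FDR = 0.0261 from edgeR). In females 12 genes passed, all higher, and in males 1 gene did. The difference between time points in the effect of RHY100 passed an FDR of 0.05 from edgeR for 0 genes (1675 at an unadjusted p under 0.05, and 39 at an FDR of 0.05 from DESeq2), and the gene with the smallest p was Myl4 (interaction log2 fold change 0.97, SE 0.09, FDR = 0.0554). The difference between sexes passed for 0 genes from edgeR (192 at an unadjusted p under 0.05, and 1 from DESeq2). Chance alone gives a share of 0.05 of the 16757 genes tested under that bound, which the 1675 exceed and the 192 fall short of. The sex test is thus strict, and neither 0 argues against a difference. By the paper's supplement males and females were normalized apart as separate slides, so that a difference between sexes is not separated from one between slides. The ZT4 count changes by more than 1.5 times without ZT4FS (0), ZT14FS (14), ZT4MS (18), ZT14MS (14) or ZT4MR (621, of which 166 are higher and 455 lower), and that of the females without ZT4FS (1), ZT14FS (5), ZT4MS (2), ZT14MS (2), ZT14FR (66, of which 11 are higher and 55 lower), ZT4MR (59) or ZT14MR (56). The time interaction count is 68 without ZT4FR, 10 without ZT14FR and 276 without ZT4MR, the sex interaction count is 1 without ZT4FR, 1 without ZT4MR and 2 without ZT14MR, the ZT14 count is 0 without ZT4FS, ZT14FS, ZT14FR, ZT4MS or ZT14MS and 68 without ZT4FR, 66 without ZT4MR and 20 without ZT14MR, and the count in males is 0 without ZT4MS or ZT14MS, 2 without ZT4FR, ZT14FR or ZT4MR and 22 without ZT14MR. From the overlaps and correlations of the 4 comparisons, the paper reasons that the effect of RHY depends on time and sex.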

Of importance is that even if C1, C3 and C4 comprised genes for which RHY impacted the expression in a generally consistent manner across the four different comparisons, the impact of RHY was highly dependent on time and sex. Indeed, the majority of DEGs were found in one single comparison (i.e., 310 for ZT4F, 218 for ZT4M, 24 for ZT14F, and 432 for ZT14M; Fig. 4F). 

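A gene that is a DEG in 1 comparison may still move the same way in another. Taking the CPM ratios of every pair for the study's DEGs, the ZT4F genes moved mostly the same way in ZT4M, with Sgk1 as an example, and much less so at ZT14. Of the 575 ZT4F DEGs, 82.6% had the same sign in ZT4M, 52.3% in ZT14F and 49.4% in ZT14M. Of the 641 ZT14M DEGs, 62.2% had the same sign in ZT14F and 22.3% in ZT4M. The 117 ZT14F DEGs kept their sign in 70.1% (ZT4F), 76.9% (ZT4M) and 73.5% (ZT14M) of cases. Of the genes with the highest ratios, S100a8 of neutrophils had a log2 ratio of 6.06 in ZT14F, 2.88 in ZT14M, 0.18 in ZT4M and -0.85 in ZT4F, and Itgad, a leukocyte integrin, had 3.11 in ZT4F, 2.29 in ZT4M, 0.97 in ZT14F and 0.45 in ZT14M.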

An overlap of 90 DEGs was found between females and males at ZT4, whereas only 10 DEGs were common between sexes at ZT14 (Fig. 4F). In addition, fold changes in expression after RHY administration were significantly correlated between ZT4F and ZT4M samples and between ZT14F and ZT14M samples, whereas the correlations between time points within sex reached significance for females, but not for males (Fig. S3C). 

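Of the 6 relations between pairs, ZT4F with ZT4M had the highest correlation and ZT14F with ZT4M the next, and the male pairs ran in opposite directions for many genes, among them Bloc1s1. Over the 1235 DEGs of any comparison with at least 20 UMIs in every pair, the log2 ratios correlated between ZT4F and ZT4M with Pearson's r = 0.476 and Spearman's rho = 0.433, and 69.6% of the genes had the same sign. Between ZT14F and ZT14M, r was 0.271 and rho 0.209, with 62.8% of the same sign. Within females, between ZT4F and ZT14F, r was 0.245 and rho 0.156, with 53.3% of the same sign. Within males, between ZT4M and ZT14M, r was -0.045 and rho -0.192, with 36.0% of the same sign. With ratios of mean log-normalized spot values, r within males was 0.028 with 44.9% of the same sign, and Bloc1s1 was at -0.17 in ZT14M, the sign it has in ZT4M. The remaining 2 of the 6 relations computed were ZT4F with ZT14M (r = 0.181, rho = 0.170) and ZT14F with ZT4M (r = 0.358, rho = 0.302). These are correlations across genes, which are not independent replicates, so no p-value is given, and each ratio sets 1 mouse against 1.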

Interestingly, only 18 DEGs overlapped among the four comparisons, and the impact of RHY for seven of these was generally opposite at ZT4 in comparison to ZT14 (Fig. 4F-G).

### Gene ontology analysis of RHY time- and sex-dependent effects

The biological function analysis (Ingenuity Pathway Analysis: IPA) in ZT4F, ZT4M, ZT14F and ZT14M revealed that bulk DEGs were globally significantly enriched for genes linked to cell movement/migration, apoptosis, and necrosis (Fig. 4H, downstream). There was no overlap between all four DEG sets in gene enrichment for IPA canonical pathways, but some canonical pathways were significant in two out of the four comparisons (i.e., EIF2 signaling, oxidative phosphorylation, sirtuin signaling pathway, IL-17 signaling in fibroblasts, mitochondrial dysfunction, and glucocorticoid receptor signaling; Fig. S4A). Similarly, DAVID gene ontology analysis identified low overlap between comparisons, with ZT4F DEGs enriched in ribosome, mitochondrial and cell adhesion functions; ZT4M DEGs linked to transcription, extracellular region/cell adhesion, protein binding, hormone activity, apoptotic processes, cell development, and immune responses; ZT14F DEGs enriched in elements of the extracellular region, secretory granules and hormone activity; and ZT14M DEGs in extracellular region, mitochondria and ribosome function (Fig. S4D and Table S3). 

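Ribosomal protein genes and nuclear genes of oxidative phosphorylation stood lower in ZT4F and near 0 in the other pairs, and in ZT4F the members with short transcripts carried this. Genes of the mitochondrial genome, such as mt-Nd1 of respiratory complex I, had a negative median in each pair. In ZT14F and ZT4M it was -0.02, beside medians of all genes of -0.05 and -0.02. The median log2 ratio of 84 ribosomal protein genes was -0.27 in ZT4F, 0.02 in ZT14F, 0.05 in ZT4M and 0.01 in ZT14M. That of 79 nuclear-encoded oxidative phosphorylation genes was -0.30 in ZT4F, 0.09 in ZT14F, 0.06 in ZT4M and 0.05 in ZT14M. In ZT14F 62 of these 79 genes had a positive ratio, where the median of all genes was -0.05. In ZT4F the median was -1.04 for the 19 ribosomal protein genes with transcripts under 600 nt and 0.05 for the longer ones, and -0.85 for the 21 such oxidative phosphorylation genes and 0.04 for the longer ones. All genes compared behaved alike in that pair, with a median of -0.67 under 600 nt and 0.09 over 1500 nt, so that an effect of transcript length or RNA quality on 1 section is not separated from an effect of RHY100. Over the 4 pairs, 0 genes of these 2 lists passed an FDR of 0.05 from edgeR and neither list was called by camera (ribosomal proteins, median log2 fold change -0.04, FDR = 0.141; oxidative phosphorylation, median -0.05, FDR = 0.999). The directions of these 2 lists flip under 2 and 4 of the 12 alternatives, and the ribosomal list is called lower under 4 and the other list higher under 2. The 13 mitochondrially encoded genes were lower as a list, with a median log2 fold change of -0.15 (camera FDR = 0.000265, and adjusted p = 0.495 with an estimated correlation). Lists were written before the data were examined, with knowledge of the study's tables. Of the 26 lists, 15 passed camera at its preset correlation, 5 higher and 10 lower, and with an estimated correlation 0 lists did.

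**Figure D2:**
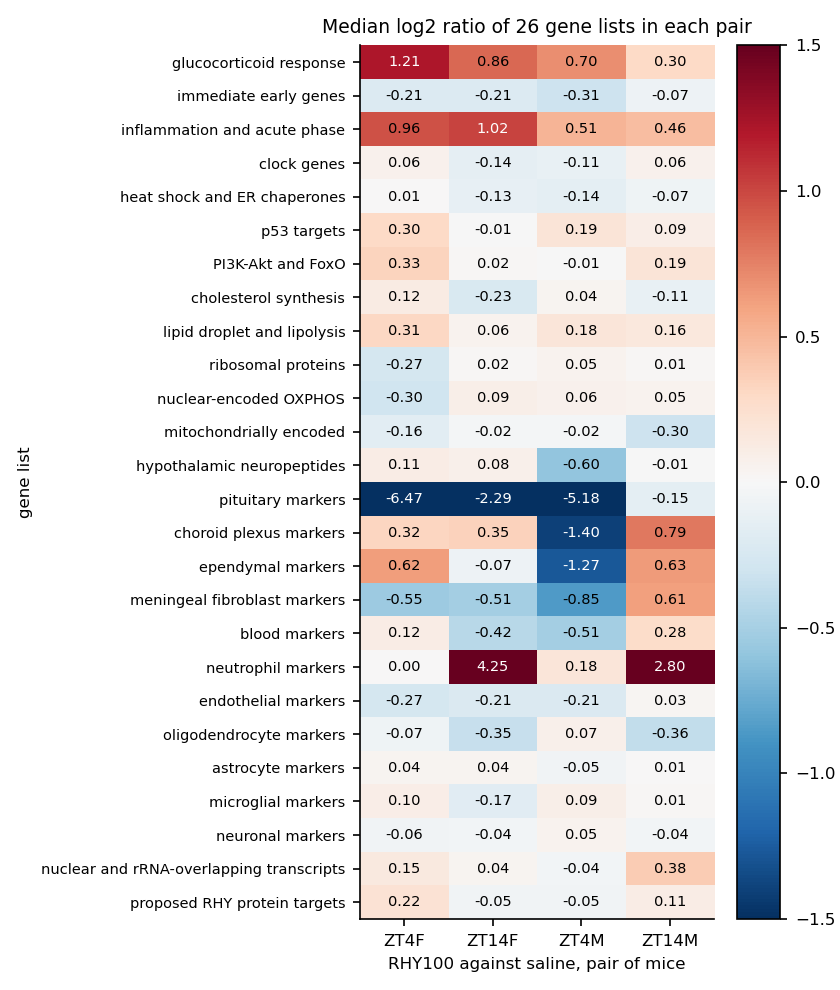
Median log2 ratio of RHY100 to saline (CPM) of the members of 26 gene lists in the 4 pairs (colour, limited to -1.5 and 1.5), with lists in the vertical and pairs in the horizontal direction. The ribosomal protein list is at -0.27 in ZT4F and within 0.05 of 0 in the other pairs.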

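Klf15 and Zbtb16 had positive ratios in both ZT4 pairs, and over the 4 pairs the lists of PI3K-Akt and FoxO genes and of p53 targets were higher by camera at its preset correlation, a call that both lose with an estimated correlation. Ddit4, which codes for an inhibitor of mTOR complex 1, Sgk1, Klf15 and Pdk4, a kinase that restrains glucose oxidation, are members of the list of PI3K-Akt and FoxO genes, and Pdk4 did not pass the test (FDR = 0.410 from edgeR). Of its 19 genes, 4 were higher and none was lower at an FDR of 0.05 over all genes from edgeR, against 6 higher and 1 lower when adjusted over the list alone. The median log2 fold change of the list was 0.10, with camera FDR = 0.000559 upward, and adjusted p = 0.195 with an estimated correlation. Of the 16 p53 target genes, 3 were higher (5 when adjusted over the list alone), with a median of 0.13 and camera FDR = 4.56e-06 upward (adjusted p = 0.245 with an estimated correlation). Cdkn1a, the cyclin-dependent kinase inhibitor p21 and a p53 target (GRCm38 chromosome 17 from 29090976 to 29100727), rose from 9.08 ± 1.43 to 41.2 ± 18.7 CPM (SD, n = 4 each), a log2 fold change of 2.11 (SE 0.31, FDR = 0.0294 from edgeR). For sterols, 0 of 17 cholesterol synthesis genes passed edgeR's test over all genes, and the list had a median of -0.09 with camera FDR = 0.0166 downward (adjusted p = 0.594 with an estimated correlation). The study chose some members of these lists on the same sections, so that the lists are not independent evidence.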

DEGs overlapping between ZT4F and ZT4M comparisons showed significant enrichment in transcriptional activation and PI3K/Akt signaling pathway, while overlapping DEGs between ZT14F and ZT14M were enriched in extracellular space and steroid metabolic process (Fig. S4E). In summary, functional analysis supports that the impact of RHY on the genome-wide gene expression signature of the targeted brain slice varies with time of day and sex.

### Core RHY-controlled genes are downstream of inflammation/immune pathways

Focusing on the 18 DEGs overlapping between the four comparisons in the bulk transcriptome can reveal core effects of RHY (i.e., independent of time of day, sex, and brain region). These 18 DEGs were related to glucocorticoid response (*Sgk1*, *Ddit4*, *Sult1a1*, *Ndufb1*, *PolR2L*), PI3K/Akt signaling (*Arld4*, *Ddit*4, *Gh*, *Sgk1*), lipid metabolism (*Cebpd*, *Ch25h*, *Lcn2*, *Plin4*), immune response (*Cebpd*, *Lcn2*, *Lrg1*), apoptosis (*Ddit4*, *Lcn2*, *Sgk1*), transcription (*PolR2L*, *Hist2h2aa1*, *Snhg6*), endosome processes (*Arrdc2*, *Bloc1s1*), oxidative phosphorylation (*Ndufb1-ps*), and ribosome assembly (*Uba52*) (Fig. 4G and S5). 

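Of these genes, Sgk1, Ddit4, Sult1a1, Cebpd and Plin4 are on the list of glucocorticoid response used here, and Lcn2, Lrg1, Ch25h and Cebpd on that of inflammation and acute phase. Over the 4 pairs, Sgk1, Lcn2, Arrdc2, Lrg1, Arl4d, Cebpd, Ddit4, Sult1a1 and Ch25h rose, with positive ratios in every pair. Plin4, Gh, Polr2l, Hist2h2aa1, Snhg6, Ndufb1-ps and Bloc1s1 did not pass the test. Arrdc2, an arrestin-domain protein of membrane trafficking (GRCm38 chromosome 8 from 70835129 to 70839720), went from 10.5 ± 1.38 to 37.6 ± 10.5 CPM (SD, n = 4 each), a log2 fold change of 1.82 (SE 0.17, FDR = 0.00593 from edgeR). Lrg1, a secreted glycoprotein of inflamed vessels (chromosome 17 from 56119678 to 56122001), went from 1.66 ± 0.293 to 7.14 ± 1.54 CPM (SD, n = 4 each), a log2 fold change of 2.11 (SE 0.19, FDR = 0.00593 from edgeR). Cebpd, a transcription factor of inflammation and fat cell formation (chromosome 16 from 15887286 to 15891031), had a log2 fold change of 1.06 (SE 0.15, FDR = 0.0226 from edgeR), and Ddit4 (chromosome 10 from 59949669 to 59951834) of 1.08 (SE 0.16, FDR = 0.0303). Arl4d, a small GTPase of membrane traffic (chromosome 11 from 101665541 to 101667832), rose by 1.42 (SE 0.19, FDR = 0.0193) on the log2 scale and Sult1a1, a sulfotransferase that acts on phenols and drugs (chromosome 7 from 126672865 to 126676432), by 1.35 (SE 0.14, FDR = 0.0113). Ch25h, which makes 25-hydroxycholesterol (chromosome 19 from 34473778 to 34475164), went from 0.362 ± 0.203 to 2.50 ± 1.16 CPM (SD, n = 4 each). Plin4, a lipid droplet coat protein (chromosome 17 from 56100591 to 56109803), had a log2 fold change of 1.63 (SE 0.33, FDR = 0.0850 from edgeR) over the 4 pairs and rose at ZT4 (log2 fold change 2.43, SE 0.34, FDR = 0.0225). Of 13 genes of lipid droplets and lipolysis, 0 passed edgeR's test over all genes and 5 were higher when adjusted over the list alone (median 0.13, camera FDR = 0.000151 upward, adjusted p = 0.195 with an estimated correlation). Of the 24 glucocorticoid-response genes, 9 were higher and none was lower over all genes, against 17 higher when adjusted over the list alone, and their median log2 fold change was 0.69 (camera FDR = 5.07e-22 upward, adjusted p = 0.195 with an estimated correlation). The median ratio of that list was 1.21 in ZT4F, 0.86 in ZT14F, 0.70 in ZT4M and 0.30 in ZT14M. Of its members, 20 are DEGs of the study on these same sections, and the 9 called genes are all among them (median log2 fold change 0.79). The 4 others had 0 calls and a median of 0.14. The list was written with the study's tables in view, so that it is not independent evidence.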

Interestingly, *PolR2L*, *Hist2h2aa1*, *Snhg6*, *Ndufb1-ps, Bloc1s1* and *Uba52* (linked to transcription, oxidative phosphorylation, or ribosome assembly) were decreased by RHY at ZT4, but increased at ZT14 (Fig. 4E, G and S5). 

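These genes code for a subunit of the RNA polymerases (Polr2l), a core histone (Hist2h2aa1), a non-coding host of small nucleolar RNA (Snhg6), a subunit of respiratory complex I (Ndufb1-ps) and a subunit of a lysosomal trafficking complex (Bloc1s1). In both ZT4 pairs all 5 had negative ratios, larger in females than in males. In both ZT14 pairs the ratios were positive, apart from Ndufb1-ps in males. Polr2l (GRCm38 chromosome 7 from 141471860 to 141475132) had log2 ratios of -2.14 in ZT4F, -0.45 in ZT4M, 0.70 in ZT14F and 0.19 in ZT14M. Hist2h2aa1 (chromosome 3 from 96245497 to 96246082) had -2.36 in ZT4F, -1.63 in ZT4M, 0.96 in ZT14F and 0.53 in ZT14M, and its counts are uncertain because a near-identical histone gene exists. Snhg6 (chromosome 1 from 9941959 to 9944118) had -2.58 in ZT4F, -0.80 in ZT4M, 0.63 in ZT14F and 0.34 in ZT14M. Ndufb1-ps (chromosome 12 from 101968090 to 101977068) had -1.99 in ZT4F, -0.44 in ZT4M, 0.67 in ZT14F and -0.088 in ZT14M. Bloc1s1 (chromosome 10 from 128917882 to 128924035) had -1.60 in ZT4F, -0.87 in ZT4M, 0.87 in ZT14F and 0.27 in ZT14M. Tested over both sexes at ZT4, Hist2h2aa1 fell by 2.06 (SE 0.22, FDR = 0.0120) and Bloc1s1 by 1.25 (SE 0.21, FDR = 0.0382) on the log2 scale in edgeR, and Polr2l, Snhg6 and Ndufb1-ps did not pass (log2 fold changes -1.27, -1.55 and -1.13). At ZT14 none of the 5 passed, and the difference between time points was closest to the threshold for Hist2h2aa1 (interaction log2 fold change 2.85, SE 0.30, FDR = 0.0565 from edgeR). In ZT14M, the ratio of mean log-normalized spot values was negative for Polr2l (-0.25), Hist2h2aa1 (-0.29), Snhg6 (-0.21) and Bloc1s1 (-0.17). The saline sections of the sexes also differ in these genes, with a mean log2 CPM in males minus females of -0.88 at ZT4 and -0.55 at ZT14. By the paper's supplement sex goes with slide, so that this gap mixes sex, slide and mouse.

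**Figure D3:**
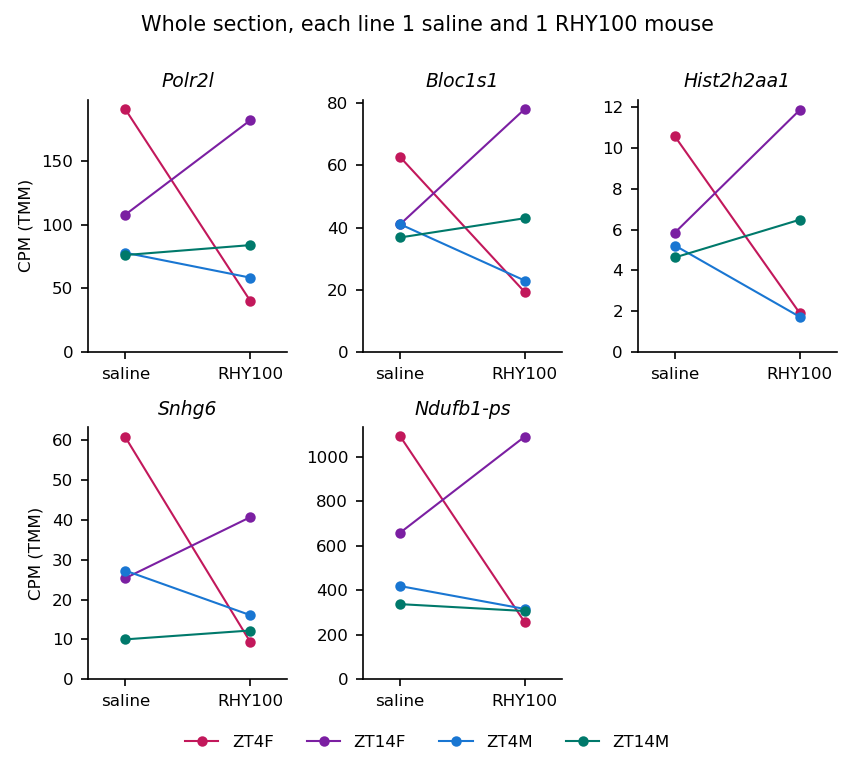
Expression of 5 genes in each mouse (TMM-normalized CPM, linear axis) under saline and RHY100, 1 panel per gene, with each line joining the 2 mice of 1 pair. Lines of ZT4F and ZT4M fall and those of ZT14F rise in all panels, and the ZT4FS mouse is the highest saline mouse for Bloc1s1, at 62.7 CPM.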

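Gh codes for growth hormone, which is made in the anterior pituitary. In males the ratio of Gh was negative at ZT4 and positive at ZT14, and in females it was negative at both. The log2 ratio of Gh (GRCm38 chromosome 11 from 106300271 to 106301865) was -4.93 in ZT4M and 1.36 in ZT14M, each from 1 mouse against 1. In females it was -7.32 in ZT4F and -5.53 in ZT14F.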

A similar behavior was found for *Gh* in males.

A search for predicted upstream regulators of RHY-driven DEGs with IPA revealed that, globally, the four comparisons (i.e., ZT4F, ZT4M, ZT14F, and ZT14M) were enriched in genes downstream of specific transcription factors or their regulators (e.g., ESR1, NFKBIA, EGR1, SOX2, STAT1), immunoglobulin receptors, toll-like receptors (TLR) and cytokines (Fig. 4H, S4B, and S4C). This is strongly suggestive of an implication, among others, of cellular mechanisms related to the immune system. 

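Of the regulators named here, the mRNA of Nfkbia rose and that of Sox2 fell with RHY100, and those of Esr1 and Egr1 did not pass edgeR's test over the 4 pairs, while DESeq2 calls Egr1 (-0.49). Lcn2, Serpina3f, a serine protease inhibitor, and Lrg1 rose, while the list of inflammation and acute phase passed at camera's preset correlation and not with an estimated one. Nfkbia codes for the inhibitor that holds NF-kappaB in the cytoplasm (GRCm38 chromosome 12 from 55489410 to 55492647), and its level went from 24.4 ± 3.29 CPM (SD, n = 4) to 56.6 ± 15.2 CPM (SD, n = 4), a log2 fold change of 1.22 (SE 0.19, FDR = 0.0405 from edgeR). Sox2, a transcription factor of neural stem cells and glia (chromosome 3 from 34650405 to 34652461), went from 45.7 ± 3.04 to 30.4 ± 5.61 CPM (SD, n = 4 each), a log2 fold change of -0.61 (SE 0.10, FDR = 0.0405 from edgeR). The log2 fold change of Esr1, the estrogen receptor alpha, was -0.14 (SE 0.19, FDR = 0.814 from edgeR). Serpina3f had a log2 fold change of 5.37 (SE 0.52, FDR = 0.00617 from edgeR), with counts that are uncertain because its paralogs are near-identical. Of 23 measured genes of inflammation and the acute phase, 8 were higher and none was lower over all genes, against 11 higher and 1 lower when adjusted over the list alone (median log2 fold change 0.70, camera FDR = 1.05e-12 upward, adjusted p = 0.195 with an estimated correlation). Their median ratio was 0.96 in ZT4F, 1.02 in ZT14F, 0.51 in ZT4M and 0.46 in ZT14M.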

A second transcription factor enrichment analysis was conducted using CheA3 (Fig. S6A) [47]. Only two transcription factors were predicted as upstream regulators of RHY-driven transcriptomic changes by both IPA and CheA3: EGR1 and JUN (linked to the immune system and estrogen receptor signaling, respectively, and both to PI3K/Akt signaling). 

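Egr1 and Jun are immediate early genes, which neurons switch on within minutes of activity. Egr1 mRNA fell with RHY100 in the cerebral cortex, together with the activity-regulated genes Nr4a3 (a nuclear receptor) and Dusp6 (a phosphatase that ends ERK signalling), and Jun did not change detectably. In the cortex, Egr1 (GRCm38 chromosome 18 from 34859823 to 34864984) went from 154 ± 43.6 to 96.7 ± 41.6 CPM (SD, n = 4 each), a log2 fold change of -0.73 (SE 0.10, FDR = 0.00858 from edgeR). Nr4a3 fell by 0.87 (SE 0.13, FDR = 0.0120) and Dusp6 by 0.76 (SE 0.11, FDR = 0.0123) on the log2 scale in the same region. Over the whole section, the log2 fold change of Egr1 was -0.50 (SE 0.12, FDR = 0.130 from edgeR) over the 4 pairs and -0.72 (SE 0.13, FDR = 0.0426) at ZT4, and that of Jun was -0.08 (SE 0.06, FDR = 0.643) over the 4 pairs. Of 25 immediate early genes, 0 passed edgeR's test over all genes and 9 were lower when adjusted over the list alone (median -0.25, camera FDR = 7.56e-06 downward, adjusted p = 0.455 with an estimated correlation). Over the whole section Fos, a member of this list, passed with the pair as a replicate block (-0.78) and with DESeq2 (-0.75), and Egr1 with DESeq2 (-0.49), with no filter on low counts (-0.50) and without ZT14MR (-0.65).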

In fact, EGR1 and JUN are shown as central nodes in the protein-protein interaction network (String analysis) built from the transcription factor enrichment analysis with the 18 common DEGs (Fig. 4I). Overall, when considering the full mouse brain spatial landscape, RHY impacts the mRNA expression of genes downstream of inflammation/immune and estrogen receptor pathways.

### Brain region-specific effects of RHY on the transcriptome

Importantly, the platform used for spatial transcriptomics allowed the identification of specific gene sets impacted by RHY in defined regions of the brain. The 10X Genomics automated clustering pipeline defined ensembles of spatial spots belonging to the same brain region, which was adequately represented by uniform manifold approximation and projection (UMAP) for dimension reduction (Fig. S6B). 

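The files used here hold no spot positions, so that the drawn regions of the paper were not repeated, and regions were instead built from gene expression. Spots with at least 300 genes from all sections were clustered together with the Leiden algorithm, leaving the study's DEGs out of the clustering. This gave 24 clusters, of which 5 stay unnamed, 4 because none of their 10 leading genes is a marker of the region they score highest for and 1 because its score lies under 0.4. White matter was named from myelin genes such as Mbp and Mog, cerebral cortex from Slc17a7 and Lamp5 and hippocampus from Hpca and Neurod6. Thalamus was named from Tcf7l2 and Prkcd. Of the hypothalamic clusters, cluster 10 was led by Baiap3 and Hap1, and cluster 3 by Hcrt and Pmch, which are among the markers too. White matter holds 197 (ZT14MR) to 308 (ZT14MS) spots per section and cerebral cortex 379 (ZT4MS) to 872 (ZT14FR). Hippocampus holds 143 (ZT4MS) to 298 (ZT14FS) spots, thalamus 403 (ZT4MS) to 474 (ZT4FR) and hypothalamus 257 (ZT4MS) to 380 (ZT4FS). UMIs were summed per mouse and region and tested over the 4 mice of each treatment as for the whole section. The hypothalamus of this clustering is wider than the LH or the DMVH, and a cluster with markers of the basolateral amygdala was not tested.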

Subsequently, regions of interest of equivalent sizes and comprising spots corresponding to specific brain regions were defined in a semi-automated manner for saline and RHY brains (Fig. 5A). In the white matter capsules and tracts (WMT), 192 and 41 DEGs between RHY100 and saline were found at ZT4, and 59 and 108 at ZT14 (in females and males, respectively). 

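Cdkn1a, Arl4d, Phactr3 and Nfkbia rose in white matter and Nkx2-2, Sox10 and Cldn5 fell, and gene lists were not tested within regions. In this region 119 genes passed an FDR of 0.05 from edgeR, 93 higher and 26 lower, among 11018 tested. Cdkn1a went from 14.8 ± 10.4 to 176 ± 85.8 CPM (SD, n = 4 each), a log2 fold change of 3.65 (SE 0.36, FDR = 3.32e-06 from edgeR). Arl4d rose by 2.50 (SE 0.20, FDR = 1.73e-07) and Phactr3, a regulator of protein phosphatase 1 and actin, by 1.93 (SE 0.19, FDR = 3.30e-06) on the log2 scale. Further increases were those of Nfkbia (log2 fold change 2.20), Ddit4 (2.04), Pdxk, which makes active vitamin B6 (1.33), Plin4 (1.76) and Pnpla2, the fat-droplet lipase (1.27). Lower genes included Nkx2-2 (log2 fold change -1.13), Sox10 (-0.77) and Cldn5 (-1.21). The genes of the study for this tissue had the same sign in the CPM ratios for 190 of 190 in ZT4F, 54 of 54 in ZT14F, 41 of 41 in ZT4M and 105 of 107 in ZT14M, over white matter spots defined here by clustering. The count of 119 changes by more than 1.5 times without ZT4FS (54), ZT14FS (74), ZT4MS (62) or ZT4MR (70).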

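The acute-phase genes Lcn2 and Cebpd rose in the cortex, where Egr1, Nr4a3, Dusp6 and Sox2 fell. In the thalamus the neutrophil genes S100a8 and S100a9 rose, and in the hypothalamus Gkn3, a marker of arterial endothelium, fell. In the cerebral cortex 138 genes passed an FDR of 0.05 from edgeR, 97 higher and 41 lower, in the thalamus 72 (57 higher, 15 lower), in the hippocampus 26 (22 higher, 4 lower) and in the hypothalamus 18 (15 higher, 3 lower). Cortical Cebpd went from 7.90 to 29.4 CPM (n = 4 each), a log2 fold change of 1.87 (SE 0.13), and cortical Itgad had 2.24. The complement genes of microglia C1qa and C1qb rose slightly in the cortex, with log2 fold changes of 0.31 and 0.34. Thalamic S100a8 had a log2 fold change of 3.36 and S100a9 of 3.06. Counts were low: over the whole section S100a8 went from 2 to 107 UMIs in ZT14F and from 12 to 58 in ZT14M, and its ratio in ZT4F was negative. The median thalamic spot of ZT14MR holds 1112.5 UMIs, the fewest of the 8 sections. In the hippocampus the log2 fold change was 2.15 for Cdkn1a and -0.86 for Sox2. Hypothalamic Gkn3 went from 5.92 to 1.61 CPM (n = 4 each), a log2 fold change of -1.86 (SE 0.27, FDR = 0.00800 from edgeR). Leaving out 1 mouse moves the cortex count to 23 (without ZT4MS), 25 (ZT4FS), 39 (ZT4MR), 47 (ZT14FS), 81 (ZT14FR), 86 (ZT14MS) or 89 (ZT14MR), and the thalamus count to 8 (ZT4FS), 16 (ZT4MS), 20 (ZT4FR), 23 (ZT14FS), 23 (ZT4MR) or 210 (ZT14MR). It moves the hippocampus count to 8 (ZT4MR), 9 (ZT14FR), 9 (ZT4MS), 11 (ZT4FS) or 14 (ZT14MS), and the hypothalamus count to 10 (ZT4FS), 11 (ZT14FR), 32 (ZT14MS) or 52 (ZT14MR).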

In the cerebral cortex, 143 and 17 DEGs were found at ZT4, and 20 and 2 at ZT14 (females and males, respectively); in the basolateral amygdala (BLA), 115 and 3 at ZT4, and 1 and 4 at ZT14; in the hippocampus, 149 and 10 at ZT4, and 45 and 4 at ZT14; in the thalamus, 129 and 35 at ZT4, and 31 and 554 at ZT14; in the LH, 83 and 6 at ZT4, and 5 and 57 at ZT14; and finally in a region comprising dorsal, medial and ventromedial hypothalamus (DMVH), 138 and 24 at ZT4, and 17 and 132 at ZT14 (Table S2). This highlights that the impact of RHY is not restricted to a limited number of brain regions.

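Sgk1, Cdkn1a and Ddit4 rose in each of the 5 regions, with the largest log2 fold change in white matter. The difference of the RHY100 effect between the 5 regions passed an FDR of 0.05 for 44 genes from edgeR, 35 with a larger log2 fold change in white matter than the mean of the other regions and 9 with a smaller one. The interaction FDR comes from a test over all 5 regions at once, so that it does not test the excess in white matter and does not say which regions differ. The log2 fold change in white matter exceeded the mean of the other 4 regions by 1.49 for Cdkn1a (interaction FDR = 4.87e-08 from edgeR) and by 1.31 for Phactr3 (interaction FDR = 4.87e-10). The excess in white matter was 1.13 for Arl4d (interaction FDR = 1.22e-09), 1.20 for Ddit4 (interaction FDR = 2.52e-06), 1.08 for Nfkbia (interaction FDR = 2.69e-05) and 1.20 for Pdxk (interaction FDR = 8.75e-07). For Cebpd the effect also differed between regions (interaction FDR = 7.19e-08 from edgeR), with the larger changes in hypothalamus (log2 fold change 2.02) and cerebral cortex. The count of 44 changes by more than 1.5 times without ZT4FS (18), ZT4FR (24), ZT4MR (26) or ZT4MS (29). A division of the mice by sex, which also divides them by slide, gives 645 genes. From the DEGs it found in white matter, cortex, basolateral amygdala, hippocampus, thalamus and hypothalamus, the paper concludes that the impact of RHY is not limited to a few brain regions. In smaller regions, such as upper cortical layers, it found none.

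**Figure D4:**
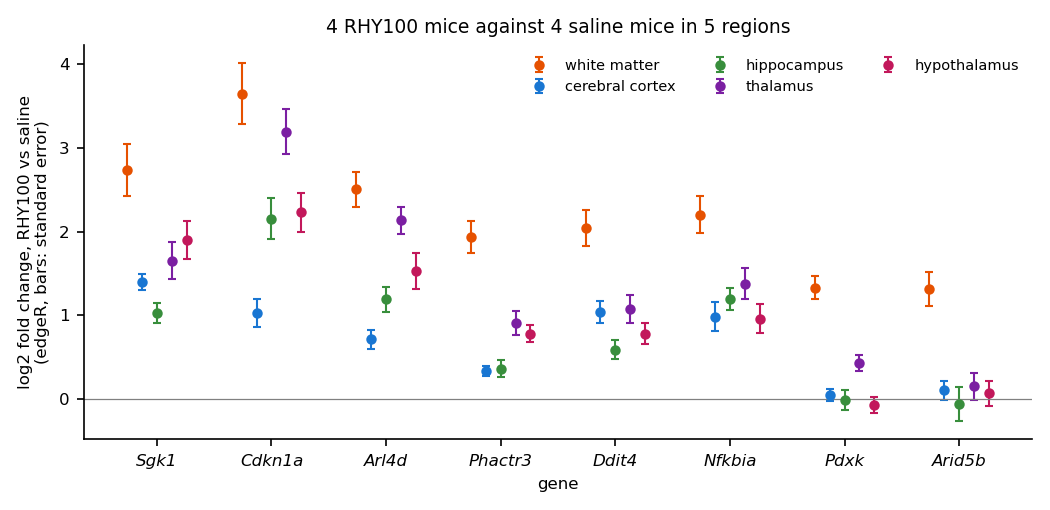
Log2 fold change of RHY100 against saline (points) with its standard error (lines) from edgeR, over 4 mice of each treatment, for 8 genes in 5 regions. White matter holds the highest value for Sgk1 (2.73) and Cdkn1a (3.65).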

**Fig. 5:**
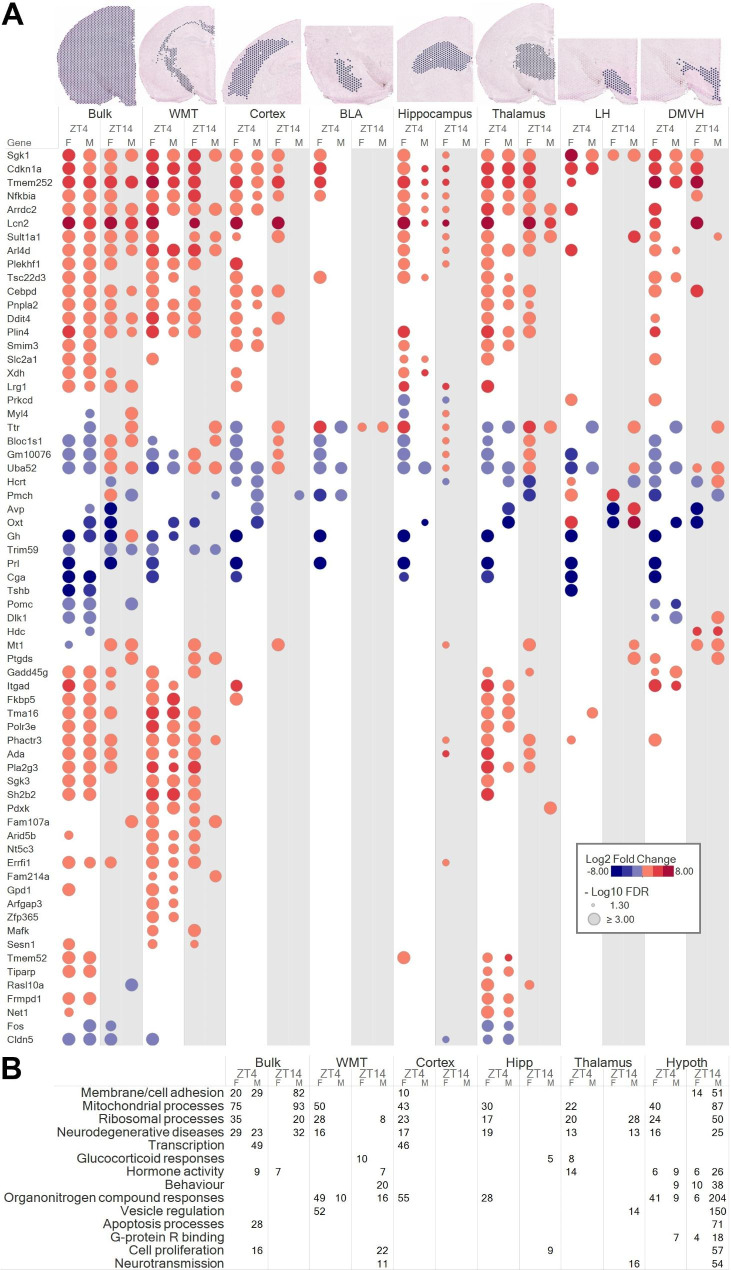
RHY modifies the brain transcriptome in a brain region-dependent manner (**A**) DEGs of regions of interest representing white matter tracts (WMT), cerebral cortex, basolateral amygdala (BLA), hippocampus, thalamus, lateral hypothalamus (LH) and dorsal, medial and ventromedial hypothalamus (DMVH). Bulk (full slice) data are also included for comparison. Only DEGs (FDR < 0.05) found in more than one comparison for at least one brain region are shown. Circle size indicates the significance level, hot colors indicate increase, and cold colors decrease. (**B**) Gene ontology enriched terms extracted from the DAVID annotation online tool for DEGs of the different brain regions. The number of DEGs enriched for the term category is indicated only for significant terms. The hypothalamus analysis includes LH and DMVH.

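Cdkn1a, Tmem252, Nfkbia and Lcn2 rose in more than 1 region. Tmem252 codes for a small membrane protein and lies on GRCm38 chromosome 19 from 24674008 to 24682233. Over the whole section Tmem252 went from 1.29 ± 0.630 to 20.9 ± 11.9 CPM (SD, n = 4 each), a log2 fold change of 4.06 (SE 0.35, FDR = 0.00593 from edgeR). By region its log2 fold change was 4.83 in white matter, 3.98 in cerebral cortex, 3.97 in hippocampus, 4.05 in thalamus and 5.30 in hypothalamus. Lcn2 had 5.83 in white matter, 7.40 in cerebral cortex, 7.76 in hippocampus, 7.23 in thalamus and 4.98 in hypothalamus. Cdkn1a rose by 1.02 in cerebral cortex, 3.19 in thalamus and 2.23 in hypothalamus, and Nfkbia by 0.99 in cerebral cortex, 1.20 in hippocampus and 1.38 in thalamus on the log2 scale.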

Some DEGs were common to most/many brain regions (e.g., *Sgk1*, *Cdkn1a*, *Tmem252*, *Nfkbia*, *Lcn2, Uba52*; Fig. 5A), and these were comprised in clusters C1, C4 or C7 of the previous bulk analysis. In contrast, many DEGs showed brain region specificity (Fig. 5A, Table S2). Indeed, some DEGs were found in only one region, such as *Myl4* in the hippocampus; *Pomc*, *Dlk1* and *Hdc* in DMVH; and many exclusive to WMT (*Aird5b*, *Nt5c3*, *Fam214a*, and *Gpd1*). 

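In white matter, RHY100 raised Arid5b (a chromatin regulator of fat metabolism), Nt5c3 (a nucleotidase), Fam214a and Gpd1 (glycerol-3-phosphate dehydrogenase of the cytosol). None of these 4 passed the test in another region. Arid5b went from 31.1 ± 10.3 to 70.8 ± 20.1 CPM (SD, n = 4 each) in white matter, a log2 fold change of 1.32 (SE 0.20, FDR = 0.000782 from edgeR), and the effect differed between regions (interaction FDR = 0.000502). Fam214a had a log2 fold change of 1.17 (SE 0.15, FDR = 0.000120, interaction FDR = 0.000523) and Nt5c3 of 0.99 (SE 0.17, FDR = 0.00323, interaction FDR = 0.00870). Gpd1 had a log2 fold change of 0.80 (SE 0.19, FDR = 0.0415 from edgeR), and a difference between regions was not detected for it (interaction FDR = 0.304). In the hypothalamus, the precursor of opioid and melanocortin peptides Pomc, the imprinted gene Dlk1 and Hdc, the enzyme that makes histamine, did not pass the test over the 4 pairs. There, Dlk1 had a log2 ratio of -0.79 in ZT4F, 0.08 in ZT14F, -1.41 in ZT4M and 0.46 in ZT14M. Hdc had log2 ratios of 0.99 in ZT4F, 4.01 in ZT14F, -0.57 in ZT4M and 0.83 in ZT14M, from at most 30 UMIs per section.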

The large number of DEGs in WMT may suggest an effect of RHY on axonal functioning. Assessing the effect of RHY in smaller regions (e.g., upper cortical layers, hippocampal pyramidal layers CA1, CA2, dentate gyrus granular layer, striatum, thalamic reticular nucleus) showed no DEG, which could result from the fewer number of spatial spots contributing to the comparisons. Not surprisingly, some region-dependent effects of RHY were different at ZT4 versus ZT14. For instance, hippocampal *Myl4* expression was decreased at ZT4 and increased at ZT14, and some thalamic DEGs were found only at ZT4 (e.g., *Tiparp*, *Frmpd1*, *Net1*, *Fos*).

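Myl4 codes for a myosin light chain, and Net1 for an activator of the small GTPase RhoA. In the thalamus Net1 rose and the activity-regulated gene Fos fell over the 4 pairs, and Tiparp (a poly-ADP-ribosyltransferase induced by the aryl hydrocarbon receptor) and Frmpd1 did not pass the test. The hippocampal log2 ratio of Myl4 (GRCm38 chromosome 11 from 104550663 to 104595753) was -1.37 in ZT4F, 1.00 in ZT14F, -0.36 in ZT4M and -0.44 in ZT14M, and the intervals of both male ratios include 0. Thalamic Net1 went from 20.1 to 39.0 CPM (n = 4 each), a log2 fold change of 1.08 (SE 0.19, FDR = 0.0195 from edgeR), with pair ratios of 1.68 (ZT4F), 0.86 (ZT14F), 1.29 (ZT4M) and -0.08 (ZT14M). Thalamic Fos went from 13.4 to 6.04 CPM (n = 4 each), a log2 fold change of -1.35 (SE 0.22, FDR = 0.0114 from edgeR), with pair ratios of -1.78 (ZT4F), -0.93 (ZT14F), -1.66 (ZT4M) and -0.37 (ZT14M). Tiparp had a log2 fold change of 0.78 (SE 0.25, FDR = 0.302 from edgeR) and Frmpd1 of 0.84 (SE 0.21, FDR = 0.109). The ratios of Tiparp were 1.08 in ZT4F, 0.54 in ZT14F, 1.43 in ZT4M and -1.26 in ZT14M. The paper reports these thalamic genes at ZT4 only, which a test over the 4 pairs does not check, and no region was tested at ZT4 alone.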

DEGs found for the cerebral cortex, hippocampus, thalamus and hypothalamus (LH + DMVH) were enriched in biological/cellular/molecular functions generally in line with bulk DEGs (Fig. 5B, Table S3). These functions include cell adhesion, mitochondrial and ribosomal processes, as well as neurodegenerative diseases. Interestingly, enriched terms for the cerebral cortex and hippocampus were mainly linked to ZT4F DEGs, with much fewer significantly enriched terms found in males. An observation reminding the larger effects of RHY on wake/sleep variables in females in comparison to males (Fig. 1 and 2). DEGs found for the hypothalamus were also found to be enriched for hormone activity, behaviour and G-protein coupled receptor binding, functions less related to other brain regions in the present dataset. No significant enrichment for biological/cellular/molecular functions was found for the BLA. In sum, the transcriptomic analysis of different brain regions indicates that RHY alters gene expression with some level of region-specificity, and further supports an impact of time of day and sex. In addition, these findings suggest that RHY can modify wake/sleep architecture and ECoG activity by affecting the functioning of the cerebral cortex, hippocampus, thalamus and hypothalamus, together with that of main white matter tracts.

### RHY regulates sleep-related genes

Our genome- and brain-wide transcriptomic approach allowed for the identification of RHY-driven DEGs that are known regulators of wakefulness and sleep. 

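Tsc22d3 rose in the cerebral cortex and the hippocampus over the 4 pairs, and its ratios in both ZT4 pairs were positive in all 5 regions. In the hippocampus it went from 62.0 ± 14.9 to 121 ± 32.6 CPM (SD, n = 4 each), a log2 fold change of 0.96 (SE 0.16, FDR = 0.0134 from edgeR). In the cerebral cortex it went from 86.8 ± 18.6 to 143 ± 24.1 CPM (SD, n = 4 each), a log2 fold change of 0.73 (SE 0.15, FDR = 0.0402 from edgeR). Tsc22d3 did not pass the test in white matter (log2 fold change 0.69, SE 0.20 from edgeR), thalamus (0.59, FDR = 0.207) or hypothalamus (0.64, FDR = 0.311). Its log2 ratio in ZT4F was 1.46 in white matter, 1.39 in cerebral cortex, 1.38 in hippocampus, 1.09 in thalamus and 1.35 in hypothalamus. In ZT4M it was 1.16 in white matter, 0.98 in cerebral cortex, 1.71 in hippocampus, 0.95 in thalamus and 1.12 in hypothalamus.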

First, RHY increased the expression of *Tsc22d3*, which codes for a protein responding to glucocorticoids and having anti-inflammatory roles, in most brain regions at ZT4 (Fig. 4E and 5A). *Tsc22d3* gene product is known as delta sleep-inducing peptide immunoreactor (DSIP) given its reported relationship with sleep amount [48, 49]. In addition, RHY decreased the expression of *Hcrt* in the cerebral cortex and thalamus, and modified it with different directions depending on the injection time in the hypothalamus (LH and DMVH; Fig. 5A and 6). 

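Hcrt codes for the precursor of the orexins, the wake-promoting peptides of lateral hypothalamic neurons. Outside the hypothalamus, the few Hcrt molecules captured were fewer with RHY100 in white matter and hippocampus, and within it the pairs differed. In white matter Hcrt went from 63.1 ± 24.0 to 15.9 ± 7.35 CPM (SD, n = 4 each), a log2 fold change of -2.10 (SE 0.26, FDR = 5.94e-05 from edgeR), and in the hippocampus from 14.7 ± 3.33 to 5.70 ± 4.31 CPM (SD, n = 4 each), a log2 fold change of -1.53 (SE 0.26, FDR = 0.0134). The log2 fold change of Hcrt was -1.28 in the cerebral cortex (SE 0.32, FDR = 0.0951 from edgeR) and -1.55 in the thalamus (SE 0.41, FDR = 0.156). In the hypothalamus its log2 ratio was -0.04 in ZT4F, -0.76 in ZT14F, -1.72 in ZT4M and 0.01 in ZT14M. Over the whole section Hcrt (GRCm38 chromosome 11 from 100761069 to 100762931) was at 514 ± 101 CPM (SD, n = 4) under saline and at 283 ± 110 CPM (SD, n = 4) under RHY100, a log2 fold change of -0.86 (SE 0.25, FDR = 0.212 from edgeR), and with the pair as a replicate block it passed (-0.93).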

RHY also generally decreased the expression of *Pmch* in several brain regions but increased it in the LH of female mice (Fig. 5A and 6). 

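Pmch codes for the precursor of melanin-concentrating hormone, made by neurons of the lateral hypothalamus that promote REM sleep. In the hypothalamus its ratios were positive in both female pairs and negative in both male pairs. The hypothalamic log2 ratio of Pmch was 0.75 in ZT4F, 2.38 in ZT14F, -0.74 in ZT4M and -2.14 in ZT14M. In white matter it was -2.47 in ZT4F, -0.24 in ZT14F, -1.46 in ZT4M and -2.33 in ZT14M. In the cerebral cortex it was -0.70 in ZT4F, 1.07 in ZT14F, -1.51 in ZT4M and -1.78 in ZT14M. Over the 4 pairs Pmch passed the test in no region (FDR from 0.202 in cerebral cortex to 0.988 in hypothalamus, from edgeR). For the whole section Pmch (GRCm38 chromosome 10 from 88091072 to 88092375) had a log2 fold change of -0.29 (SE 0.51, FDR = 0.863 from edgeR).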

*Hcrt*- and *Pmch*-expressing neurons are well-recognized for their contributions in determining wake/sleep transitions and ECoG activity [33, 50, 51]. Of particular interest is that RHY appears to drive a spatial reorganization in the expression pattern of *Hcrt* and *Pmch* that was particularly marked in females in which RHY apparently restricts the spatial expression map to the LH at both ZT4 and ZT14 (Fig. 6).

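Most Hcrt and Pmch molecules lie in hypothalamic spots in all 8 sections, under saline and under RHY100. Both genes are among the markers from which cluster 3 was named hypothalamus, so that this is partly set by the naming. In both female pairs the share of Hcrt and of Pmch in these spots was higher with RHY100, also against the share of all UMIs that lie there, and the male pairs differed. For Hcrt, the share of UMIs in hypothalamic spots was 90.3% in ZT4FS and 93.3% in ZT4FR, and 85.2% in ZT14FS and 92.4% in ZT14FR. In males the Hcrt share was 91.8% in ZT4MS and 84.7% in ZT4MR, and 92.9% in ZT14MS and 87.0% in ZT14MR. For Pmch, the share was 83.0% in ZT4FS and 90.9% in ZT4FR, 75.2% in ZT14FS and 94.3% in ZT14FR, 76.6% in ZT4MS and 82.9% in ZT4MR, and 87.8% in ZT14MS and 64.8% in ZT14MR. Against the share of all UMIs that lie in these spots, the change of Hcrt was 2.64 ± 9.11 percentage points (SD, n = 4 pairs, positive in 3, exact sign-flip permutation test, two-sided p = 0.625) and that of Pmch 5.94 ± 15.9 points (SD, n = 4 pairs, positive in 3, p = 0.5 by the same exact test). In males this change was -9.98 points in ZT4M and 2.19 in ZT14M for Hcrt, where the share itself fell in both, and 3.40 and -14.8 for Pmch. The smallest p that 4 pairs allow is 1 in 8, and the hypothalamus used here is wider than the LH. The male shares depend on how spots are assigned: cluster 12, unnamed and with Pmch and Hcrt among its 10 leading genes, holds 26.8% of Pmch UMIs in ZT14MR and 8.4% in ZT14MS. At the other Leiden resolution the Hcrt share in ZT4M goes from 93.9% to 95.5% and the Pmch share in ZT14M from 96.2% to 91.6%, which against the share of all UMIs is a change of -2.36 and of 4.28 points. Outside hypothalamic spots, the percentage of spots with any Hcrt UMI was lower with RHY100 in every pair. It went from 20.1% to 8.54% in ZT4F, 19.0% to 8.10% in ZT14F, 21.7% to 11.3% in ZT4M and 15.1% to 8.48% in ZT14M. For Pmch it went from 29.8% to 17.2%, 17.6% to 19.6%, 42.0% to 32.7% and 33.5% to 11.2% in the same order. These percentages were not tested, and they depend on the depth of a section and its level of the gene. From the spatial maps, the paper proposes that RHY reorganizes where Hcrt and Pmch are expressed.

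**Figure D5:**
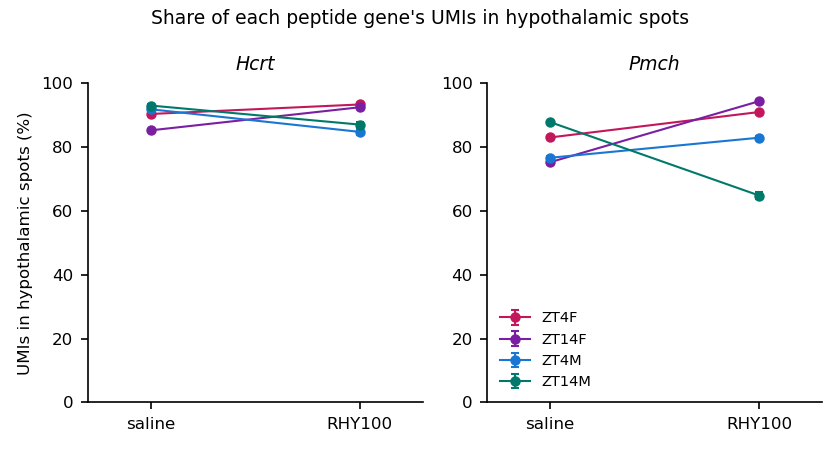
Share of the UMIs of Hcrt and of Pmch that lie in hypothalamic spots (%, vertical axis) in each of the 8 sections, with bars for exact binomial 95% intervals, which cover counting error only. In ZT14F the Pmch share is 75.2% under saline and 94.3% under RHY100, and in ZT14M it is 87.8% and 64.8%.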

**Fig. 6:**
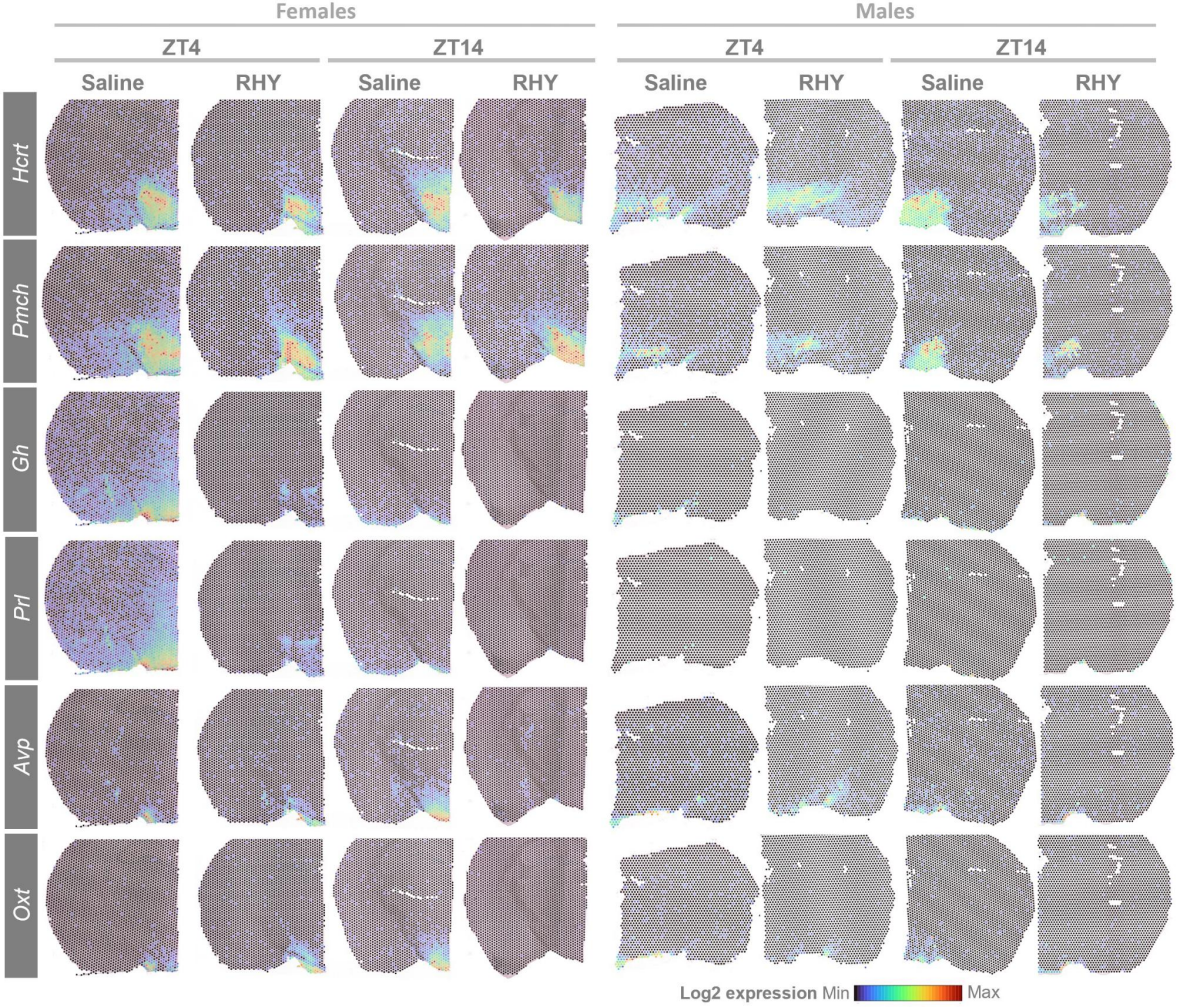
RHY modifies the expression of sleep-related genes Spatial map of Log2 gene expression at ZT4 and ZT14 under saline or RHY treatments in females (left four columns) and males (right four columns). Values were normalized separately for females and males. Warm colors indicate higher gene expression and cold colors lower gene expression.

RHY was also observed to alter the expression of several genes coding for peptides involved in the hypothalamic-pituitary axis (HPA). For instance, RHY100 generally decreased *Avp* in several studied brain regions (Fig. 5A and 6). 

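Avp codes for vasopressin, made by neurons of the paraventricular, supraoptic and suprachiasmatic nuclei. Its ratios were negative in ZT14F, ZT4M and ZT14M and close to 0 in ZT4F. The log2 ratio of Avp over the whole section (GRCm38 chromosome 2 from 130580620 to 130582554) was -0.01 in ZT4F, -6.86 in ZT14F, -1.88 in ZT4M and -0.45 in ZT14M. In hypothalamic spots it was 0.75 in ZT4F, -7.26 in ZT14F, -3.76 in ZT4M and 0.24 in ZT14M. Over the 4 pairs Avp passed the test in no region (cerebral cortex, log2 fold change -1.14, SE 0.28, FDR = 0.0878 from edgeR; thalamus, -1.58, SE 0.42, FDR = 0.169), and ZT14FS held 499 CPM against 136 to 188 CPM in the other saline mice. Of 23 hypothalamic peptide genes measured, 0 passed edgeR's test over all genes, against 1 higher and 2 lower when adjusted over the list alone (median -0.14, camera FDR = 0.0202 downward, adjusted p = 0.512 with an estimated correlation).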

Similar observations were made for *Oxt*, *Gh*, *Prl*, and *Cga*. 

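Oxt, of hypothalamic oxytocin neurons, had ratios of both signs among the pairs, and Gh, Prl and Cga of the anterior pituitary were lower in most of them. Pitx1, a pituitary marker that codes for no hormone, was lower as well. Over the whole section of ZT14F, Oxt went from 11565 to 9 UMIs and Avp from 19716 to 136. Each ratio sets 1 section against 1, and the nuclei that each section holds were not compared. Such ratios are therefore not separated from a difference in the tissue cut. The log2 ratio of Oxt (GRCm38 chromosome 2 from 130576173 to 130577054) was 1.00 in ZT4F, -10.01 in ZT14F, -4.76 in ZT4M and 0.47 in ZT14M. That of Prl (chromosome 13 from 27057570 to 27065205) was -7.36 in ZT4F, -5.74 in ZT14F, -3.34 in ZT4M and 0.90 in ZT14M, and that of Cga was -7.69, -2.41, -8.05 and -2.61 in the same order. Gh was at 399 ± 775 CPM (SD, n = 4) under saline and at 6.38 ± 7.48 CPM (SD, n = 4) under RHY100, and 1561 CPM of Gh and 2803 CPM of Prl in ZT4FS make up most of the saline mean. Cga fell at ZT4 with a log2 fold change of -7.59 (SE 0.95, FDR = 0.0162 from edgeR). Pitx1 (chromosome 13 from 55825051 to 55836192) fell over the 4 pairs with a log2 fold change of -5.74 (SE 0.80, FDR = 0.0226 from edgeR). Of the 7 pituitary markers tested, 3 were lower and none was higher over all genes, against 5 lower when adjusted over the list alone (median -5.74, camera FDR = 1.32e-08 downward, adjusted p = 0.195 with an estimated correlation).

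**Figure D6:**
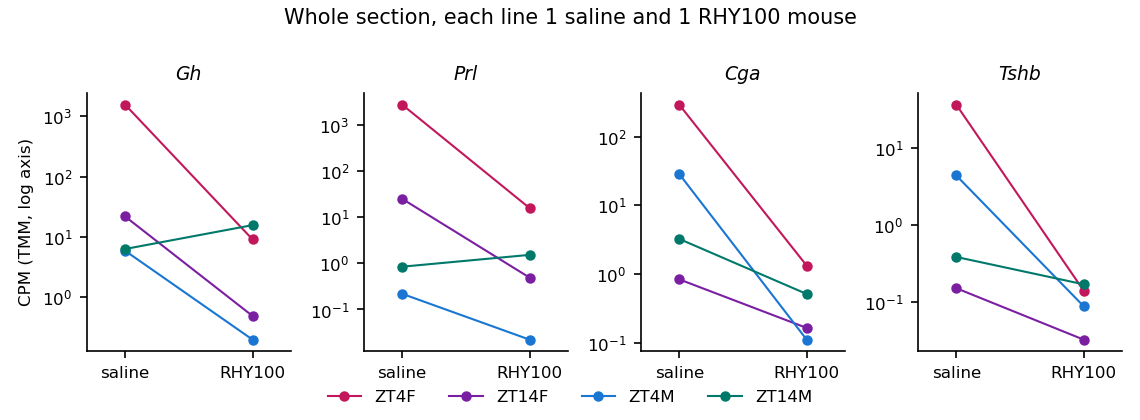
Expression of Gh, Prl, Cga and Tshb in each mouse (TMM-normalized CPM, log axis) under saline and RHY100, 1 panel per gene, with each line joining the 2 mice of 1 pair. The ZT4FS mouse is the highest in each panel, at 1561 CPM of Gh and 36.2 CPM of Tshb.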

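Tshb fell at ZT4, where the ZT4FS section alone holds most of its UMIs, and Pomc had negative ratios in all 4 pairs and passed over the whole section only in some fits. The log2 fold change of Tshb at ZT4 over the whole section was -7.18 (SE 0.72, FDR = 0.0120 from edgeR). In hypothalamic spots, 1153 UMIs of Tshb were counted in ZT4FS and 1 in ZT4FR, a log2 ratio of -9.77 (95% interval from -15.08 to -7.29), and 3 UMIs in each of ZT4MS and ZT4MR. Over the whole section Pomc (GRCm38 chromosome 12 from 3954951 to 3960642) had a log2 fold change of -1.57 at ZT4 (SE 0.49, FDR = 0.169 from edgeR) and -1.30 over the 4 pairs (SE 0.36, FDR = 0.198), and with the pair as a replicate block it passed (-1.24). In hypothalamic spots the log2 ratio of Pomc was -0.94 in ZT4F, -0.64 in ZT14F, -2.49 in ZT4M and -0.92 in ZT14M, and the interval of each excludes 0. Pomc is on the list of pituitary markers too, and 1153 of the 1217 Tshb UMIs of ZT4FS lie in hypothalamic spots. A lower Pomc in these spots is therefore not separated from pituitary tissue on the saline sections.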

*Tshb* and *Pomc* gene expression was decreased by RHY specifically in the hypothalamus and at ZT4 (Fig. 5A). *Pomc* codes for the precursor of several HPA peptides including corticotropin, melanocyte-stimulating hormone, and β-endorphin. Given the described bidirectional relationship between the HPA and sleep [52, 53], it is expected that these alterations participate in wake-suppressing and SWS-inducing effects of RHY. In addition, the HPA is under strong circadian control, and many of these HPA-related genes are expressed in a time of day-dependent manner (e.g., *Avp, Tshb, Pomc*) [54]. Therefore, the modulation of the circadian control of sleep by RHY is a likely route by which changes in wake/sleep amount and alternation can be generated.

## Discussion

We identified how a natural alkaloid component of Uncaria plants shapes wake/sleep amount, alternations, and ECoG activity, as well as multiple mechanisms contributing to these effects using a high spatial resolution transcriptomic strategy. Indeed, a sleep-inducing effect of RHY was exposed for mice in both females and males, which is in line with observations that drugs containing Uncaria increase sleep time in humans [3, 5, 6, 55]. An impact of RHY on wake/sleep ECoG activity was reported for the first time, indicative of a diversity of state-specific changes. We then revealed that RHY changes the transcriptomic landscape of the brain, affecting multiple brain regions in a manner that depends on time of injection and sex. Of importance is that RHY-driven modifications of the transcriptome comprised gene networks with key contributions to wake/sleep regulation in the hypothalamus, which represents a mechanism by which RHY can induce sleep.

The wake-suppressing and SWS-inducing effects of RHY, together with effects on ECoG activity, were found to depend on time of day. The larger effects found during the dark period in comparison to the light likely results from a ceiling effect related to the already high time spent in SWS during the light period in the healthy animals studied. In accordance with the well-described dynamics of homeostatic sleep pressure [56, 57], more SWS in the early dark phase is consistent with less delta activity during SWS at this same time of the day. Alternatively, the larger effect of RHY on time spent awake/asleep during the dark could emerge from an accumulative effect of the two consecutive doses of RHY. Our observations of RHY-driven changes in PS going in opposite directions between the light and dark periods, together with the short half-life of RHY in rodents [21, 36, 37], do not support this alternative explanation. Indeed, RHY decreased PS in the early light period but increased it in the dark period. It is possible that the initial suppression of PS created a PS pressure [58–60], leading to subsequent PS rebound after the second injection. It is particularly interesting that RHY decreased wake ECoG activity in a frequency range previously associated with the drive for homeostatic sleep need [43]. This overall indicates that RHY shapes wake/sleep quality in parallel to wake/sleep amount, which needs to be carefully considered in sleep medicine.

Mechanisms underlying the impact of RHY on wake/sleep were first investigated at the level of selected individual targets previously related to sleep [44]. In brains sampled 13 h after the last RHY injection, no change in NR2B, EPHA4, pEPHA4, GLUR1, GLT1, or CDK5 were found. The lack of effect on NR2B, pEPHA4 and GLUR1 contrasts with previous observations made using similar and longer delays between RHY administration and brain sampling [61–63]. However, these previous studies reported effects in rodent disease models only (e.g., epilepsy, depression, addiction) and used different administration paradigm. It is thus possible that more subtle effects in healthy animals were not captured by the current study design, especially given findings of significant relationships between levels of GLUR1 (and pGLUR1/GLUR1) and selected sleep variables measured about 10 h before. We thus aimed at better defining the mechanisms underlying RHY-driven wake/sleep alterations by precisely focusing on the time delays with highest effects and applying a comprehensive spatial interrogation.

RHY was found to have widespread effects on the brain transcriptome, affecting hundreds of transcripts throughout the brain, generally associated to apoptosis, necrosis, and cell movement/migration. In addition, the core 18 genes modified by RHY independent of time of injection and sex were linked to pathways and cellular functions previously described to be impacted by RHY (e.g., PI3K/Akt signaling, immune response/inflammation) [21, 44, 64–66]. Interestingly, there is a considerable overlap between the present RHY-driven DEGs and genes reported to be modulated by the wake/sleep history [22, 23, 26–28, 30, 67–74]. For instance, total sleep deprivation (SD) was found to increase the expression of *Sgk1*, *Gh*, *Nfkbia*, and *Cdkn1a* in the cerebral cortex and hippocampus [69, 72], while PS restriction increased *Lcn2* but reduced *Pmch* and *Oxt* expression [68, 71]. *Tsc22d3* also represents a target commonly impacted by RHY and SD [26, 27, 30, 72–74], which has a particular relevance to sleep regulation as indicated before. Accordingly, RHY alters biological functions known to respond to sleep loss (e.g., stress responses, apoptotic processes, cytokine and TNF signaling, transcriptional processes, cell differentiation) [22, 23, 27, 28, 30, 67, 70, 73]. This finding that RHY impacts gene networks responding to SD reveals a route by which it can promote sleep. We hypothesize that RHY is inducing a specific molecular program encompassing multiple brain regions and favoring sleep. Importantly, RHY-driven gene expression changes were dependent on the timing of brain sampling, which is fully in line with the well-know effect of daytime/circadian time on the brain transcriptome [29, 54]. This suggests that the molecular reprograming induced by RHY differs between the early light and early dark periods as an adaptation to the specific internal transcriptional state of the brain.

A main discovery of the current study concerns the impact of RHY on hypothalamic regions. In the hypothalamus, RHY affected genes related to hormone activity and behaviour, which likely contributes to behavioral observations reported here and by other studies [7, 8, 61, 75, 76]. RHY was notably found to modify the expression of *Hcrt* and *Pmch* in the LH and DMVH. HCRT neurons project to cortical and thalamic areas, and activation of these cells was found to induce behavioral arousal and neuronal arousal/desynchronization of the cortex [33, 77, 78]. MCH neurons were shown to fire during sleep [79], and the activation of these cells induces PS [50, 51], or both SWS and PS in the dark phase [80]. Thus, the impact of RHY on hypothalamic *Hcrt* and *Pmch* expression pattern could represent a key mechanism by which RHY modulates time spent in wakefulness/sleep. In females in particular, the spatial reorganization of hypothalamic *Pmch* expression and its increase in the LH might directly contribute to wake-suppression/SWS-induction.

Sex differences in sleep amount and synchronized cortical activity are well-known in humans and rodents [39, 81–85]. Here, we have highlighted that many effects of RHY are different in female mice in comparison to males, which was particularly striking with regard to wake/sleep architecture, ECoG activity, and spatial transcriptome. It is interesting to note that dose-dependent effects on wake/sleep amount and ECoG were only found for females, and thus that males would not benefit from a higher dosage in the tested range. The generally larger effects of RHY on sleep variables in females was paralleled by a generally stronger impact on the transcriptome, particularly during the light period. Sex differences in sleep are often attributed to gonadal hormones [40, 86], but sex differences in absorption, metabolism, or downstream effectors [87–90] of RHY are also potential contributors to the generally higher effects seen in females. Our findings convincingly support the need to systematically consider both females and males when investigating the potential of a drug for sleep disturbances.

## Conclusions

This study depicts RHY as an alkaloid herb derivative with great promise for sleep medicine. This was done using a detailed identification of its effects on wakefulness and sleep states at the level of architecture and synchronized cortical activity, combined to an exhaustive examination of the brain transcriptome. We have exposed potential key sleep-relevant mechanisms of action of RHY in the brain, which include gene networks with roles in the immune system/inflammation and hormone signaling, and contributions of several brain regions comprising the hypothalamus. Given that the transcriptome does not always reflect changes occurring at protein and functional levels [91, 92], future research questioning the translatome, proteome, and phosphoproteome will be needed to further increase the understanding of the way by which RHY induces sleep. Furthermore, the present study has investigated a single coronal brain slice selected to represent a variety of regions with relevance to sleep, but follow-up investigations should consider other important sleep-relevant regions such as the ventrolateral preoptic hypothalamus and the brainstem to fully decipher how RHY benefits sleep.

## Methods

### Animals, surgeries, and protocols

Male and female C57BL/6J were bred on site. Animals were housed in a 12 h light / 12 h dark cycle, at 24 ± 1 °C, with water and food available *ad libitum*. All protocols were approved by the *Comité d’éthique de l’expérimentation animale* of the *CIUSSS-NIM*. For wake/sleep characterization, female (n = 31 [n = 11 Saline, n = 9 RHY50, n = 11 RHY100], 12.7 ± 2.0 w old, 20.7 ± 1.7 g; all virgin) and male (n = 29 [n = 9 Saline, n = 11 RHY50, n = 9 RHY100], 12.0 ± 3.2 w old, 26.3 ± 1.7 g; all virgin) mice were implanted with ECoG and electromyography (EMG) electrodes under deep Ketamine/Xylazine anaesthesia (120/10 mg/kg, i.p. injection) as detailed previously [93, 94]. Following recovery, mice were habituated to cabling conditions for one week before experiments. ECoG/EMG signals were then recorded during 48 h comprising 24 h of undisturbed/baseline (BL) conditions and 24 h under injection (INJ) conditions (consisting in two intraperitoneal injections, one at ZT0 [i.e., light onset] and one at ZT11 [i.e., 1 h before light offset] of saline, RHY50 or RHY100). Mice were sacrificed between ZT0 and ZT1 immediately after the INJ day, and brain regions were immediately dissected and frozen on dry ice. For spatial transcriptomics, saline and RHY100 treatments were compared. Two females and two males received saline (one of each sex at ZT0 and one of each sex at ZT0 and ZT11; all virgin), and two females and two males received RHY100 (one of each sex at ZT0 and one of each sex at ZT0 and ZT11; all virgin). Mice were sacrificed at ZT4 or ZT14, and brains were immediately sampled, frozen on dry ice together with embedding in OCT compound.

### RHY preparation

Two doses of RHY were tested and compared with vehicle (saline: NaCl 0.9 %): RHY 50 mg/kg (RHY50) and RHY 100 mg/kg (RHY100). RHY (Baoji Herbest Bio-Tech Co., Ltd, # 76-66-4) was diluted in NaCl 0.9 %, and homogenized the day before administration. Dilutions were kept at 4 °C until use. The detailed methods can be found in Supplementary Material.

### Protein extraction and immunoblotting

Brain regions were processed to extract total and synaptoneurosomal (SYN) proteins similar to previously performed [93, 95]. Fifteen µg of protein were loaded on gels, separated by SDS-PAGE, and transferred to PVDF membrane. Membranes were blocked, incubated with primary antibodies, and then with secondary antibodies as detailed in supplementary methods. Membranes were revealed using Odyssey CLx imaging system (LI-COR). Additional information can be found in Supplementary Material.

### Tissue and library preparation for spatial transcriptomics

Tissue preparation was conducted according to the 10x Genomics Visium Spatial Gene Expression protocol (CG000240 Rev C). Ten µm coronal slices were cut at -23 °C with a cryostat (HM525 NX Thermo Scientific or CM3050S Leica), and slices at ∼1.5 mm posterior to the bregma were mounted on chilled Visium Spatial Gene Expression slides (10x Genomics). Slides were then incubated in a thermocycler, and immersed in Methanol. For Hematoxylin-Eosin staining (10X Genomics protocol CG000160 Rev A), slides were covered with isopropanol and, after air dry, covered with Hematoxylin. After washing, slides were covered with Bluing Buffer, and covered with Eosin mix. Lastly, slides were dried, and imaged using an Axio Imager M2 microscope (Zeiss, Canada). Libraries were prepared according to 10x Genomics Visium Spatial Gene Expression protocol (CG000239 Rev D). Briefly, immediately after imaging, brain slices were covered with permeabilization enzyme, covered with a reverse transcription master mix, and incubated at 53 °C for 45 min. The resulting cDNA was incubated with 0.08 M KOH, washed with EB buffer, and incubated with second strand synthesis mix. Slices were denatured, and samples were mixed with cDNA amplification mix for amplification (98 °C for 3 min; 15 cycles of 15 s at 98 °C, 20 s at 63 °C and 1 min at 72 °C; 1 min at 72 °C). cDNA was cleaned with SPRIselect beads (Beckman Coulter, Cat# B23318), and submitted to cDNA fragmentation, end repair and A-tailing. Post-ligation cleanup was done again with SPRIselect. Sample indexes i5 and i7, and amplification mix were added to the samples for amplification (45 s at 98 °C; 15 cycles of 98 °C for 20 s, 67 °C for 30 s, 72 °C for 20 s; and 72 °C for 1 min). Then, cDNA was purified with SPRIselect, and libraries were stored at -20 °C.

### ECoG analyses

The ECoG was analyzed per 4-s epochs similar to previously described [93, 94]. Total time spent in each vigilance state, and the mean duration of individual bouts of vigilance states were averaged for the 12 h light and dark periods. The total number of bouts of different durations was calculated for the 24 h BL or INJ, for each state separately. Hourly time-courses were calculated for mean time spent in each state and the total number of bouts. The bipolar ECoG signal was submitted to spectral analysis conducted using a Fast Fourier transform (FFT). Activity was calculated for the full 24 h between 0.75 and 30 Hz with a 0.25 Hz resolution. Power spectra of the 24-h INJ recording were expressed as a percent of the mean power of all 0.25-Hz bins of all states during the 24-h BL for each mouse. The time course of defined frequency bands was calculated using averages per time interval as done previously [94, 96]. Vigilance state variables were compared using one-way analyses of variance (ANOVAs), two-way ANOVAs, and two-way repeated-measure ANOVAs (rANOVA) (with Greenhouse-Geisser or Huynh-Feldt correction if appropriate). Significant interactions were decomposed using planned comparisons or post hoc Tukey tests. Data are reported as mean and standard error of the mean (SEM), and the threshold for statistical significance was set to 0.05.

### Protein level quantification and statistical analyses

Bands from immunoblots were analyzed using ImageJ (NIH) [97]. Band intensity was quantified by calculating the area under the curve for the averaged pixel intensity along the vertical plane, which was normalized to actin, to a control sample (included on all membranes), and to the average of the total protein of the saline treatment. Values normalized to actin and control sample for phosphorylated and non phosphorylated forms of EPHA4 and GLUR1 were used to calculate the phosphorylation ratio, and were then normalized to the average ratio of the saline treatment. Protein levels were compared using one-way ANOVAs, and decomposed using post hoc Tukey tests. Pearson correlations were computed between protein levels and sleep variables measured during time of higher effect of RHY (i.e., between ZT13 and ZT17).

### RNA sequencing and analyses

Paired-end dual indexed RNAseq was conducted using an Illumina NovaSeq6000 SP100 sequencer (Genome Quebec Innovation Centre, Montreal, Canada), at a sequencing depth of approximately 150 M read pairs per sample (> 40 K reads per spot under tissue). RNAseq was performed according to instructions of 10x Genomics for the Visium Spatial Gene Expression kit: read 1, 28 cycles; i7 index read, 10 cycles; i5 index read, 10 cycles; read 2, 90 cycles. Sequencing reads were aligned to the reference mouse genome (mm10) using the Space Ranger “spaceranger count” pipeline. Then, the pipeline “spaceranger aggr” was used to find genes differentially expressed between ZT4S and ZT4R samples, and between ZT14S and ZT14R samples for females and males. Gene-spot matrices were analysed using Loupe Browser, and DEGs were considered significant when FDR < 0.05 (Benjamini-Hochberg correction for multiple comparisons) [98]. Common DEGs between time point and sex were analyzed using VIB/UGent Bioinformatics & Evolutionary Genomics Venn diagram online calculator and R version 4.1.2. Clustered heatmap was created using the Ward.D2 clustering method. “Spaceranger aggr” was run again using ZT4S, ZT4R, ZT14S, and ZT14R to obtain figures of spatial gene expression normalized per slide. DEG lists were introduced in the DAVID annotation online tool, the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway annotation online tool, and the Ingenuity Pathway Analysis software (IPA, Qiagen) for functional analyses. Transcription factor enrichment analysis was performed with the online tool ChIP-X Enrichment Analysis Version 3 (ChEA3) [47], and subsequent analysis of functional protein association networks was done with the online database STRING [99].

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

## Data Availability

RNA-sequencing data have been deposited in the GEO database (https://www.ncbi.nlm.nih.gov/geo), and will be publicly available on the date of publication under accession numbers GSE217058 and GSE218537.

## List of abbreviations

ANOVA: Analysis of variance
BLA: Basolateral amygdala
ChEA3: ChIP-X Enrichment Analysis Version 3
DEG: Differentially expressed gene
DMVH: Dorsal, medial and ventromedial hypothalamus
ECoG: Electrocorticogram
EMG: Electromyography
FFT: Fast Fourier transform
INJ: Injection
IPA: Ingenuity Pathway Analysis
KEGG: Kyoto Encyclopedia of Genes and Genomes
LH: Lateral hypothalamus
PS: Paradoxical sleep
RHY: Rhynchophylline
RNAseq: RNA sequencing
SD: Sleep deprivation
SEM: Standard error of the mean
SWA: Slow wave activity
SWS: Slow wave sleep
SYN: Synaptoneurosomal
UMAP: Uniform manifold approximation and projection
WMT: White matter capsules and tracts
ZT: Zeitgeber time

# Supplementary material for: Probing pathways by which rhynchophylline modifies sleep using spatial transcriptomics
**Source:** Biol Direct. 2023 May 5;18:21. doi: 10.1186/s13062-023-00377-7
**Supplement:** Supplementary file 1 — Supplementary Material 1

Supplementary figures and methods

Probing pathways by which rhynchophylline modifies sleep using spatial transcriptomics

Maria Neus Ballester Roig, Tanya Leduc, Julien Dufort-Gervais, Yousra Maghmoul, Olivier Tastet, Valérie Mongrain

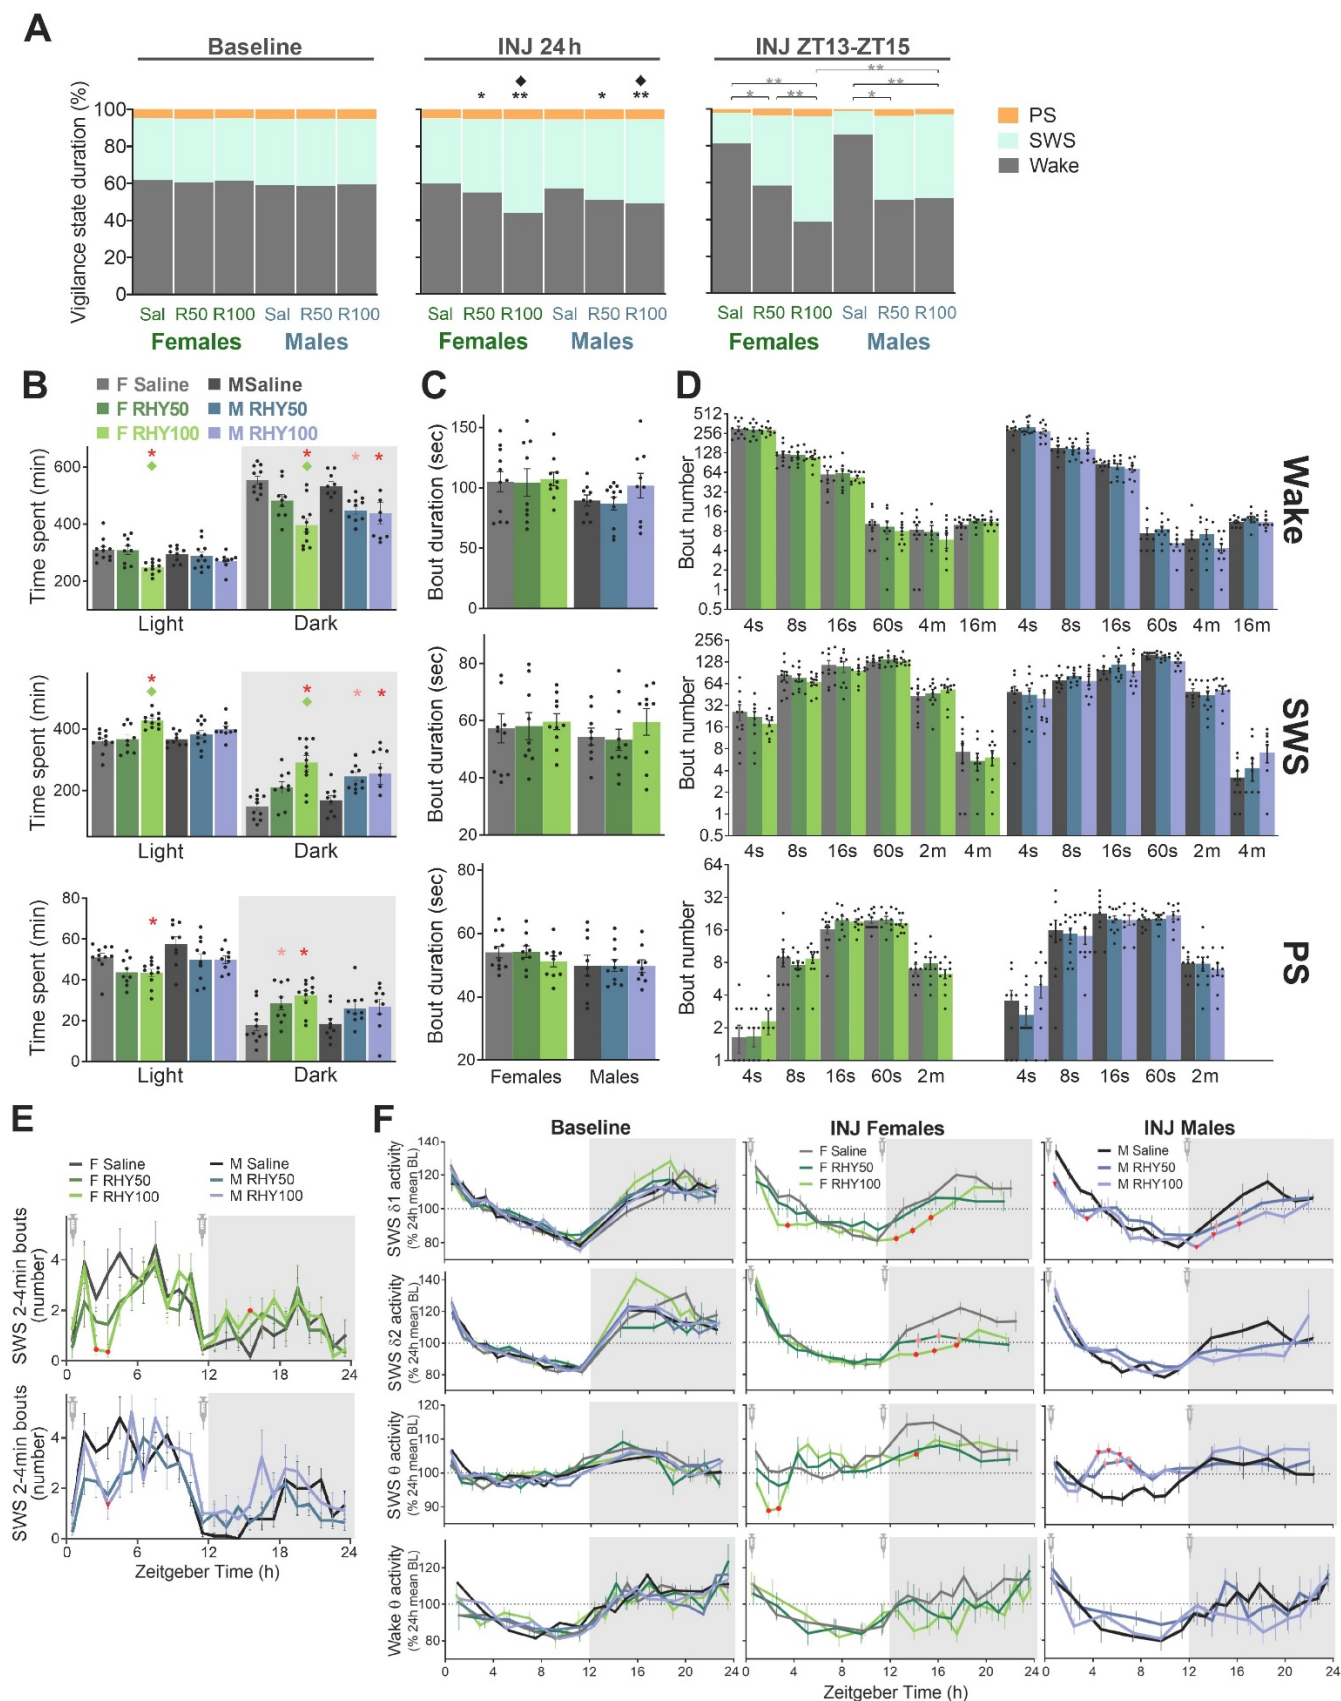

Figure S1. Groups were similar in baseline, RHY increases SWS more prominently in females, and modifies 24-h dynamics of ECoG oscillations in a vigilance state-dependent manner.

(A) Percent time spent in each vigilance state for the 24-h baseline or injection (INJ) recordings (first and second panels, respectively), and for the ZT13-ZT15 interval during the INJ recording (right panel). For the 24-h INJ, significant treatment effects were found for wake and SWS ($F_{2,54} > 19.2$, $p < 0.001$; stars indicate significant differences from saline and diamonds from RHY50: post hoc comparisons $*p < 0.05$, $**p < 0.01$). For the ZT13-ZT15 interval, a significant treatment by sex interaction was found for wake ($F_{2,54} > 3.2$, $p < 0.05$; stars indicate significant differences between indicated points: post hoc comparisons $*p < 0.05$, $**p < 0.01$).

(B) Total time spent in wake, SWS and PS calculated separately for the light and dark periods during the 24-h INJ recording. For females, RHY significantly changed wake, SWS and PS for both the light and dark periods ($F_{2,28} > 4.7$, $p < 0.01$). For males, RHY significantly affected wake and SWS only for the dark period ($F_{2,26} > 4.4$, $p < 0.05$). Red and pink stars indicate significant differences from the saline group for RHY100 and RHY50, respectively, and diamonds differences from RHY50 (post hoc comparisons $p < 0.05$). Grey backgrounds represent the dark period (also in E and F).

(C) Mean duration of individual bouts of wake, SWS and PS during the baseline day.

(D) Number of bouts of different duration for wake, SWS and PS during the baseline day.

(E) Number of longer bouts (2-4 min) of SWS for the INJ day. Significant treatment by hour interactions were found (rANOVA: females $F_{46,644} = 1.5$, $p_{\text{adj}} = 0.03$; males $F_{46,598} = 1.8$, $p_{\text{adj}} = 0.004$). Red datapoints indicate significant differences between the saline and RHY100 groups (post hoc comparisons $p < 0.05$).

(F) Baseline and INJ 24-h dynamics of spectral activity in different frequency bands during SWS and wakefulness. During INJ day, treatment by interval interactions were found for SWS $\delta 1$ activity (delta 1: 0.75-2 Hz; females $F_{34,442} = 2.5$, $p_{\text{adj}} < 0.001$; males: $F_{34,374} = 2.6$, $p_{\text{adj}} < 0.001$), for SWS $\delta 2$ activity (delta 2: 2.5-4 Hz; females $F_{34,442} = 2.6$, $p_{\text{adj}} < 0.01$; males: $F_{34,374} = 3.4$, $p_{\text{adj}} < 0.001$), for SWS θ activity (theta: 6-9 Hz; females $F_{34,442} = 3.0$, $p_{\text{adj}} < 0.001$; males: $F_{34,374} = 2.8$, $p_{\text{adj}} < 0.001$). No interaction was found for baseline and for wake θ activity during INJ day. Red and pink datapoints indicate significant differences compared to the saline group for each interval for the RHY100 and RHY50 groups, respectively (post hoc comparisons $p < 0.05$).

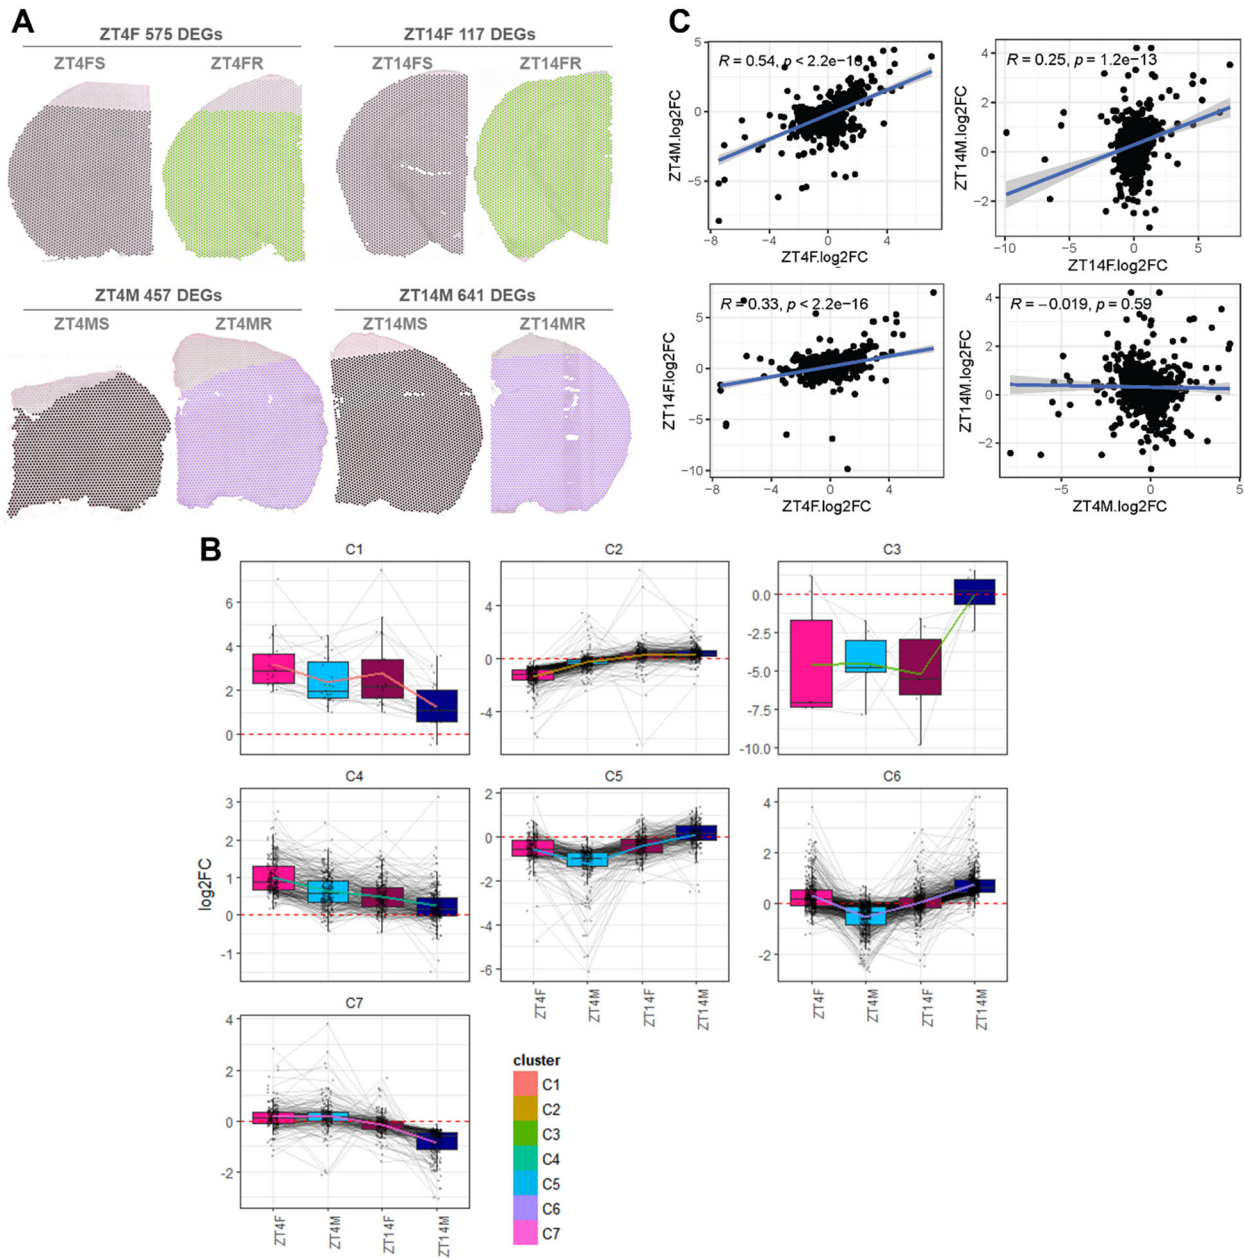

Figure S3. Analysis of differentially expressed genes (DEGs) and hierarchical DEG clusters.

(A) Spatial spots used to calculate differentially expressed genes (DEGs) between the different RHY and saline conditions. Common spots between slices were used to conduct comparisons. These common spots are shown in green for females and purple for males for the RHY100 conditions and in dark blue for the saline conditions. The number of DEGs obtained for each comparison is indicated at the top of each pair (FDR < 0.05).

(B) Box plots showing the behavior of genes belonging to seven clusters (C1-C7) obtained from automated clustering of Log2 fold change of DEGs from the four comparisons between RHY100 and saline conditions (ZT4F, ZT4M, ZT14F and ZT14M).

(C) Correlations of changes in gene expression between sexes or between time points. Positive correlations were found for the Log2fold change of DEGs modified by RHY at the same time of injection in different sexes (upper panels), and for RHY effects on female samples taken at different time-points (lower left panel), but no correlation was found between ZT4M and ZT14M (lower right panel).

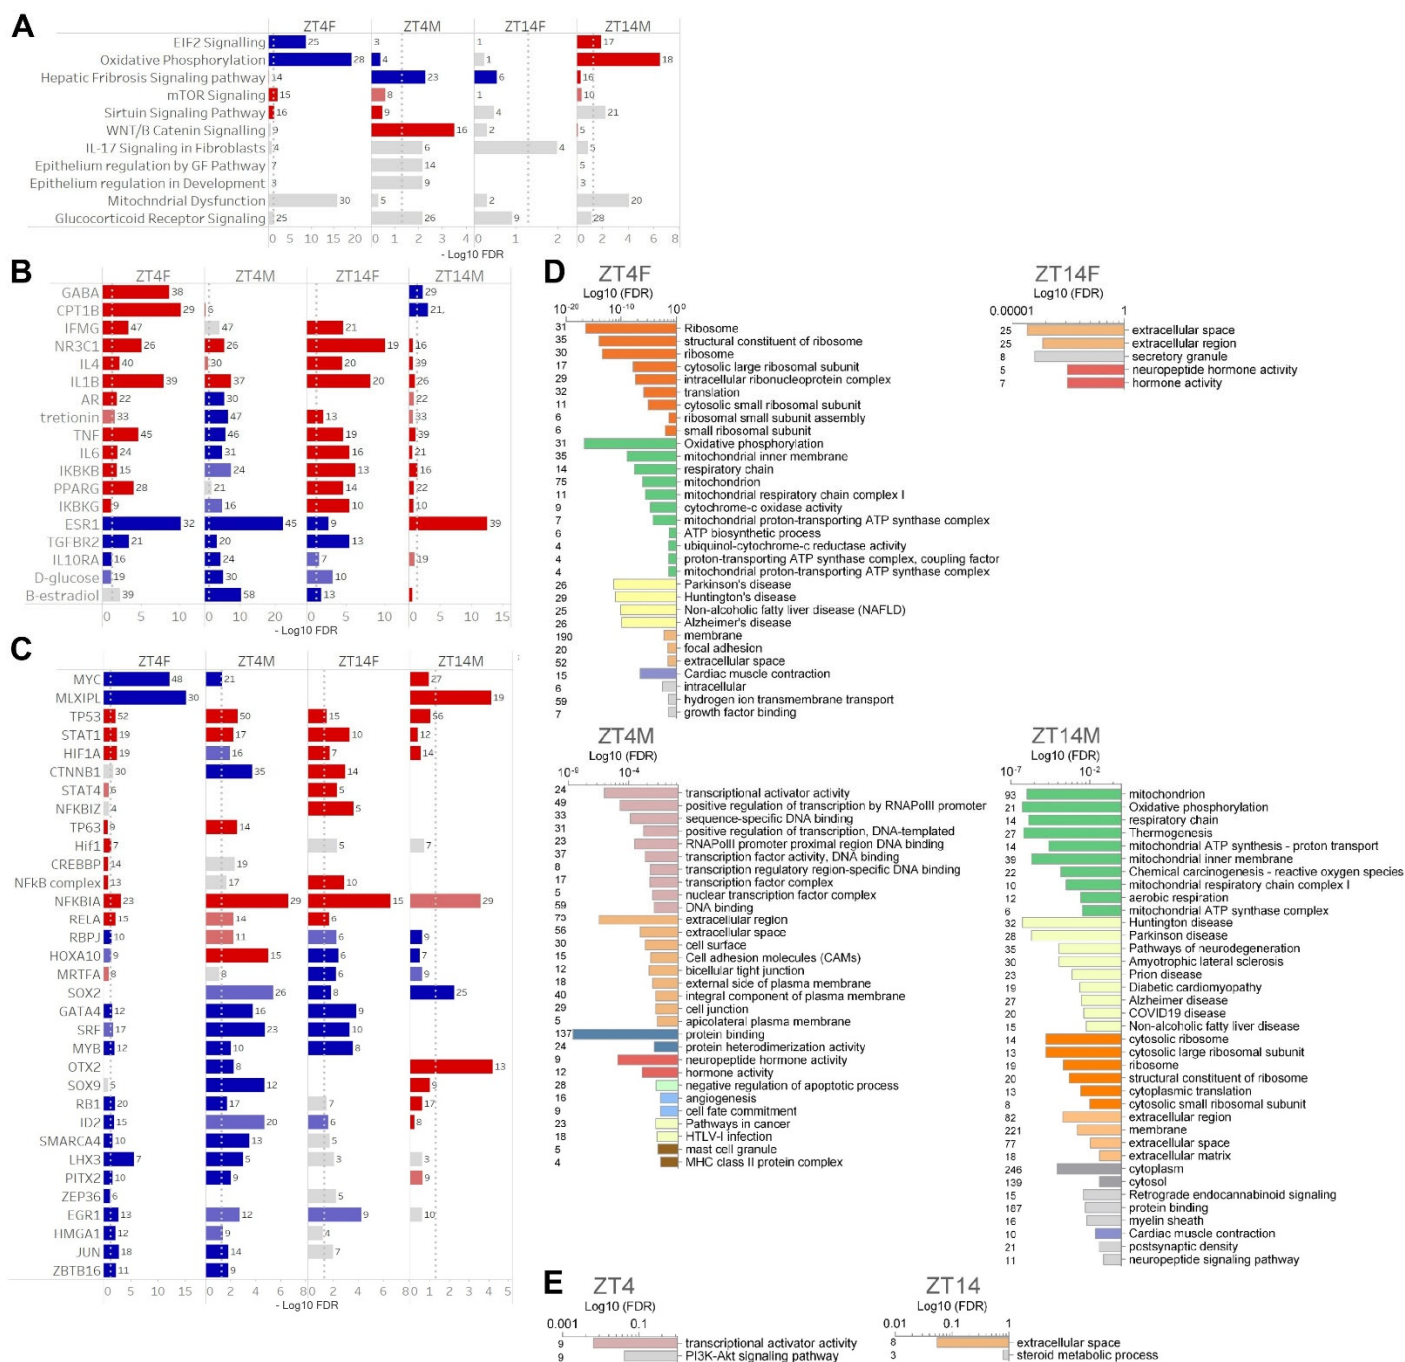

Figure S4. Enrichment in canonical pathways, potential upstream regulators, and functional gene ontology terms

(A-C) Analysis of enrichment using Ingenuity pathway analysis (IPA). DEGs of each four comparisons (ZT4F, ZT4M, ZT14F, ZT14M) were used to assess their potential enrichment for canonical pathways (A), and for upstream regulators, including upstream elements (B) and transcription factors (C). The bar size indicates enrichment significance ($-\text{Log}_{10}$ FDR), and the bar color indicates if terms are predicted to be activated (hot colors), inhibited (cold colors), or enriched with no particular direction (grey). The number of genes found for each term is shown. Dotted lines indicate the threshold for statistical significance.

(D-E) DAVID database gene ontology terms for functional annotation found enriched for the DEGs (FDR < 0.05) in each dataset (D) and in the list of DEGs common in the two ZT4 comparison datasets (ZT4 DEGs) or in the two ZT14 comparison datasets (ZT14 DEGs) (E). Enriched terms are colored by related functions and organized by FDR value. The number of DEGs related to each term is indicated.

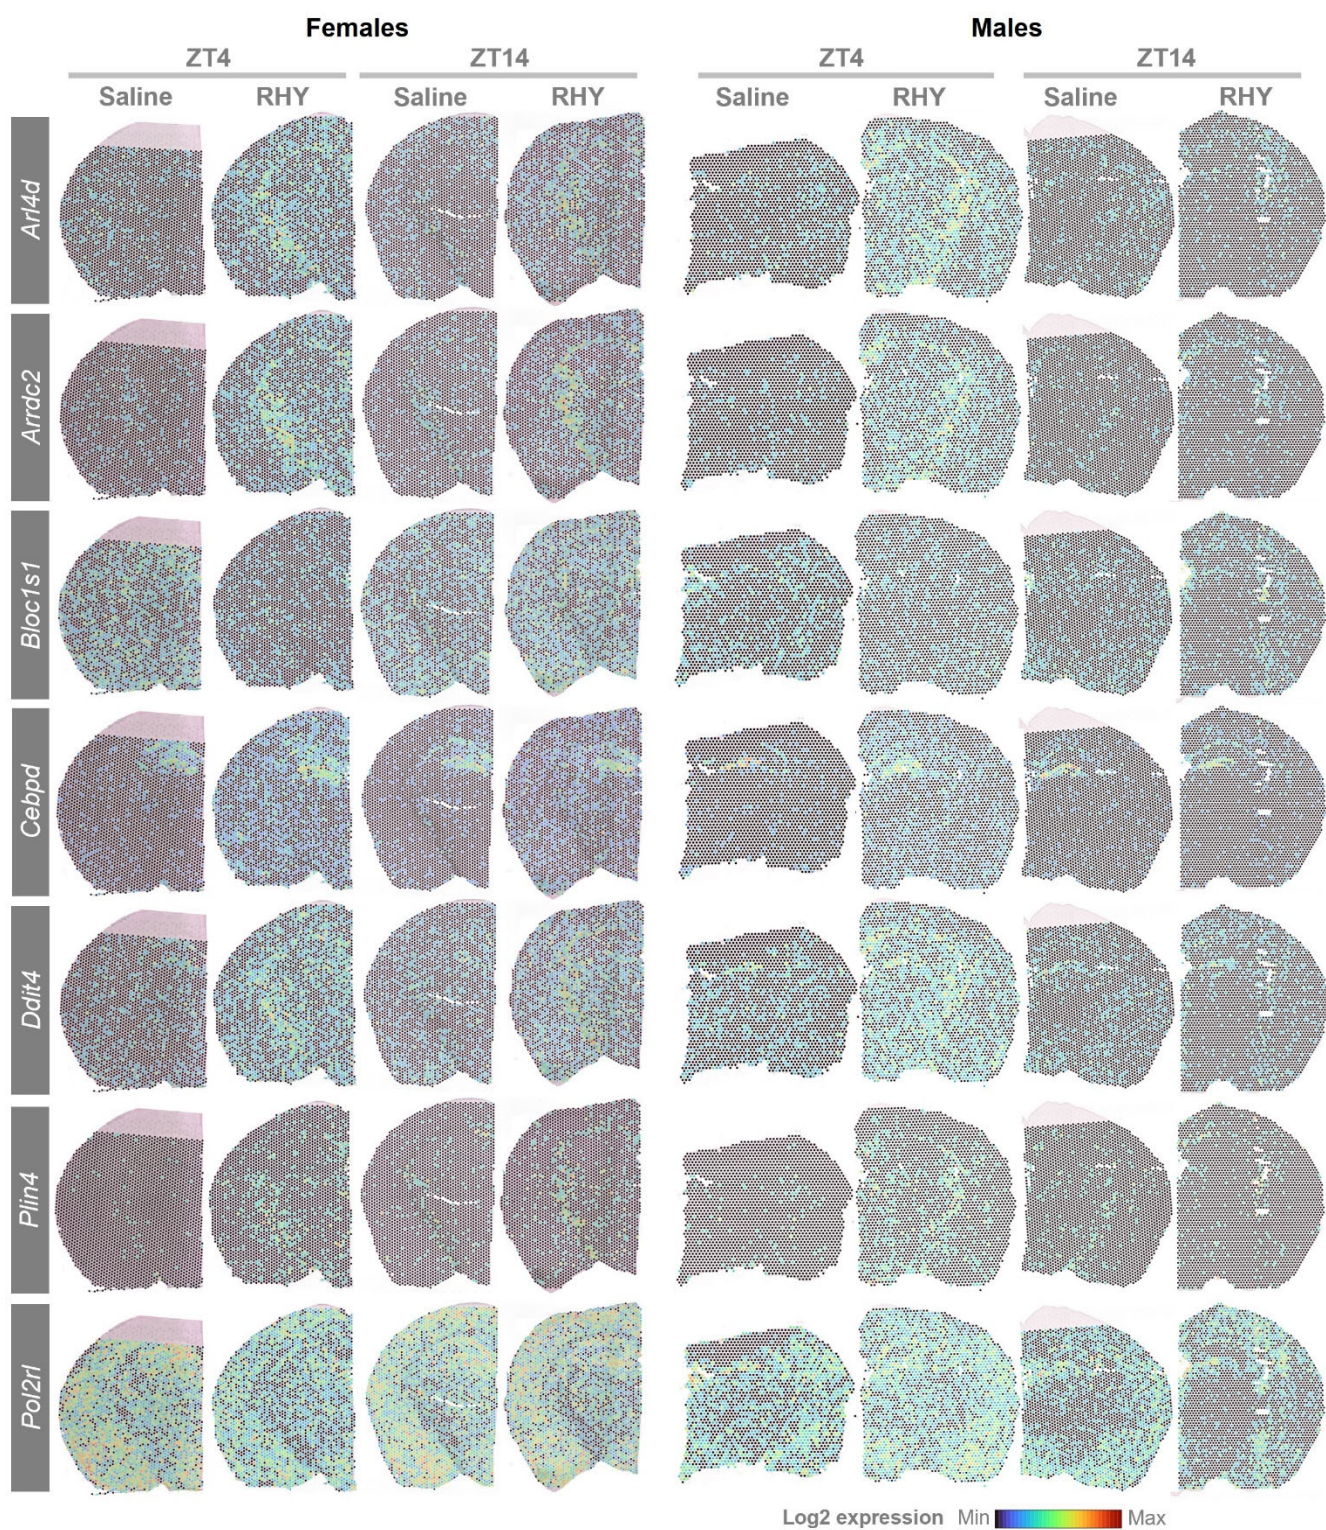

Figure S5. Spatial gene expression maps of selected DEGs found to be common between ZT4F, ZT4M, ZT14F and ZT14M. Color of spatial spots indicate Log2 gene expression under saline and RHY100 treatments for female and male mice. Values were normalized separately for males and female mice.

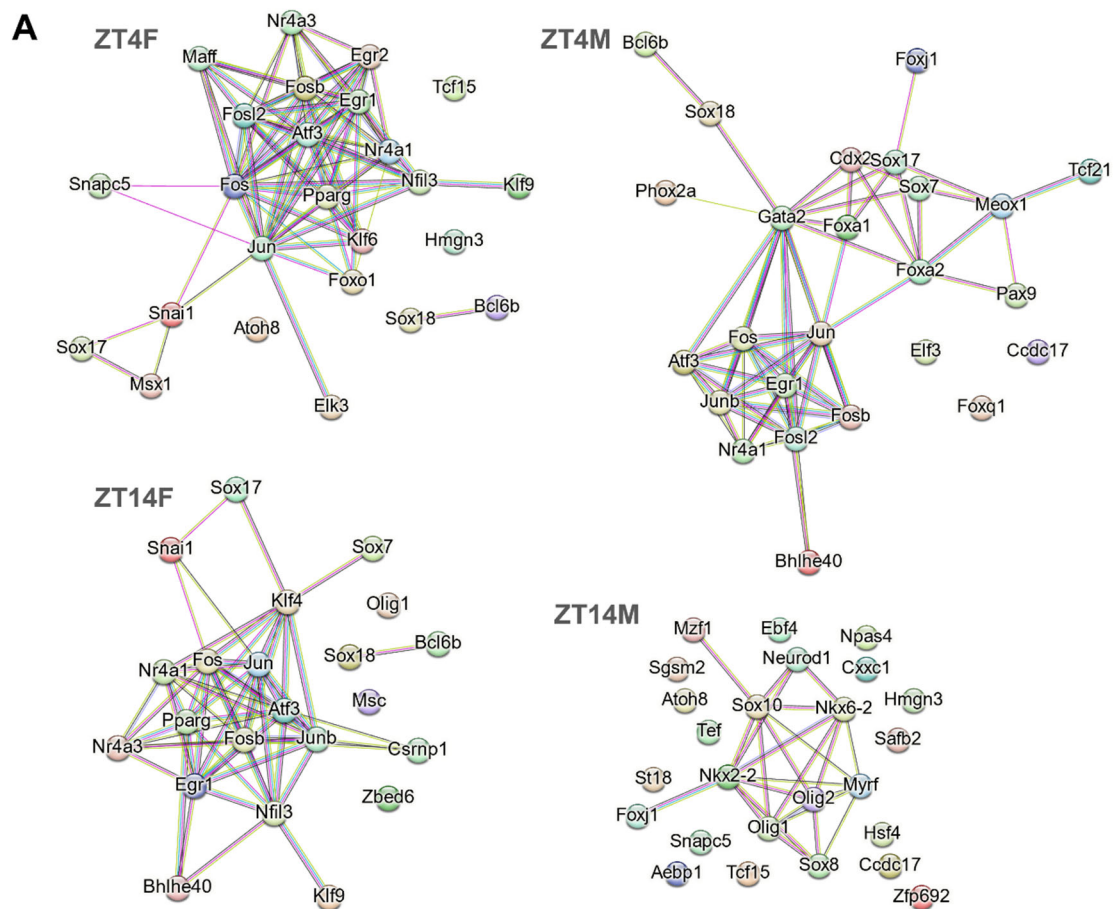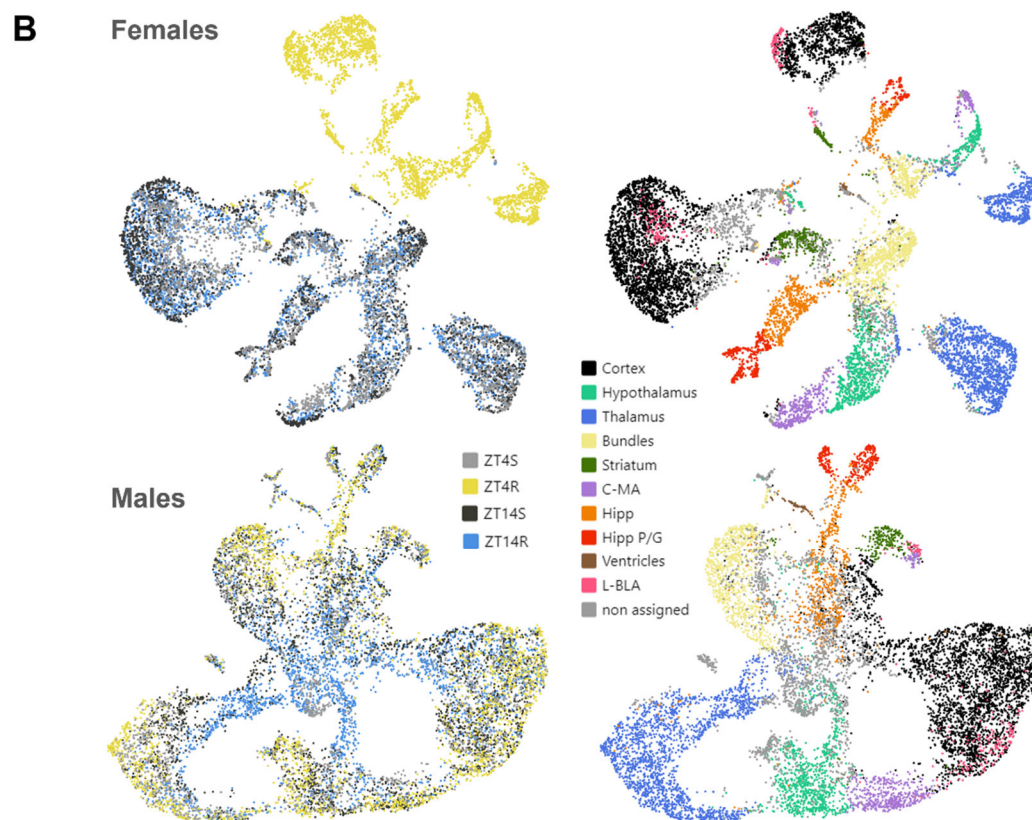

Figure S6. Transcription factors found to be enriched in ZT4F, ZT4M, ZT14F and ZT14M DEGs, and UMAP clustering of female and male spots related to brain regions.

(A) Interaction networks of the top 25 transcription factors found to be enriched using the CheA3 analysis in ZT4F, ZT4M, ZT14F and ZT14M DEGs. Pink lines denote experimentally determined; blue lines denote links reported from curated databases; black lines denote co-expression; yellow lines denote text-mining evidence; purple lines denote homology domains.

(B) Uniform manifold approximation and projection (UMAP) adequately represents the gene expression data of known brain regions. Top: UMAPs of the four female samples (ZT4S, ZT4R, ZT14S, ZT14R) identifying the samples (left) and brain regions (right). Bottom: same for the four male samples.

STAR★METHODS

RESOURCE AVAILABILITY

Materials Availability

This study did not generate new unique reagents.

Data and code Availability

RNA-sequencing data have been deposited in the GEO database (<https://www.ncbi.nlm.nih.gov/geo>), and will be publicly available on the date of publication under accession numbers GSE217058 and GSE218537. Original Western blot images and quantifications are available as supplemental material (Table S1). The code generated to create the heatmaps, box plots and Venn diagrams is provided in supplemental material.

EXPERIMENTAL MODEL AND SUBJECT DETAILS

Animals

Male and female C57BL/6J were bred on site. Animals were housed in a 12 h light / 12 h dark cycle, at $24 \pm 1^\circ\text{C}$, with water and food available *ad libitum*. All protocols were conducted in accordance with guidelines of the Canadian Council on Animal Care and approved by the *Comité d'éthique de l'expérimentation animale* of the CIUSSS-NIM.

METHOD DETAILS

EcoG and EMG electrode implantation

When mice reached 9-10 weeks-old, they were habituated to individual cages for two weeks. Subsequently, mice underwent implantation of electrodes for electrocorticography (EcoG) and electromyography (EMG) as detailed previously.^{93,94} Female (n = 31 [n = 11 Saline, n = 9 RHY50, n = 11 RHY100], 12.7 ± 2.0 w old, 20.7 ± 1.7 g) and male (n = 29 [n = 9 Saline, n = 11 RHY50, n = 9 RHY100], 12.0 ± 3.2 w old, 26.3 ± 1.7 g) mice were implanted with electrodes under deep Ketamine/Xylazine anaesthesia (120/10 mg/kg, i.p. injection). Two gold-plated screws (diameter 1.1 mm) served as ECoG electrodes and were screwed through the skull over the right cerebral hemisphere (anterior 1.5 mm lateral to midline, 1.5 mm anterior to bregma; posterior 1.5 mm lateral to midline, 1 mm anterior to lambda). An additional screw placed on the right hemisphere (2.6 mm lateral to midline, 0.7 mm

posterior to bregma) was used as a reference. Three other screws were implanted over the left hemisphere as anchors. Two gold wires were inserted in neck muscles to serve as EMG electrodes. The ECoG and EMG electrodes were soldered to a connector and, together with the anchor screws, cemented to the skull. Once awake after anesthesia, mice received a subcutaneous injection of buprenorphine (0.1 mg/kg), and were allowed to recover for 5 days.

RHY preparation

It has been shown that 25-80 mg/kg of RHY modifies brain protein levels after one or several intraperitoneal injections.^{62,63} Moreover, RHY has been detected in the mouse brain 10 min to 3 h after 50 mg/kg oral administration, and in the rat brain 15 min to 6 h after 10 mg/kg intravenous administration,³⁶ reaching maximum plasmatic concentrations 1-4 h after 37-50 mg/kg oral administration.^{21,37} Therefore, two doses of RHY were tested and compared with vehicle (saline: NaCl 0.9 %): RHY 50 mg/kg (RHY50) and RHY 100 mg/kg (RHY100). RHY (Baoji Herbest Bio-Tech Co., Ltd, # 76-66-4) was diluted in NaCl 0.9 %, and homogenized the day before administration. RHY50 and RHY100 dilutions were kept at 4°C until use.

Protocols for ECoG/EMG recording

Following recovery from implantation surgery, mice were habituated to cabling conditions for one week before experiments. Their ECoG/EMG signals were then recorded during 48 h comprising 24 h of undisturbed/baseline (BL) conditions and 24 h under injection (INJ) conditions. On the INJ day, all mice received two intraperitoneal injections, one at ZT0 (i.e., light onset) and one at ZT11 (i.e., 1 h before light offset) of saline, RHY50 or RHY100. ECoG and EMG signals were amplified (Lamont amplifier) and sampled at 256 Hz with the software Harmonie (Natus, San Carlos, CA). Mice were sacrificed between ZT0 and ZT1 immediately after the INJ day (i.e., 24 h after the first and about 13 h after the second injection) by cervical dislocation, and brains were immediately dissected to sample the cerebral cortex, hippocampus and thalamus/hypothalamus. Brain tissues were quickly frozen on dry ice, and kept at -80°C until use.

Protein extraction and immunoblotting

Brain tissues were processed to extract total and synaptoneurosomal (SYN) proteins similar to previously performed.^{93,95} Ice-cold modified RIPA buffer [10 mM HEPES, 2 mM EDTA, 1 mM EDTA, 0.5 mM DTT, protease and phosphatase inhibitors (Sigma-Aldrich)] was added to samples, which was followed by mechanical homogenization on ice (Pellet Pestle, Sigma Aldrich) until translucent (3 to 4 30-seconds trains). For total protein, a fraction of the homogenate was further sonicated (2 sec pulses, 5 sec pauses, 5 times) on ice, centrifuged at 13,000 rpm for 2 min at 4°C to remove cellular debris, and the supernatant was kept at -80°C for subsequent analysis. For SYN extraction, RIPA buffer was added to the remaining homogenate, vortexed, and centrifuged to remove nuclear/cell debris at 2,000 g and 4°C for 2 min. The supernatant was then passed through a 5 µm pore centrifugal filter (Ultrafree®-CL, Millipore), and centrifuged at 5,000 g and 4°C for 2 min. The filtrate was mixed and centrifuged at 5,000 g and 4°C for 15 min. The supernatants were then immediately resuspended in boiling RIPA buffer, and kept at -80°C until subsequent analysis.

For protein samples with concentration 0.6 µg/µL and above, 15 µg of protein were loaded on gels and separated by SDS-PAGE using an 8% acrylamide gel, and migration at 100 V for 65 min. Proteins were transferred

to a PVDF membrane (Bio-Rad) with transfer conditions of 100 V and 60 min. Membranes were blocked with blocking buffer (5% dry milk diluted in TBS [Tris-buffered saline]) for 1 h at room temperature. Primary antibodies were diluted in TBS-T blocking buffer (5% dry milk diluted in TBS [Tris-buffered saline 0.1% Tween 20]; except anti-phospho-EphA4 diluted in 5% BSA [bovine serum albumin] diluted in TBS-T), and were incubated overnight at 4°C. After washes with TBS-T, membranes were incubated with anti-Actin antibody (diluted in TBS-T blocking buffer) for 1 h at room temperature. After washing again, membranes were incubated for 1.5 h with secondary antibodies diluted in TBS-T blocking buffer for 1 h at room temperature. Membranes were revealed using Odyssey CLx imaging system (LI-COR).

Protocols for spatial transcriptomics

To study changes in the spatial transcriptome, saline and RHY100 treatments were compared. Four females and four males were used (12-13 w old): two females and two males received saline (one of each sex at ZT0 and one of each sex at ZT0 and ZT11), and two females and two males received RHY100 (one of each sex at ZT0 and one of each sex at ZT0 and ZT11). Mice were sacrificed at ZT4 or ZT14, and brains were immediately sampled, frozen on dry ice together with embedding in OCT compound (VWR International), and stored at -80°C until processing.

Tissue preparation for spatial transcriptomics

Tissue preparation was conducted according to the 10x Genomics Visium Spatial Gene Expression protocol (CG000240 Rev C). Ten µm coronal slices were cut at -23°C with a cryostat (HM525 NX Thermo Scientific or CM3050S Leica), and slices around 1.5 mm posterior to the bregma were mounted on chilled Visium Spatial Gene Expression slides (10x Genomics), and kept at -80°C for 2 to 4 days. Slides were then incubated in a thermocycler (using adaptor plate, 10x Genomics Accessory Kit, 1000194) for 1 min at 37°C, and immersed in Methanol for 30 min at -20°C. For Hematoxylin-Eosin staining (10X Genomics protocol CG000160 Rev A), slides were covered with isopropanol for 1 min at room temperature and, after air dry, covered with Hematoxylin for 7 min at room temperature. After washing, slides were covered with Bluing Buffer for 2 min at room temperature, washed, and covered with Eosin mix for 1 min at room temperature. Lastly, slides were dried using the thermocycler adaptor plate at 37°C for 5 min, and imaged using an Axio Imager M2 microscope (Zeiss, Canada).

Library preparation

Libraries were prepared according to 10x Genomics Visium Spatial Gene Expression protocol (CG000239 Rev D). Immediately after imaging, brain slices were covered with permeabilization enzyme and incubated on the thermocycler adaptor plate at 37°C for 6 min. After washing with 0.1X SSC, slices were covered with a reverse transcription master mix (including reverse transcription reagent, template switch oligonucleotides, reducing agent B and reverse transcription enzyme D), and incubated on the thermocycler adaptor plate at 53°C for 45 min. Then, the resulting cDNA (on slides) was incubated with 0.08M KOH for 5 min at room temperature, washed with EB buffer and incubated with second strand synthesis mix (including second strand reagent, primers and enzyme) for 15 min at 65°C. Slices were washed again with buffer EB, and denatured by incubation in 0.08M KOH for 10 min at room temperature. Solutions containing cDNA were transferred to a tube containing Tris 1 M pH 7.0 (1:8 final volume). Samples were mixed with cDNA amplification mix (containing amplification buffer and cDNA primers),

and processed in the thermal cycler (98°C for 3 min; 15 cycles of 15 sec at 98°C, 20 sec at 63°C and 1 min at 72°C; 1 min at 72°C). Then, cDNA was cleaned with SPRIselect beads (Beckman Coulter, Cat# B23318) 0.6X, washed with ethanol 80%, and resuspended with buffer EB. For cDNA fragmentation, end repair and A-tailing, samples were incubated in fragmentation mix (containing fragmentation buffer and enzyme) for 5 min at 32°C, and 30 min at 65°C. Samples were cleaned again with SPRIselect 0.6X and 0.8X, washed with ethanol 80%, and resuspended with buffer EB. Afterwards, samples were mixed with the adaptor ligation mix (containing ligation buffer, DNA ligase and adaptor oligos), and incubated at 20°C for 15 min. Post-ligation cleanup was done again with SPRIselect 0.8X, washed with ethanol 80%, and resuspended with buffer EB. Sample indexes i5 and i7, and amplification mix were added to the samples and processed in the thermal cycler: 45 sec at 98°C; 15 cycles of 98°C for 20 sec, 67°C for 30 sec, 72°C for 20 sec; and 72°C for 1 min. Then, cDNA was purified with SPRIselect 0.6X and 0.8X, washed with ethanol 80%, and resuspended with buffer EB. Libraries were stored at -20°C.

QUANTIFICATIONS AND STATISTICAL ANALYSES

Sleep scoring and analysis

ECoG and EMG signals were segmented into 4-s epochs, and the bipolar ECoG signal (signal difference between the anterior and posterior electrodes) and EMG were used to visually assign a vigilance state (wakefulness, SWS or PS) to each epoch by considering ECoG/EMG frequency and amplitude. Total time spent in each vigilance state, and the mean duration of individual bouts of vigilance states were averaged for the 12 h light and dark periods. The total number of bouts of 4, 8, 16, 32, 60, 120, 240, and 960 sec was calculated for the 24 h BL or INJ, for wake, SWS and PS separately. The proportion (percent) of time spent in each vigilance state and the mean duration of individual state bouts were also calculated for full 24 h. Hourly time-courses were calculated for mean time spent in each state and the total number of bouts.

For the ECoG activity analysis, two female mice were discarded and two male mice because of numerous artifacts in the ECoG signal (final analyzed sample: females n = 11 saline, 9 RHY50, 9 RHY100; males n = 8 saline, 10 RHY50, 9 RHY100). For analyzed mice, artifacts were excluded, and the bipolar ECoG signal was submitted to spectral analysis conducted using a Fast Fourier transform (FFT). ECoG activity during wake, SWS and PS was calculated for the full 24 h between 0.75 and 30 Hz with a 0.25 Hz resolution. Power spectra of the 24-h INJ recording were expressed as a percent of the mean power of all 0.25-Hz bins of all states during the 24-h BL for each mouse. The time course of SWS delta (1-4 Hz), delta 1 (0.75-2 Hz), delta 2 (2.5-4 Hz), theta (6-9 Hz), and sigma (10-13 Hz) activity, and of wake theta (6-9 Hz) and alpha (8-12 Hz) activity was calculated using averages per time interval as done previously.^{94,96} In brief, to take into account the distribution of wakefulness and SWS sleep, SWS activity was average per interval for 12 equal intervals during light periods, and 6 equal intervals during dark periods; while wake activity was average for 6 equal intervals during light periods, and 12 equal intervals during dark periods. Then, relative activity was calculated for each interval as percent of the 24-h BL mean for each mouse.

Statistical analyses of sleep variables

Statistica 6.1 (StatSoft Inc./Tibco Software Inc., Palo Alto, CA, USA) was used to perform statistical analyses of sleep variables. Vigilance state variables calculated for the 24-h recordings and the 12-h light and dark periods were compared between treatments separately for female and male mice using one-way analyses of variance (ANOVAs). Vigilance state variables with significant treatment effects were further decomposed with post hoc Tukey tests. The percent time spent in each vigilance state was compared between treatments and sexes using two-way ANOVAs, and with significant treatment-by-sex interaction were decomposed with planned comparisons. Vigilance state variables calculated per hour or time interval as well as power spectra were analyzed using two-way repeated-measure ANOVAs (rANOVA), for which the significance level was adjusted using Greenhouse-Geisser or Huynh-Feldt correction. Significant treatment-by-time, treatment-by-intervals or recording day (BL vs. INJ)-by-frequency bin interactions were decomposed using planned comparisons or post hoc Tukey tests. Data are reported as mean and standard error of the mean (SEM), and the threshold for statistical significance was set to 0.05.

Protein level quantification and statistical analyses

Bands from immunoblots were analyzed using ImageJ (NIH).⁹⁷ Band intensity was quantified by calculating the area under the curve for the averaged pixel intensity along the vertical plane, which was normalized to actin, to a control sample (included on all membranes), and to the average of the total protein of the saline treatment. Values normalized to actin and control sample for phosphorylated and non phosphorylated forms of EPHA4 and GLUR1 were used to calculate the phosphorylation ratio, and were then normalized to the average ratio of the saline treatment. Prism 7 (GraphPad Software Inc., La Jolla, CA, USA) was used to perform statistical analyses and prepare figures. Protein levels were compared between treatments separately for female and male mice using one-way ANOVAs, and a significant treatment effect was decomposed using post hoc Tukey comparisons. Pearson correlations were computed between EPHA4, GLUR1, pGLUR1/GLUR1 and NR2B levels and sleep variables measured during time of higher effect of RHY (i.e., between ZT13 and ZT17 for time spent in SWS and PS, as well as SWS delta activity and wake alpha activity).

RNA sequencing

Paired-end dual indexed RNAseq was conducted using an Illumina NovaSeq6000 SP100 sequencer (Genome Quebec Innovation Centre, Montreal, Canada), at a sequencing depth of approximately 150M read pairs per sample (> 40 K reads per spot under tissue). RNAseq was performed according to instructions of 10x Genomics for the Visium Spatial Gene Expression kit: read 1, 28 cycles; i7 index read, 10 cycles; i5 index read, 10 cycles; read 2, 90 cycles.

RNAseq processing and gene expression analyses

Sequencing reads (demultiplexed FASTQ files) were aligned to the reference mouse genome (mm10) using the Space Ranger “spaceranger count” pipeline based on the splicing-aware aligner STAR. The pipeline initially trimmed the template switch oligo and poly-A sequences to improve the sensitivity of the alignment. The pipeline aligned reads to the genome, detected tissue spots by aligning the Hematoxylin-Eosin image using the fiducial frame of the capture area, and performed the barcode/unique molecular identifier counting. Reads mapped to the

transcriptome with high confidence were used for analysis. Then, the pipeline “spaceranger aggr” was used to find genes differentially expressed between ZT4S and ZT4R samples, and between ZT14S and ZT14R samples for females and males. Gene-spot matrices were analysed using Loupe Browser, and DEGs were considered significant when $FDR < 0.05$ (Benjamini-Hochberg correction for multiple comparisons).⁹⁸ Common DEGs between time point and sex were analyzed using VIB/UGent Bioinformatics & Evolutionary Genomics Venn diagram online calculator and R version 4.1.2. Clustered heatmap was created using the Ward.D2 clustering method. “Spaceranger aggr” was run again using ZT4S, ZT4R, ZT14S, and ZT14R from females, and afterwards from males, to obtain figures of spatial gene expression normalized per slide (thus, for males and females separately).

Functional gene ontology analyses

DEG lists were introduced in the DAVID annotation online tool, the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway annotation online tool, and the Ingenuity Pathway Analysis software (IPA, Qiagen) for functional analyses. Significant terms in the DAVID annotation online tool were considered when $FDR < 0.05$. In IPA, enrichment z-score was calculated considering transcripts Log2 fold change, and enriched terms for canonical pathway were considered when $FDR \leq 0.01$; while enriched terms for predicted upstream elements were considered when $FDR \leq 0.0001$, and z-score > 2 ; terms for predicted upstream transcription factors when $FDR \leq 0.01$, and z-score > 1.5 ; terms for predicted upstream receptors when $FDR \leq 0.01$, and z-score > 1.5 ; terms for predicted downstream functions when $FDR \leq 0.001$. Enriched terms for biological processes ($FDR < 0.0001$), molecular function ($FDR < 0.001$), and KEGG ($FDR < 0.001$) were also reported. Transcription factor enrichment analysis was performed with the online tool ChIP-X Enrichment Analysis Version 3 (ChEA3),⁴⁷ and subsequent analysis of functional protein association networks was done with the online database STRING.⁹⁹

ADDITIONAL RESOURCES

10x genomics: <https://www.10xgenomics.com/products/spatial-gene-expression>

VIB/UGent Bioinformatics & Evolutionary Genomics Venn diagram online calculator:
<https://bioinformatics.psb.ugent.be/webtools/Venn/>

Ingenuity Pathway Analysis (IPA): <https://digitalinsights.qiagen.com/products-overview/discovery-insights-portfolio/analysis-and-visualization/qiagen-ipa/>

DAVID: <https://david.ncifcrf.gov/>

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway annotation online tool:
<https://www.genome.jp/kegg/>

ChEA3: <https://maayanlab.cloud/chea3/>

STRING analysis: <https://string-db.org/>

CODES USED FOR TRANSCRIPTOMIC DATA ANALYSES

Code to align reads to genome

- Executing “spaceranger count”
spaceranger count \
--id=mysample \
--fastqs=/opt/bar/run1 \
--sample=sample1 \
--transcriptome=refdata-cellranger/GRCh38 \
--slide=V19L01-001 \
--image=highres.tff \
--area=A1

- Executing “spaceranger aggr”

library_id	molecule_h5	cloupe_file	spatial_folder
sample_id1	/path/to/outs/molecule_info.h5	/path/to/outs/cloupe.cloupe	/path/to/outs/spatial
sample_id2	/path/to/outs/molecule_info.h5	/path/to/outs/cloupe.cloupe	/path/to/outs/spatial

```
spaceranger aggr \  
--id=mysample_aggr \ output directory  
--csv=/opt/bar/aggr.csv \ aggregation CSV file
```

Code to visualize results

```
##Install packages
```

```
library(pheatmap)  
library
library(RColorBrewer)  
library(ggpubr)  
library(ggplot2)  
library(qusage)  
library(ggplotify)  
library(cowplot)  
library(reshape2)  
library(UpSetR)
```

```
## Choose colors for samples
```

```
sample_colors=c('darkblue','deepskyblue','deeppink4','deeppink1')  
names(sample_colors)=c('ZT14M','ZT4M','ZT14F','ZT4F')
```

```
## Function to zoom specific modules/clusters
```

```
zoom.heatmap<-function(module,dat){  
  dat=dat[module,]  
  pheatmap(dat,clustering_method='ward.D',breaks=c(-5,-2,seq(-  
1,1,by=.3),2,5),col=rev(brewer.pal(15,'RdYlBu')),fontsize_row=10, cluster_col=F)  
}
```

```
## Function to package pathway analysis of modules in a heatmap
```

```
make.pathway_heatmap<-function(fish,ns_na=0.05,top=NA){  
  first=T  
  paths=c()  
  for(n in names(fish)){
```

```

sub = subset(fish[[n]],fdr<0.001)
if(!is.na(top)){
  sub=head(sub,top)
}
paths = c(paths,as.character(rownames(sub)))
}

paths=unique(paths)
first=T
for(i in names(fish)){
  out = fish[[i]][paths,]
  out$pathway = rownames(out)
  out$cluster=i
  if(first){
    res=out
    first=FALSE
  }else{
    res=rbind(res,out)
  }
}
res$OR.odds.ratio = as.numeric(as.character(res$OR.odds.ratio))
d=reshape2::dcast(res,pathway~cluster,value.var='OR.odds.ratio')
d2=reshape2::dcast(res,pathway~cluster,value.var='fdr')

for(i in 2:ncol(d)){d[,i]=as.numeric(as.character(d[,i]))
d[,i][!is.finite(d[,i])]=NA}
rows=d[,1]
d=d[,2:ncol(d)]
d2=d2[,2:ncol(d2)]
if(ns_na){
  d[d2>0.05]=NA
}
rownames(d)=rows

ph=as.ggplot(pheatmap(log(1+d),fontsize_row=8,cluster_col=F,cluster_row=F,border_col='white'))
return(ph)
}

## Function to calculate gene-set enrichment using fisher test
fisher_enrichment<-function(cluster_markers,pathway,universe,pathway_name){
  enrichment_tables=list()
  for(cluster in 1:length(cluster_markers)){
    cluster_name=names(cluster_markers)[cluster]
    output <- lapply(pathway, function(x) {
      freq.table <- table(factor(universe %in% as.character(cluster_markers[[cluster]]),
                                levels = c(TRUE,FALSE)),
                          factor(universe %in% x,
                                levels = c(TRUE,FALSE)))

      fit <- fisher.test(freq.table, alternative = "greater")
      interSection <- intersect(cluster_markers[[cluster]], x)
      interSection <- paste(interSection, collapse = ",")
      return(value = c(NOM_pval = fit$p.value, INTERSECT = interSection,"OR"=fit$estimate)))
    })

    term_names=character()

```

```

for (pathway.term in 1:length(output)){
  term_names[pathway.term]=pathway[[pathway.term]][1]
}

results=data.frame(do.call("rbind",output))
results$fdr=p.adjust(as.numeric(as.character(results$NOM_pval)),method = "BH")
results=results[order(results$fdr),]
enrichment_tables[[cluster_name]]=results
}

return(enrichment_tables)
}

## Load databases for gene-set enrichment
bp = readRDS('C5.BP.rds')
mf = readRDS('C5.MF.rds')
kegg = readRDS('C2.CP_KEGG.rds')

## Load excel files
files = list.files(pattern='xlsx')
files=files[c(1:4)]
dat = list()
for(f in files){dat[[f]]=read.xlsx(f,1)}

## Build list keeping genes that are DEGs (FDR<0.05) in at least one condition
genes = c()
degs=list()
for(n in names(dat)){
  s = subset(dat[[n]], dat[[n]][,5]<0.05)$FeatureName
  degs[[n]]=s
  genes = unique(c(genes,s))}

## Create Venn representation comparing the 4 sets of DEGs
venn.diagram(degs,'degs_across_conditions.dec2021.png')
up=upset(fromList(degs),order.by='freq')
up=upset(fromList(degs),sort.list(degs, decreasing=FALSE, method= c('ZT4F_ALLDEGs.xlsx',
'ZT4M_ALLDEGs.xlsx', 'ZT14F_ALLDEGs.xlsx', 'ZT14M_ALLDEGs.xlsx'))))

## Create a table for the genes of interest. This table can be used as input for the heatmap method
first=TRUE
for(n in names(dat)){
  dat[[n]]=subset(dat[[n]],!duplicated(FeatureName))
  sub = subset(dat[[n]],FeatureName%in%genes)
  rownames(sub)=sub$FeatureName
  sub = sub[,c(4,5)]
  infos = unlist(strsplit(n, ' '))[1]
  colnames(sub)=c(paste(infos,'log2FC',sep='.'),paste(infos,'FDR',sep='.'))
  if(first){
    first=F
    out = sub
  }else{
    out=cbind(out,sub[rownames(out),])
  }
}
}

```

```

## Produce heatmap of the fold-changes. Scale by row to put emphasis on relative differences across conditions
out.fc = out[,grepl('log2FC',colnames(out))]
ph=pheatmap(na.omit(out.fc),clustering_method='ward.D2',breaks=c(-5,-2,seq(-
1,1,by=.5),2,5),col=rev(brewer.pal(15,'RdYlBu')))

## Find clusters using the tree produced by pheatmap. The number of desired clusters can be changed with the
k parameter
meta = data.frame(cutree(ph$tree_row,k=7))
meta[,1]=paste0('C',meta[,1])
colnames(meta)[1]='cluster'

gg_color_hue <- function(n) {
  hues = seq(15, 375, length = n + 1)
  hcl(h = hues, l = 65, c = 100)[1:n]
}
cols=gg_color_hue(7)
cols.list=list()
cols.list[['cluster']]=cols
names(cols.list[['cluster']])=paste0('C',1:7)
out.fc=out.fc[,c('ZT4F.log2FC','ZT4M.log2FC','ZT14F.log2FC','ZT14M.log2FC')]
## Redo heatmap by adding cluster annotation on the leaves of the tree
ph=as.ggplot(pheatmap(clustering_method='ward.D2',annotation_row=meta,na.omit(out.fc),breaks=c(-5,-2,seq(-
1,1,by=.3),2,5),col=rev(brewer.pal(11,'RdYlBu')),cluster_col=F,fontsize_row=10,annotation_colors=cols.list))

## Create a temporary table to make plots by module
tmp = out.fc
tmp$module = meta[rownames(tmp),1]
tmp$gene = rownames(tmp)
m=melt(tmp)

m$variable = gsub("\\.log2FC'",",",m$variable)
m$variable = factor(m$variable,levels=c('ZT4F','ZT4M','ZT14F','ZT14M'))

## Distribution of the fold-changes across clusters
ag =aggregate(m$value,by=list(module=m$module,variable=m$variable),mean)
colnames(ag)[3]='value'

p3=ggplot(na.omit(m),aes(variable,value,fill=variable))+geom_line(aes(group=gene),alpha=.1,col='black')+geom
_boxplot(outlier.shape=NA,size=.25)+facet_wrap(~module,ncol=3,scales='free_y')+geom_hline(yintercept=0,col
='red',linetype='dashed')+theme_bw()+theme(axis.text.x=element_text(angle=90,hjust=1),strip.background=elem
ent_blank())+geom_point(alpha=.2,size=.1,position=position_jitter(width=.1),col='black')+scale_fill_manual(value
s=sample_colors)+ylab('log2FC')+xlab("")+geom_line(data=ag,aes(group=module,col=module),size=1,alpha=.8)+
guides(col=F,fill=F)

## Bind heatmap and distribution of fold-changes
plot_grid(ph,p3,ncol=2,rel_widths=c(1,2))

modules=list()
for(c in unique(meta[,1])){
  modules[[c]]=rownames(subset(meta,meta[,1]==c))
  write.table(modules[[c]],paste0(c,'.genes.csv'),quote=F,row.names=F,col.names=F)
}

zoom.heatmap(modules[['C1']],out.fc)

```

```
## Calculate the geneset enrichments for the identified modules
```

```
fish.bp = fisher_enrichment(modules,bp,unique(dat[[1]][,2]))  
fish.mf = fisher_enrichment(modules,mf,unique(dat[[1]][,2]))  
fish.kegg = fisher_enrichment(modules,kegg,unique(dat[[1]][,2]))  
#fish.tft = fisher_enrichment(modules,tft,unique(dat[[1]][,2]))
```

```
tmp=na.omit(tmp)
```

```
## Create correlation plots across module
```

```
a=ggplot(tmp,aes(ZT4F.log2FC,ZT4M.log2FC,col=module))+geom_point(size=.2)+stat_cor(col='black',size=2)+  
facet_wrap(~module,ncol=7)+geom_hline(yintercept=0,linetype='dashed')+geom_vline(xintercept=0,linetype='da  
shed')+theme_bw()+theme(strip.background=element_blank())+guides(col=F)  
b=ggplot(tmp,aes(ZT14F.log2FC,x=ZT14M.log2FC,col=module))+geom_point(size=.2)+stat_cor(col='black',size  
=2)+facet_wrap(~module,ncol=7)+geom_hline(yintercept=0,linetype='dashed')+geom_vline(xintercept=0,linetype  
='dashed')+theme_bw()+theme(strip.background=element_blank())+guides(col=F)  
c=ggplot(tmp,aes(ZT4F.log2FC,ZT14F.log2FC,col=module))+geom_point(size=.2)+stat_cor(col='black',size=2)+  
facet_wrap(~module,ncol=7)+geom_hline(yintercept=0,linetype='dashed')+geom_vline(xintercept=0,linetype='da  
shed')+theme_bw()+theme(strip.background=element_blank())+guides(col=F)  
d=ggplot(tmp,aes(x=ZT14M.log2FC,ZT4M.log2FC,col=module))+geom_point(size=.2)+stat_cor(col='black',size=  
2)+facet_wrap(~module,ncol=7)+geom_hline(yintercept=0,linetype='dashed')+geom_vline(xintercept=0,linetype=  
'dashed')+theme_bw()+theme(strip.background=element_blank())+guides(col=F)
```

```
## Bind plots
```

```
plot_grid(a,c,b,d,ncol=1)
```

```
## Create heatmaps for the gene-set enrichments results
```

```
make.pathway_heatmap(fish.bp)  
make.pathway_heatmap(fish.mf)  
make.pathway_heatmap(fish.kegg)
```

```
for(i in 1:length(fish.bp)){  
fish.bp[[i]]$pathway=gsub('_',',',gsub('GO_',",",rownames(fish.bp[[i]])))  
fish.bp[[i]]$OR.odds.ratio = as.numeric(fish.bp[[i]]$OR.odds.ratio)}
```

```
plots=list()  
for(i in 1:length(fish.bp)){  
top6 = head(fish.bp[[i]])  
top6$pathway=factor(top6$pathway,levels=top6[order(top6$OR.odds.ratio),'pathway'])  
plots[[i]]=ggplot(top6,aes(pathway,-log10(fdr)))+geom_col(fill=cols[i])+coord_flip()+theme_bw())
```

```
# Find the 18 DEGs in common
```

```
in_common=Reduce(intersect,deg)
```

```
# In what module are they?
```

```
tmp[in_common,c('module','gene')]
```

How the deposited data were processed for this re-analysis (not part of the article)

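The 10x Visium assay was applied to 8 coronal brain sections, 1 per mouse, from females and males at ZT4 or ZT14 after saline or 100 mg/kg of RHY. Mice sampled at ZT4 had an injection at ZT0 and mice sampled at ZT14 at ZT0 and ZT11. The authors made the deposited counts with Space Ranger on the mm10 genome: each value is the raw count of UMIs of 1 gene in 1 spot under tissue, with no normalization. For their comparisons, the authors joined the sections with the aggregation step of Space Ranger and compared the spots of the RHY and saline section in Loupe Browser, and the deposited counts are those before that step. Gene positions come from the GENCODE annotation of GRCm38, the build of the counts. Transcript lengths are those of the longest of the best-tagged transcripts of a gene there, which need not be the one expressed.

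The sections hold 36248741 (ZT4FS), 35748307 (ZT4FR), 41442133 (ZT14FS), 33276176 (ZT14FR), 21284991 (ZT4MS), 43240164 (ZT4MR), 25110321 (ZT14MS) and 16475972 (ZT14MR) UMIs. TMM factors lay between 0.918 (ZT14FR) and 1.07 (ZT4MS). Ratios of the 2 sections of a pair were computed from CPM, and those given for single genes hold no pseudocount. For shares of signs, correlations, list medians and the comparison with transcript length, 0.5 UMIs were added to both counts of every gene. The intervals are exact conditional binomial 95% intervals, which cover counting error only.

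Differential expression was tested on UMIs summed per mouse with edgeR 4.0.16 (quasi-likelihood F test, TMM, filterByExpr) in R 4.3.3, with sex, time and treatment as terms. Contrasts at ZT4, at ZT14, in females and in males, and the interactions of RHY with time and with sex, came from models on all 8 mice, which share 1 estimate of the spread. The region interaction was tested over 5 regions at once with the mouse as a block. Adjustment was by Benjamini and Hochberg over the genes tested, and 0.05 was the threshold. No p-value was computed from spots, and no doublet caller was used because a spot holds several cells.

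Regions were made from expression because no spot positions are at hand. The 21251 spots with at least 300 genes were clustered in scanpy 1.11.5 (2000 variable genes, 30 principal components, 20 neighbours) with leidenalg 0.10.2 at resolution 1, leaving out the 1337 genes that are DEGs of the study in a whole section. A cluster took the name of the region whose markers, fixed before the data were examined, led it with a score of at least 0.4, and a mouse needed 20 spots to enter a region's test. Thalamic cluster 17 has few UMIs per spot and lies mostly in 1 section, and the thalamus test was repeated without it.

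Gene lists were tested with camera (limma 3.58.1, voom) at its preset correlation. They cover glucocorticoid response, immediate early genes, inflammation and acute phase, clock genes, heat shock and ER chaperones, p53 targets, PI3K-Akt and FoxO, cholesterol synthesis, lipid droplets and lipolysis, ribosomal proteins, nuclear-encoded and mitochondrially encoded OXPHOS genes, hypothalamic neuropeptides, markers of pituitary, choroid plexus, ependyma, meningeal fibroblasts, blood, neutrophils, endothelium, oligodendrocytes, astrocytes, microglia and neurons, nuclear and rRNA-overlapping transcripts, and proposed protein targets of RHY. The share of Hcrt and Pmch UMIs in hypothalamic spots was compared by an exact permutation test over swaps within the 4 pairs.

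Genes named in the text are those the paper names, the 12 higher and 12 lower genes with the largest change over the 4 pairs, the 5 smallest p in each direction of every interaction and region test, up to 4 members of each list and the 6 highest and 6 lowest genes of each pair, and 3 genes are not reported here. This rule, the designs, the lists and the alternatives were set before the data were examined, but with the tables of the study in view, so that agreement on the genes of those tables is not independent. Alternatives were DESeq2 1.42.0, no filter on low counts, sections thinned to the smallest, sections reweighted to 1 makeup of regions, no cortex spots, no covariates, the pair as a replicate block, another Leiden resolution (0.6), regions by marker score, an estimated correlation or fry for lists, ratios of mean log-normalized spot values, other gene sets for correlations, and leaving out each mouse or pair.

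The fits were tested on simulated counts. For RHY against saline over the whole section, edgeR recovered 91% of 100 genes changed by 1 and 99% of 100 genes changed by 2 on the log2 scale, and 9.09% of its calls were unchanged genes, against 14.5% for DESeq2. For the time interaction, edgeR recovered 64% and 86%. The ratio intervals held the true ratio in 95.4% of draws at a mean of 500 counts and in 96.8% at 10. camera called 2 of 2 changed lists and 0 unchanged lists, and fry called 2 unchanged lists. The simulated genes were drawn independently of one another, while the estimated correlation in the data was 0.43 for glucocorticoid response and 0.75 for oligodendrocyte markers. The simulation therefore does not test camera's preset correlation on such lists, nor does it rank camera above fry. Values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The paper's drawn regions, its pathway tools and the ECoG and protein experiments were left out, because the files used hold no positions and no such data.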

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

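The tests of other divisions of the mice for the whole section and for the gene lists, the count of divisions that keep the pairs, the Pitx1 test, the length test of the second pattern over 5 genes, the test of the white matter share and the comparison of saline males with saline females were chosen only after the result was seen.

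Among 142 groups of 4 sections, 16 held a section far from the other 3, and chance gives about 1 in 20. ZT4MS had 114 spots under 500 UMIs against 3 to 12 in the other saline sections, and ZT14MR had 256 against 0 to 4 in the other RHY100 sections. ZT4FS was far above the other saline sections for Gh (1561 CPM against 5.92 to 21.9), Prl (2803 against 0.219 to 25.3), Cga (293 against 0.836 to 28.6), Tshb (36.2 against 0.152 to 4.38) and Bloc1s1 (62.7 against 36.8 to 41.1). ZT14FS was above them for Avp (499 CPM against 136 to 188) and Arrdc2 (12.6 against 9.67 to 10.2). ZT4MS was above them for Hdc (5.04 CPM against 1.17 to 1.58) and below them for Hcrt (362 against 557 to 575) and Gm11827 (0.132 against 0.270 to 0.298), and ZT14MS was below them for Sox10 (30.2 against 36.8 to 37.7). Under RHY100, Ndufb1-ps was high in ZT14FR (1091 CPM against 256 to 316), Prl in ZT4FR (15.9 against 0.0221 to 1.53), and Lrg1 was low in ZT4MR (4.86 against 7.69 to 8.24).

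The first pattern is the loss of Gh, Prl, Cga and Tshb with RHY100 at ZT4. Depth is argued against, since the median log2 fold change of the 4 genes at ZT4 was -7.15 after every section was thinned to the smallest. Pituitary tissue on the saline sections is a candidate explanation, since Pitx1, a factor of pituitary cells that codes for no hormone, was lower at ZT4 by as much as the hormones (log2 fold change -6.72, SE 0.76). The ratios were low in both ZT4 pairs, at -7.69 (Cga), -7.91 (Tshb), -7.32 (Gh) and -7.36 (Prl) in ZT4F and at -8.05, -5.67, -4.93 and -3.34 in ZT4M, the last from 5 and 1 UMIs. A change of these hormones within the pituitary stays open because the sections were not taken from that gland.

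The second pattern is the opposite sign at ZT4 and ZT14 of Polr2l, Bloc1s1, Hist2h2aa1, Snhg6 and Ndufb1-ps. Ndufb1-ps in males is an exception, at -0.44 in ZT4M and -0.088 in ZT14M. An effect of transcript length cannot be told apart from the pattern. The median of short less that of long transcripts was -0.77 in ZT4F, 0.23 in ZT14F, -0.03 in ZT4M and 0.08 in ZT14M. It has the sign of the pattern in all 4 pairs but lies near 0 in ZT4M and ZT14M, so that 2 of 4 pairs were counted. A comparison of these 5 genes with genes of like length decides nothing because they were picked for their ratios. Of the 5 annotated transcripts, Bloc1s1 (550 nt) and Hist2h2aa1 (586 nt) are under 600 nt. Snhg6 (816 nt), Ndufb1-ps (861 nt) and Polr2l (1650 nt) are not, but these are the longest of the best-tagged transcripts, and the expressed ones may be shorter. In ZT4F Polr2l had a log2 ratio of -2.14 where transcripts over 1500 nt had a median of 0.092. Snhg6 (-2.58) and Ndufb1-ps (-1.99) stood there against a median of 0.22 from 600 to 1500 nt. Spearman's rho of ratio with length was -0.22 in ZT4F, -0.29 in ZT14F, -0.31 in ZT4M and 0.02 in ZT14M, so that the ratios in ZT4F do not rise steadily with length. An effect of RHY that depends on the time cannot be told apart from differences between single sections. Saline males and females at ZT4 differ by -0.88 in the mean log2 CPM of the 5 genes, more than the smaller pair ratio of 0.84 in size. They do so at ZT14 too (-0.55 against 0.25), and 1 mouse per group excludes nothing. The paper's supplement treats normalization per slide as separate for males and females, so that this gap mixes sex, slide and mouse.

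The third pattern is the rise of glucocorticoid-response genes with RHY100. Of its 24 genes 9 passed over all genes, and the list itself does not pass with an estimated correlation (adjusted p = 0.195) or with fry (0.090). All 9 are among the 20 members that are DEGs of the study on these same sections. More white matter on the RHY100 sections is argued against, since a gene found in white matter alone rises by the share of white matter and no more, and the log2 ratio of its share of UMIs was at most 0.187 over 4 pairs and 3 assignments of spots, below the median ratio of the list in every pair (0.018 against 1.21 in ZT4F, -0.31 against 0.86 in ZT14F, 0.12 against 0.70 in ZT4M and -0.52 against 0.30 in ZT14M). Glucocorticoid signalling under RHY may explain it. The members outside the study's DEGs at hand (Per1, Dusp1, Nedd9 and Bcl6) were also higher as a set (median 0.14, camera p = 0.0352, p = 0.145 with an estimated correlation), from 4 genes only. The study's DEGs of thalamus and hypothalamus were not at hand, and the 4 genes were measured on the same sections, so that they are not independent support. The stress of injection applied to saline mice too, and corticosterone was not measured, so that glucocorticoid signalling remains a hypothesis.

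The effect of RHY100 differed between regions for 44 genes in a test of the difference itself. Among the genes named by the rule, the log2 fold change in white matter exceeded the mean of the other 4 regions for Cdkn1a (1.49), Phactr3 (1.31), Arid5b (1.23), Sgk1 (1.20), Pdxk (1.20), Ddit4 (1.20), Arl4d (1.13), Nfkbia (1.08), Mia (0.88), Nt5c3 (0.81) and Fam214a (0.80). It was below that mean for Slc35e4 (-0.73), Rhob (-0.73), S100a8 (-0.32), Rasl10a (-0.25) and Dusp5 (-0.15). Cebpd (0.0096) and S100a9 (0.33) passed too, and the test over all regions at once does not say which regions differ. Without ZT4FS the count is 18, without ZT4FR 24, without ZT4MR 26 and without ZT4MS 29. For this result a chance division of the mice cannot be told apart from an effect. Of 35 divisions of the 8 mice, 2 reach 44. These are the real one and females against males, which gives 645 genes and also divides the mice by slide. Only 8 divisions keep 1 mouse of each pair on either side, and the highest other of these gives 25.

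For RHY100 against saline, a chance division of the mice cannot be told apart from an effect in 6 tests. In each, 1 of 33 divisions, the real one, reaches the real count, but most divisions are unbalanced in sex or time and so lose power, and the bound of 5% of all divisions was wrong for this design. Only 8 divisions keep the pairs, so that the real one is 1 in 8 at best. The real count and the highest other are 57 and 5 for the whole section, 119 and 25 for white matter, 138 and 5 for cerebral cortex, 26 and 5 for hippocampus, 72 and 43 for thalamus, and 18 and 13 for hypothalamus. Among the 8 that keep the pairs, the highest other is 0, 25, 1, 5, 43 and 0 in the same order. For the gene lists chance could not be excluded, as 5 of 33 divisions reach the real 15, and the highest other gives 16.

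Passing the test over the 4 pairs but in no whole-slice table of the study were Aqp4, the astrocyte water channel (log2 fold change -0.43, FDR = 0.0168 from edgeR), Sema6d, an axon guidance cue (-0.49, FDR = 0.0287), Slc6a6, the taurine transporter (-0.38, FDR = 0.0442), and Gm11549 (0.55, FDR = 0.0303).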

How the results depend on the processing

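The test of the thalamus without cluster 17 and the leaving out of pairs for the Hcrt and Pmch shares were chosen only after the result was seen. No named gene that passed over the 4 pairs changed direction in another fit of that test. Each section is 1 mouse and ZT14MR has the fewest UMIs, and a mouse left alone in its group by leaving out another is assumed to vary like the rest. Among the genes named in the text, 1127 values under other settings kept direction and side of the threshold, 118 lost the call, 24 gained it and 2 reversed. With 1 mouse or pair left out, 1377 kept both, 615 lost the call, 34 gained it and 19 reversed. Of the results of the 15 called lists, 30 kept and 30 lost the call under other settings, and 105 kept and 15 lost it with 1 mouse left out. Of the 11 other lists, the ribosomal one is called under 4 of 12 alternatives, choroid plexus under 4 (1 of them in the other direction), neutrophil under 3, and nuclear-encoded OXPHOS under 2 (both in the other direction). Genes that gained the call over the whole section were Angptl4, Dusp6, Egr1, Fam214a, Fos, Net1, Plin4, Pnpla2, Slc2a1 and Ugt8a with DESeq2, 8 of these and Cldn5 with no filter, Angptl4 with reweighted sections, and Fos, Hcrt, Pomc and Ugt8a with the pair as a replicate block. Of the log2 ratios of single pairs, 67 stayed within their counting intervals, 96 moved and 9 reversed. Except where the number of genes or mice entered fell by construction, the cause was not tested.

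With DESeq2 the counts were 189 for the whole section (55 shared with the 57 of edgeR), 268 at ZT4 (149 shared), 32 at ZT14, 77 in females (60 higher and 17 lower, against 12 and 0), 13 in males, 39 for the time interaction, 1 for the sex interaction, 73 for white matter and 15 for hippocampus. With no filter on low counts they were 174, 429 at ZT4 (204 higher, 225 lower), 34 at ZT14, 77 in females (56 higher, 21 lower), 7 in males, 24 for the time interaction, 239 for white matter (159 higher, 80 lower), 384 for cerebral cortex (215 higher, 169 lower), 114 for hippocampus (83 higher, 31 lower), 245 for thalamus (142 higher, 103 lower), 223 for hypothalamus (96 higher, 127 lower) and 138 for the region interaction. Thinned sections gave 0 at ZT14, and in females 12 higher and 2 lower. Reweighted sections gave 10 at ZT14 and 1 for the time interaction, with Myl4 at -0.059 against 0.11. Without cortex spots the counts were 51 at ZT4 (50 shared) and 0 at ZT14, with Epha4 at -0.0046 against 0.04. Without covariates 22 genes passed, 20 higher and 2 lower. Regions by marker score gave 73 for white matter (47 higher, 26 lower, 56 shared) and 27 for the region interaction, and the other Leiden resolution gave 17 for hippocampus and 29 for hypothalamus. Thalamus without cluster 17 gave 69. With an estimated correlation 0 gene lists passed, and with fry 0 did.

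With the pair as a replicate block, 53 genes passed for the whole section, 117 for white matter, 93 for cerebral cortex, 18 for hippocampus, 48 for thalamus and 18 for hypothalamus (12 higher, 6 lower), and the paired fit changed no count by more than 1.5 times.

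Over all genes with at least 20 UMIs in every pair, the correlations were 0.167 (ZT4F and ZT14F), 0.394 (ZT4F and ZT4M), 0.232 (ZT14F and ZT4M), 0.175 (ZT14F and ZT14M) and -0.103 (ZT4M and ZT14M). With mean log-normalized spot values they were 0.302 (ZT4F and ZT14F), 0.589 (ZT4F and ZT4M), 0.494 (ZT14F and ZT4M) and 0.028 (ZT4M and ZT14M). The same values reversed the ratio in ZT14M of Oxt (-0.47), Nfkbia (-0.17), Polr2l (-0.25), Hist2h2aa1 (-0.29), Snhg6 (-0.21), Bloc1s1 (-0.17) and Net1 (-0.18), of Myl4 in ZT4M (0.11) and of Pmch in ZT4F (-0.65).

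Leaving out 1 mouse, the counts ranged from 2 (without ZT14FR) to 160 (ZT14MR) for the whole section, 0 (ZT4FS) to 621 (ZT4MR) at ZT4, 0 (ZT4FS) to 68 (ZT4FR) at ZT14, 1 (ZT4FS) to 66 (ZT14FR) in females, 0 (ZT4MS) to 22 (ZT14MR) in males, 0 (ZT4FS) to 276 (ZT4MR) for the time interaction and 0 (ZT4FS) to 2 (ZT14MR) for the sex interaction. By region they ranged from 54 (ZT4FS) to 167 (ZT14MR) in white matter, 23 (ZT4MS) to 112 (ZT4FR) in cerebral cortex, 8 (ZT4MR) to 31 (ZT4FR) in hippocampus, 8 (ZT4FS) to 210 (ZT14MR) in thalamus, 10 (ZT4FS) to 52 (ZT14MR) in hypothalamus, and 18 (ZT4FS) to 61 (ZT14MR) for the region interaction. For the gene lists they ranged from 12 (ZT14FR) to 18 (ZT4FR). The 87 higher and 66 lower genes at ZT4 become 166 and 455 without ZT4MR, 76 and 97 without ZT4FR and 7 and 11 without ZT4MS, and the 12 and 0 in females become 11 and 55 without ZT14FR, 44 and 15 without ZT4MR and 44 and 12 without ZT14MR. The change of the Hcrt share ranged from -0.037 (without the pair ZT14F) to 6.84 points (ZT4M) and that of Pmch from 0.406 (ZT14F) to 12.9 points (ZT14M). Whole-section log2 fold changes that reversed ranged from -0.78 to 0.13 for Bloc1s1, -0.29 to 0.061 for Esr1, -1.20 to 0.10 for Hist2h2aa1, -0.080 to 0.27 for Myl4, -0.86 to 0.060 for Ndufb1-ps, -0.93 to 0.42 for Pmch, -0.82 to 0.17 for Polr2l and -1.16 to 0.071 for Snhg6.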

Differences from the paper's values

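The alternatives named here were set before the data were examined. The paper's test took the spots of a section as replicates, while the values here are ratios of section sums with no test, or tests over 4 mice of each treatment. The paper compared the spots common to the slices, while the sums here take all spots of a section under tissue, so that the sets of spots differ. Of 68 log2 fold changes in the paper's Table S2, 17 differ from the CPM ratio by more than its counting error, and 1 of these has the other sign. With ratios of mean log-normalized spot values 43 of 68 differ.

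For Snhg6 the paper's values are -2.39 in ZT4F, 0.77 in ZT14F and 0.92 in ZT14M, against -2.58, 0.63 and 0.34 here. With mean log-normalized spot values Snhg6 is at -2.44 in ZT4F, which no longer differs, and the other values that differ for Snhg6 still do. For Ndufb1-ps the paper's values are -1.93 in ZT4F, 0.74 in ZT14F, -0.51 in ZT4M and 0.33 in ZT14M, against -1.99, 0.67, -0.44 and -0.088 here. For Bloc1s1 the paper's values are -1.37 in ZT4F, 1.01 in ZT14F and 0.82 in ZT14M, against -1.60, 0.87 and 0.27 here. For Polr2l the paper's values are -1.99 in ZT4F, 0.79 in ZT14F and 0.57 in ZT14M, against -2.14, 0.70 and 0.19 here. For Hist2h2aa1 the paper's values are 1.21 in ZT14F and 1.10 in ZT14M, against 0.96 and 0.53 here. For Gh in ZT4F the paper's value is -7.06 against -7.32 here, and for Sgk1 in ZT4F it is 2.69 against 2.60 here. Apart from Snhg6 in ZT4F, all of these also differ with mean log-normalized spot values.

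The correlation of ZT4F with ZT4M is about 0.54 in Fig. S3C of the paper, read by eye, and 0.476 here, and it differs under each alternative too (0.394 over all genes, 0.437 without ribosomal, mitochondrial and pituitary-list genes, 0.589 with mean log-normalized spot values). That of ZT4F with ZT14F is about 0.33 in Fig. S3C, read by eye, and 0.245 here. With mean log-normalized spot values it is 0.302, which no longer differs, and over all genes (0.167) or without those lists (0.224) it still does.

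The copy of Table S2 at hand ends before the sheets for thalamus and hypothalamus, so that no gene of those tables was compared. The tables at hand list 1337 genes in at least 1 whole-slice comparison where the paper's text gives 1324, and 73 increased in ZT14F where it gives 77. For white matter they list 190 in ZT4F where the text gives 192, 54 in ZT14F where it gives 59, and 107 in ZT14M where it gives 108.

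The paper states that time of day and sex strongly shape the effect of RHY, while the difference between times or sexes passed for 0 genes in edgeR (1675 and 192 at an unadjusted p under 0.05). By chance alone a share of 0.05 of the genes lies under that bound, fewer than the 1675 and more than the 192. Neither 0 therefore argues against that statement. DESeq2 calls 39 genes for time and 1 for sex, the absence of a filter calls 24 for time and the reweighted sections call 1. It states that Ndufb1-ps rises at ZT14, and its ratio in ZT14M is -0.088. It states that hippocampal Myl4 is lower at ZT4 and higher at ZT14, and its ratio is -0.44 in ZT14M from at most 20 UMIs per section. It states a decrease of Hcrt in cortex and thalamus, and there the log2 fold changes have that sign (-1.28 and -1.55) without passing the test. The block by pair calls Hcrt over the whole section (-0.93). It lists Plin4 in all comparisons, and over the 4 pairs Plin4 misses the threshold in edgeR, while DESeq2 (1.72) and the absence of a filter (1.63) call it. It lists Prl and Gh as changed, and over the 4 pairs these pass when ZT14MR is left out (-6.95 and -6.80). It names Pomc as lower only in the hypothalamus at ZT4, and its hypothalamic ratio is negative in ZT14F (-0.64) and ZT14M (-0.92) too, and the block by pair calls it over the whole section (-1.24). It names Tiparp and Frmpd1 as thalamic genes at ZT4. The thalamus test over the 4 pairs does not call them (0.78 and 0.84), but it averages both times, and no region was tested at ZT4 alone. That test therefore does not check the statement, and the thalamic ratio of Tiparp was positive in ZT4F and ZT4M. In the whole section both genes pass when ZT14MR is left out (0.72 and 0.66). It describes Hcrt and Pmch in females as more restricted to the lateral hypothalamus, and the shares of both female pairs run that way while the test over all 4 pairs does not pass (exact p = 0.625 and 0.5), nor can it, as 4 pairs allow no p under 1 in 8. Outside hypothalamic spots, the percentage of spots with Hcrt was lower with RHY100 in all 4 pairs, males included, which was not tested.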

Other observations

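All values in this part come from tests and lists set before the results were seen.

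None of the proposed protein targets of RHY passed the test. Epha4 had a log2 fold change of 0.04, Grin2b of -0.08, Gria1 of 0.04 and Cdk5 of 0.19 (FDR = 0.273 from edgeR), and of the 5 genes of this list 0 passed edgeR's test (median 0.04, camera FDR = 0.421 upward).

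With an estimated correlation, no list of cell type markers passed in the whole section. Of 14 oligodendrocyte genes 0 passed edgeR's test over all genes, against 1 lower when adjusted over the list alone (median -0.19, camera FDR = 0.000346 downward, adjusted p = 0.512 with an estimated correlation). Fabp7, a fatty acid carrier of astrocytes and radial glia, fell with a log2 fold change of -0.51 (SE 0.06, FDR = 0.0168 from edgeR). Of 12 astrocyte genes 1 was higher and 1 lower, against 2 higher and 1 lower when adjusted over the list alone (median -0.03, camera FDR = 0.999, a direction that flips under 4 of 12 alternatives). Of 12 microglial genes 0 passed over all genes, against 2 higher and 1 lower over the list alone, with a median of -0.01 and a camera direction upward (FDR = 0.569). Of 9 neuronal genes 0 passed (median -0.03, camera FDR = 0.999).

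Among 12 endothelial genes, 1 was lower over all genes, against 3 higher and 6 lower when adjusted over the list alone (median -0.22, camera FDR = 0.0260 downward, adjusted p = 0.245 with an estimated correlation). That gene was Kdr, a receptor of vascular endothelial growth factor, with a log2 fold change of -1.23 (SE 0.20, FDR = 0.0415 from edgeR). Of 5 neutrophil genes, 1 was higher over all genes, against 2 higher and 1 lower over the list alone (median 1.05, camera FDR = 0.179 upward). That gene was Retnlg, a secreted protein of neutrophils, with a log2 fold change of 3.46 (SE 0.43, FDR = 0.0168 from edgeR). The median ratio of the neutrophil list was 4.25 in ZT14F and 2.80 in ZT14M, against 0.00 in ZT4F and 0.18 in ZT4M, and the difference between times was not tested for lists.

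Genes of tissue at the edge of the brain varied between sections. Of 11 meningeal fibroblast genes 0 passed over all genes (median -0.36, camera FDR = 0.000151 downward, adjusted p = 0.486 with an estimated correlation), with pair medians of -0.55 (ZT4F), -0.51 (ZT14F), -0.85 (ZT4M) and 0.61 (ZT14M). Of 12 choroid plexus genes 0 passed (median 0.06, camera direction downward, FDR = 0.421), with pair medians of 0.32 (ZT4F), 0.35 (ZT14F), -1.40 (ZT4M) and 0.79 (ZT14M). Of 6 ependymal genes 0 passed (median -0.01, camera FDR = 0.421), and of 5 blood genes 0 passed (median -0.18, camera FDR = 0.0462 downward, adjusted p = 0.495 with an estimated correlation).

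Of 17 clock genes 0 passed (median -0.06, camera FDR = 0.267 downward), and Per1 had a log2 fold change of 0.21. Of 19 heat shock and ER chaperone genes 0 passed over all genes, against 1 lower over the list alone (median -0.09, camera FDR = 0.000265 downward, adjusted p = 0.245 with an estimated correlation). Of 10 nuclear and rRNA-overlapping transcripts 0 passed over all genes, against 1 higher over the list alone (median 0.07, camera FDR = 0.267).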
